# Bacterial RNA promotes proteostasis through inter-tissue communication in *C. elegans*

**DOI:** 10.1038/s41467-025-63987-x

**Published:** 2025-10-01

**Authors:** Emmanouil Kyriakakis, Chiara Medde, Danilo Ritz, Geoffrey Fucile, Alexander Schmidt, Anne Spang

**Keywords:** Ageing, Cell signalling, Ageing

## Abstract

Life expectancy has been increasing over the last decades, which is not matched by an increase in healthspan. Besides genetic composition, environmental and nutritional factors influence both health- and lifespan. Diet is thought to be a major factor for healthy ageing. Here, we show that dietary RNA species improve proteostasis in *C. elegans*. Inherent bacterial-derived double stranded RNA reduces protein aggregation in a *C. elegans* muscle proteostasis model. This beneficial effect depends on low levels of systemic selective autophagy, the RNAi machinery in the germline, even when the RNA is delivered through ingestion in the intestine and the integrity of muscle cells. Our data suggest a requirement of inter-organ communication between the intestine, the germline and muscles. Our results demonstrate that bacterial-derived RNAs elicit a systemic response in *C. elegans*, which protects the animal from protein aggregation during ageing, which might extend healthspan.

## Abstract (web summary)

Kyriakakis *et al*. show that bacterial RNA can improve *C. elegans* healthspan and reduce toxic protein aggregation in muscles. This depends on inter-tissue communication and requires both autophagy and the germline RNAi machinery.

## Introduction

Humans and all living organisms rely on nutrients for growth, reproduction, movement and survival, with key nutritional pathways being evolutionary conserved across species. It is generally accepted that the type and concentration of nutrients influence the healthspan and life expectancy of eukaryotes. However, it remains unclear what combination of nutrients is most beneficial. Over the years, *C. elegans* has been proven to be an important and reliable model for nutrient-dependent health and lifespan studies, with major discoveries being confirmed across species^1–5^. The influence of dietary restriction on longevity was first assessed in rodents as early as 1917, with *C. elegans* later emerging as a key model to explore the underlying mechanisms in greater depth. Today, its benefits are widely accepted in mammals and even humans^3,6–9^. Furthermore, pioneering studies in *C. elegans* have unveiled the important role of cellular protein homeostasis (or proteostasis) in diseases and ageing^10–15^. Since proteostasis deteriorates during ageing, finding ways to safeguard or even extend proteostasis emerges as a key concept to prevent, or at least ameliorate, age-associated diseases, such as cardiovascular disease, neurodegenerative diseases, late-onset neuromuscular disorders, sarcopenia and others. Ample scientific evidence suggests that specific dietary interventions provide a promising approach to maintain proteostasis and improve health during ageing.

To answer how diet and which dietary components influence cellular and organismal fitness and life expectancy in a reliable and expeditious way, we investigated *C. elegans* and its bacterial diet. *C. elegans* nematodes are reared on monoxenic bacterial cultures that are easy to grow and to genetically manipulate. Utilizing this simple, tractable animal model, we show that a mixed diet of two *E. coli* strains promotes *C. elegans* fitness. Importantly, we demonstrate that bacterially expressed ribonuclease 3 influences the accumulation of protein aggregates in *C. elegans* body-wall muscles via a cell-non-autonomous mechanism involving intestinal uptake of bacterial-derived RNA species, the RNAi machinery, selective autophagy and proper muscle function. We also show that communication across tissues and cell types, such as intestine, germline and neurons, plays an important role in the regulation of proteostasis in body-wall muscles. Overall, our findings suggest bacterial-derived dietary cues influence organismal fitness by eliciting a protective response during stress and reveal how diet-derived RNA species promote proteostasis in *C. elegans*.

## Results

### A mixed bacterial diet promotes *C. elegans* fitness

In the laboratory, *C. elegans* are usually reared on two different *E. coli* strains: OP50, an *E. coli* B strain, and HT115, a K-12-derived strain. It was previously shown that these strains differ in their metabolic and nutrient profile^16^. For example, OP50 leads to vitamin B12 deficiency in *C. elegans*^5,17,18^. We first investigated the effect of diet on organismal fitness and lifespan (Fig. 1a). As previously reported, we did not observe any considerable difference in lifespan between the OP50 and HT115 diets (Fig. 1b)^16^. However, worms fed on OP50 produced significantly higher number of progeny, which also developed faster than worms on the HT115 diet (Fig. 1c, d and Supplementary Fig. 1a). This beneficial effect came at the cost of reduced healthspan at advanced age, since a larger fraction of OP50-fed worms displayed impaired movement compared to their HT115-fed counterparts (Fig. 1e). These data indicate there were apparent benefits and trade-offs accompanying each diet. Hence, we reasoned that a mixture of both diets could exert beneficial effects. Indeed, the benefits of OP50 were still maintained even if it constituted only 10% of the diet, while the fitness in older worms was improved even beyond the level of feeding on HT115 alone (Fig. 1c–e, Supplementary Movies 1–4). Thus, bacterial diets differentially affect development, reproduction and fitness. Combining both diets also combined the benefits of each individual diet and improved the healthspan of *C. elegans*.

**Fig. 1:**
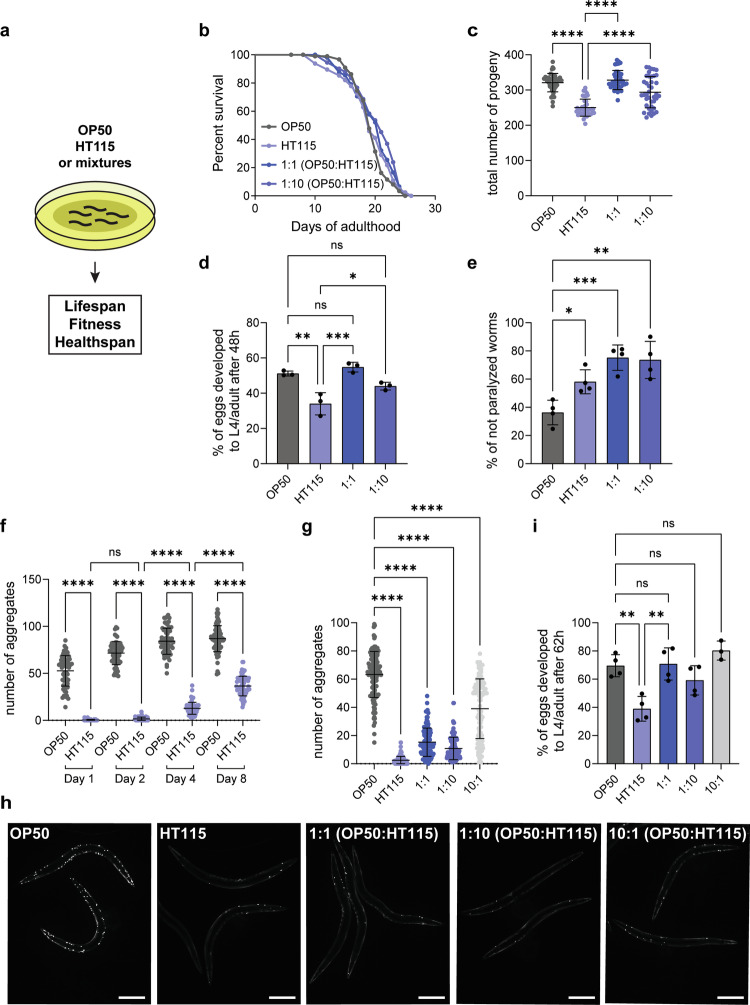
Dietary mixtures promote fitness and proteostasis in the body wall muscles of *C. elegans.* **a** Schematic representation of the main methodology. **b** Lifespan curves of wild-type (wt) worms cultured on OP50, HT115 and bacterial mixtures. Bacterial mixtures were used in 1:1 (50% OP50 and 50% HT115) and 1:10 (10% OP50 and 90% HT115) ratios. Statistical analysis for lifespan curves was performed with the Log-rank (Mantel–Cox) test and the summary is shown in Table 1. **c** Brood size of wt worms on different bacterial lawns. The total number of progeny per worm is shown. Number of worms, *n* = 40 for all conditions. OP50 vs. HT115 *P* < 0.0001, OP50 vs. 1:1 *P* = 0.819, OP50 vs. 1:10 *P* = 0.0009, HT115 vs. 1:1 *P* < 0.0001, HT115 vs. 1:10 *P* < 0.0001. **d** Developmental rate of wt worms on different bacterial lawns was measured as the percentage of eggs that developed into L4/adult stages 48 h after egg laying. Data are from three independent biological replicates. Number of worms, *n* = 751 (OP50), *n* = 619 (HT115), *n* = 914 (1:1), *n* = 899 (1:10). OP50 vs. HT115 *P* = 0.0022, OP50 vs. 1:1 *P* = 0.7773, OP50 vs. 1:10 *P* = 0.2029, HT115 vs. 1:10 *P* = 0.0493, HT115 vs. 1:1 *P* = 0.0006. **e** Percentage of not paralyzed (18–20 days old) wt worms on different bacterial diets was assessed. Data are from four independent biological replicates. Number of worms *n* = 25 (OP50), *n* = 32 (HT115), *n* = 27 *(*1:1), *n* = 30 (1:10). OP50 vs. HT115 *P* = 0.286, OP50 vs. 1:1 *P* = 0.0004, OP50 vs. 1:10 *P* = 0.0006. **f** Quantification of polyQ40::YFP fluorescent foci of worms on OP50 or HT115 diet during ageing. The number of aggregates per worm is shown. Number of worms, *n* = 63 (OP50 Day 1), *n* = 71 (HT115 Day 1), *n* = 65 (OP50 Day 2), *n* = 68 (HT115 Day 2), *n* = 71 (OP50 Day 4), *n* = 69 (HT115 Day 4), *n* = 80 (OP50 Day 8), *n* = 68 (HT115 Day 8). HT115 Day 1 vs. HT115 Day 2 *P* = 0.9985, for the rest *P* < 0.0001. **g** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on different bacterial diets. The number of aggregates per worm is shown. Number of worms, *n* = 117 (OP50), *n* = 128 (HT115), *n* = 112 (1:1), *n* = 128 (1:10), *n* = 105 (10:1). All *P* values shown <0.0001. **h** Representative images of 2-day-old polyQ40::YFP-expressing worms on different bacterial diets. Scale bars in all panels are 200 μm. **i** Developmental rate of polyQ40 expressing worms on different bacterial lawns was measured as the percentage of eggs that developed into L4/adult stages 62 h after egg laying. Data are from four independent biological replicates. Number of worms, *n* = 883 (OP50), *n* = 1030 (HT115), *n* = 1193 (1:1), *n* = 1058 (1:10), *n* = 932 (10:1). OP50 vs. HT115 *P* = 0.0027, OP50 vs. 1:1 *P* > 0.9999, OP50 vs. 1:10 *P* = 0.6560, OP50 vs. 10:1 *P* = 0.6878, HT115 vs. 1:1 *P* = 0.0019. All values represent mean ± SD from at least three independent experiments. One-way ANOVA with Sidak’s multiple comparison test was used for all except for the lifespan. ns *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

**Table 1:** Statistical analysis of survival assays

Genotype	Diet	Median survival ± SD (days of adulthood)	Total deaths/censored	*P* value
Wild-type (N_2_)	OP50	20.67 ± 1.528	262/57	–
	HT115	17.33 ± 1.528	259/59	ns vs. OP50
	1:1 mix	17.67 ± 2.887	262/59	ns vs. OP50 or HT115
	1:10 mix	18.00 ± 2.646	261/57	ns vs. OP50 or HT115

Two sided, one-way ANOVA with Sidak’s multiple comparison test was used.

### Dietary cues protect from muscle proteotoxicity

Next, we aimed to uncover how diets affect fitness and healthspan. Motility is a fitness measure in *C. elegans* and is linked to the function of body-wall muscles^15,19,20^. Polyglutamine (polyQ) expansions have been used to assess cellular dysfunction in *C. elegans* body-wall muscles in response to proteotoxicity^15^. PolyQ40-YFP aggregate formation in body-wall muscles of worms can be used as a readout for proteostasis decline. Worms contained numerous polyQ-aggregates early in adulthood when reared on OP50, the number of which increased with age (Fig. 1f). In contrast, HT115-fed worms started to form aggregates much later in adulthood and to a lesser extent (Fig. 1f). The strong delay in aggregate formation in body-wall muscle cells might serve as indication for the increased mobility of aged animals on HT115 diet. These differences were not due to OP50’s vitamin B12 deficiency (Supplementary Fig. 1b). As expected, polyQ24-expressing worms did not show any diet-dependent aggregate formation (Supplementary Fig. 2a). To corroborate the diet-dependent effect on proteostasis, we expressed amyloid-beta (Aβ1-42) in body-wall muscle cells, which has been previously shown to lead to paralysis in worms^21^. Again, HT115 led to a much later onset of paralysis compared to OP50 (Supplementary Fig. 2b). Mixed diets also improved the fitness of polyQ40-expressing animals, as we observed beneficial effects on the number of aggregates, number of progeny and development (Fig. 1g, h and Supplementary Fig. 2c, d). Thus, we detected diet-dependent proteostasis dysregulation in body-wall muscles, for which the polyQ40 *C. elegans* can serve as a sensor.

### Autophagy protects from diet-dependent protein aggregation

One explanation for the positive dietary effect of the HT115 bacterial diet could be the upregulation of cytoprotective mechanisms, such as autophagy. Autophagy positively influences health and lifespan by removing damaged organelles and protein aggregates^22^. Moreover, it has been shown that autophagy inhibits the accumulation of polyQ40 aggregates in *C. elegans* and protects from proteotoxicity^23^. Similarly, we found that knockdown of key autophagy factors increased the accumulation of polyQ40 aggregates on the HT115 diet (Fig. 2a, b). Moreover, the offspring of mothers with defective autophagy were developmentally arrested (Supplementary Fig. 3a), and this effect was dependent on the expression of polyQ repeats in muscle cells (Supplementary Fig. 3b–d). Specifically, with shorter, non-toxic repeats like Q0 and polyQ24, no developmental defects were observed. However, at polyQ35, where toxicity begins, there was a noticeable delay, and with the highly toxic polyQ40, the worms arrested entirely. It is plausible that the proteotoxicity of polyQ40 in muscle cells triggers a signal under these conditions, which is inherited by the offspring. Moreover, these data indicate that HT115 might induce autophagy, which is beneficial for the animal. To test this possibility, we measured autophagy induction using *C. elegans* LC3 fused to GFP (LGG-1::GFP) in hypodermal seam cells and the relative autophagosomes to autolysosomes ratio using LC3 fused to GFP and mCherry (mCherry::GFP::LGG-1) in muscle cells, as read-out for systemic induction and in body-wall muscles, respectively. Autophagy was significantly induced by the HT115 diet compared to OP50 as measured by the number of autophagosomes present in hypodermal seam cells and suggested by the relative GFP/mCherry ratio in body-wall muscles (Fig. 2c–f). A high ratio shows a greater number of autophagosomes exist in the muscle cells compared to autolysosomes, suggesting a reduction of the turnover of autophagosomes in lysosomes. Protein aggregates are usually removed through a selective autophagy pathway termed aggrephagy. To test whether HT115 might induce aggrephagy, we knocked down E3 ligases implicated in the ubiquitination of aggrephagy clients, PELI-1 and CHN-1, the aggrephagy receptors SQST-1 (p62) and TLI-1 (Tollip/Cue) and the aggrephagy adapter WDFY-3 (Alfy)^24,25^. In all cases, we observed an increase in polyQ40 aggregate formation (Fig. 2g, h and Supplementary Fig. 3e, f), indicating that aggrephagy in *C. elegans* body-wall muscle cells is activated to prevent aggregate formation. This effect was not due to the presence of dsRNA itself, as knockdown of unrelated genes did not increase aggregate formation (Supplementary Figs. 3g and 14h). Similar results were obtained in a *tli-1* KO strain (Supplementary Fig. 3h, i). TLI-1 and SQST-1 appear to have at least partially overlapping functions, as the combined knockdown increased aggregate formation over the individual knockdowns (Fig. 2i). Our data so far indicate that the HT115 bacterial diet protects from protein aggregation by inducing autophagy, and that the OP50 diet cannot induce the response to similar levels.

**Fig. 2:**
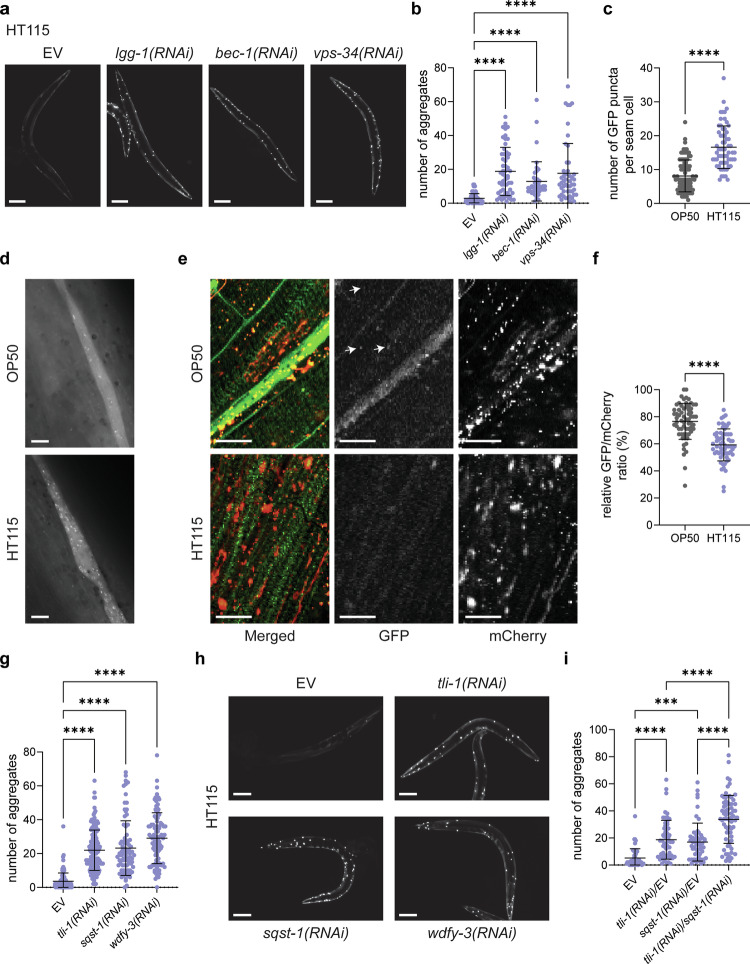
Autophagy protects from protein aggregation in the body wall muscles of *C. elegans.* **a** Representative images of 2-day-old polyQ40::YFP-expressing worms on HT115 diet, treated with empty vector (EV), *lgg-1(RNAi), bec-1(RNAi)* and *vps-34(RNAi)*. Scale bars in all panels are 100 μm. **b** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on HT115, treated with empty vector (EV), *lgg-1(RNAi), bec-1(RNAi)* and *vps-34(RNAi)*. The number of aggregates per worm is shown. Number of worms, *n* = 78 (EV), *n* = 60 (*lgg-1(RNAi)*), *n* = 41 (*bec-1(RNAi)*), *n* = 49 (*vps-34(RNAi)*). All *P* values are <0.0001. **c** Quantification of GFP::LGG-1 positive puncta per seam cell of worms on OP50 and HT115. Number of seam cells, *n* = 93 (OP50), *n* = 63 (HT115). *P* < 0.0001. **d** Representative images of hypodermal seam cells, of p_*lgg-1*_GFP::LGG-1-expressing L4 animals on OP50 or HT115. Scale bar is 10 μm. **e** Representative images of body wall muscle cells, of 8-day-old p_*lgg-1*_mCherryGFP::LGG-1-expressing animals on OP50 or HT115. Scale bar is 10 μm. Arrows show representative mCherry and GFP-positive puncta (autophagosomes). Representative images from three independent experiments are shown. **f** Quantification of the relative GFP/mCherry LGG-1 positive puncta in muscle cells of worms reared on OP50 and HT115. *P* < 0.0001. **g** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worm on HT115, treated EV, *tli-1(RNAi)*, *sqst-1(RNAi)* and *wdfy-3(RNAi)*. The number of aggregates per worm is shown. Number of worms, *n* = 142 (EV), *n* = 156 (*tli-1(RNAi)*), *n* = 85 (sqst*-1(RNAi)*), *n* = 98 (*wdfy-3(RNAi)*). All *P* values are <0.0001. **h** Representative images of 2-day-old polyQ40::YFP-expressing worms on HT115 diet, treated with EV, *tli-1(RNAi), sqst-1(RNAi)* and *wdfy-3(RNAi)*. Scale bars in all panels are 200 μm. **i** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms treated with EV, *tli-1(RNAi)* and *sqst-1(RNAi)* diluted with an equal amount of the EV and a mixture of equal amounts of *tli-1(RNAi)* and *sqst-1(RNAi)*. The number of aggregates per worm is shown. Number of worms, *n* = 51 (EV), *n* = 55 (*tli-1(RNAi)/EV)*), *n* = 44 (*sqst-1(RNAi)/EV*), *n* = 70 (*tli-1(RNAi)/sqst-1(RNAi)*). EV vs. *tli-1(RNAi)*/EV *P* < 0.0001, EV vs. *sqst-1(RNAi)*/EV *P* = 0.0001, *tli-1(RNAi)*/EV vs. *tli-1(RNAi)*/sqst-1(RNAi) *P* < 0.0001, *sqst-1(RNAi)*/EV vs. *tli-1(RNAi)*/*sqst-1(RNAi)* *P* < 0.0001. All values represent mean ± SD from at least three independent experiments. One-way ANOVA with Sidak’s multiple comparison test (**b**, **g**, **i**) and Mann–Whitney *t*-test (**c**, **f**) were used. ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

### Innate immunity pathways are not activated by bacterial diets

The positive dietary effect on proteostasis could also be due to stimulation of the innate immune response in worms. Induction of innate immunity has been observed with live pathogenic bacteria^26,27^. To test this possibility, we fed polyQ40 worms with UV-killed OP50 and HT115. However, the diet-dependent aggregate formation remained unchanged (Supplementary Fig. 4a, b). We next tested whether a bacterial secreted factor could be responsible for the differences between OP50 and HT115 and would induce innate immunity, which was not the case, as the secretome of the bacteria had no beneficial effect on the worm proteostasis (Supplementary Fig. 4c, d). Finally, we tested the induction of innate immunity more directly with transcriptional reporters for several immunity response genes. While those genes were induced by a pathogenic strain of *Pseudomonas aeruginosa* (PA14), neither OP50 nor HT115 elicited a response under the conditions tested (Supplementary Fig. 5). Thus, it is unlikely that the innate immune response is a prominent driver of diet-dependent aggregate formation.

### Ribonuclease-dependent bacterial RNAs promote proteostasis

A key difference between OP50 and HT115 is that HT115 can be used for RNA silencing experiments by feeding, while OP50 cannot. HT115 lacks a functional ribonuclease 3 (*rnC*), which recognizes dsRNA species and cleaves them with high specificity to produce smaller dsRNA fragments^28,29^. Therefore, ectopically expressed dsRNA in HT115 is stable and can be transferred to worms when they feed on the bacteria. To explore whether the presence or absence of ribonuclease 3 is important for the dietary difference in proteostasis in worms, we reared worms on the OP50(xu363) strain, in which *rnC* gene is mutated^30^. Strikingly, loss of *rnC* protected worms from polyQ40 aggregates (Fig. 3a, b), and these effects were not due to differences in polyQ40 transgene expression (Supplementary Fig. 6a–d). Re-introduction of wild-type *rnC*, but not of two different catalytically inactive mutant versions^29,31^ into OP50(xu363) or HT115 led to aggregate formation in animals, confirming the detrimental effect of bacterial *rnC* on worm proteostasis (Fig. 3c, d, Supplementary Fig. 6e, f). The HT115 parental strain (W3310), which still carries a functional *rnC* gene, caused aggregate formation in muscle cells, validating that indeed the loss of bacterial *rnC* improves *C. elegans* proteostasis (Supplementary Fig. 6g, h). Finally, we wanted to test the general applicability of our findings. The *E. coli* strain Nissle 1917 is a non-pathogenic bacterial strain used in the clinical setting to treat gastrointestinal conditions due to its probiotic properties. We deleted *rnC* in Nissle 1917. PolyQ40 expressing worms on *rnC*-ablated Nissle 1917 diet showed a significantly reduced number of aggregates in their body-wall muscles compared to worms fed with WT Nissle 1917 (Fig. 3e, f). The effect was somewhat less dramatic than with OP50(xu363) or HT115, probably due to the strong tendency of Nissle 1917 to form biofilms. Nevertheless, taken together, our data establish that loss of bacterial ribonuclease 3 has a positive effect on proteostasis in *C. elegans* muscle cells.

**Fig. 3:**
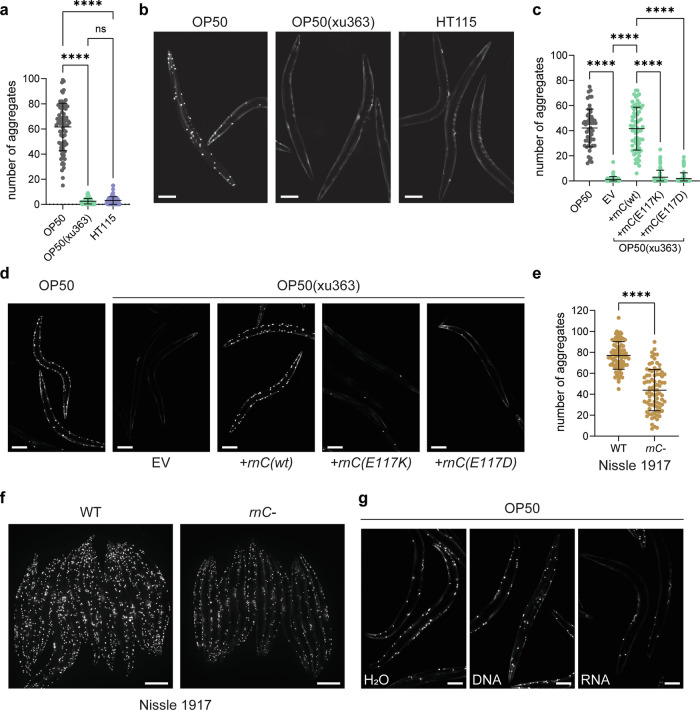
Ribonuclease 3-dependent bacterial-RNA species protect from polyQ40 protein aggregation. **a** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on OP50, OP50(xu363) and HT115 bacterial diets. The number of aggregates per worm is shown. Number of worms, *n* = 73 (OP50), *n* = 78 (OP50(xu363)), *n* = 82 (HT115). Values represent mean ± SD from three independent experiments. One-way ANOVA with Sidak’s multiple comparison test was used. OP50 vs. OP50(xu363) and OP50 vs. HT115 with *P* < 0.0001, OP50(xu363) vs. HT115 *P* = 0.9798, *P* < 0.0001. **b** Representative images of 2-day-old polyQ40::YFP-expressing worms on OP50, OP50(xu363) and HT115 bacterial diets. Scale bar is 100 μm. **c** Quantification of total polyQ40::YFP fluorescent foci of 2-day-old worms on OP50 and OP50(xu363) containing the empty vector (EV) or expressing the wt ribonuclease 3 (+rnC(wt)) and catalytically inactive ribonuclease 3 (+*rnC(E117K)*, +*rnC(E117D)*). The number of aggregates per worm is shown. Number of worms, *n* = 54 (OP50), *n* = 67 (EV), *n* = 68 (+*rnC(wt)*), *n* = 65 (+*rnC(E117K)*), *n* = 61 (+*rnC(E117D)*). Values represent mean ± SD from three independent experiments. One-way ANOVA with Sidak’s multiple comparison test was used. All with *P* < 0.0001. **d** Representative images of 2-day-old polyQ40::YFP-expressing worms on OP50 and OP50(xu363) expressing the wt (+*rnC(wt)*) or catalytically dead (+*rnc(E117K)* or +*rnC(E117D)*) ribonuclease 3. EV serves as the control vector. Scale bar is 100 μm. **e** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on wt and ribonuclease-depleted (*rnC*-) Nissle 1917 *E. coli*. The number of aggregates per worm is shown. Number of worms, *n* = 86 (WT), *n* = 82 (*rnC-*). Values represent mean ± SD from three independent experiments. Mann–Whitney *t*-test was used. *P* < 0.0001. **f** Representative images of 2-day-old polyQ40::YFP-expressing worms on wt and ribonuclease 3-depleted (*rnC*-) Nissle 1917 *E. coli*. Scale bar is 200 μm. **g** Representative images of 2-day-old poly-Q40::YFP-expressing worms on OP50 diets, descendants of worms in which their gonads were injected with water (H_2_O), DNA or HT115-derived RNA. Scale bar is 100 μm. Source data are provided as a Source Data file.

We confirmed that, similar to HT115 diet data, autophagy, and more specifically aggrephagy, is required to maintain the low polyQ40 aggregation effect on OP50(xu363) diet (Supplementary Fig. 7a–c). Moreover, mutation of *rnC* in OP50 did not negatively influence brood-size or development, but positively influenced the muscle morphology, the pumping rate and the motility of worms in advanced age (Supplementary Figs. 7d–i and 8a–f). Thus, the OP50(xu363) diet combines the advantages of the OP50 and HT115 diets with respect to organismal fitness. Our data suggest that bacterially derived RNA species have a positive systemic effect on *C. elegans* proteostasis and fitness in general. To corroborate these findings, we injected RNA from bacteria or genomic DNA into the gonad of polyQ40-expressing *C. elegans*. Only bacteria-derived RNA reduced aggregate formation in muscle cells (Fig. 3g and Supplementary Fig. 9). The fact that injections of isolated RNA from all three bacterial strains had a similar effect on aggregate accumulation suggests that they all contain the effective dsRNA species. We assume that the size of the dsRNA species matters for the uptake and processing by the intestinal cells. Previous work showed that ingestion of long dsRNA is more effective than shorter pieces, but the length of dsRNA had no effect when injected into the gonad^32,33^. These data suggest that loss of one single bacterial gene, *rnC*, provides essential RNA species through the intestine that are critical for the reduction of aggregates in *C. elegans*.

### The RNAi machinery and the germline are required to promote proteostasis

*C. elegans*, like many other eukaryotes, has evolved a system to defend itself against foreign RNA species, the RNAi machinery^34^. Therefore, we tested whether bacterial-derived RNAs act through the RNAi machinery to promote proteostasis. To that end, we knocked down key components of the RNAi pathway: the RNA transporters SID-1 and SID-2 and the Argonaute proteins RDE-1 and ERGO-1 using the HT115 diet. In all these cases, the number of aggregates in muscle cells was increased (Fig. 4a). A similar result was obtained upon silencing of the RNA-dependent RNA polymerase EGO-1, which is required for the systemic effect of RNAi in worms (Fig. 4a). These results were confirmed by mutants in RNAi pathway components (Fig. 4b–f), irrespective of the diet. In addition, silencing of *sid-1* induced paralysis of old worms (Supplementary Fig. 8a, b). Thus, our data suggest that bacterial-derived RNA is recognized by the RNAi machinery and that this machinery is linked to the motility of aged worms and the reduction of polyQ40 aggregation.

**Fig. 4:**
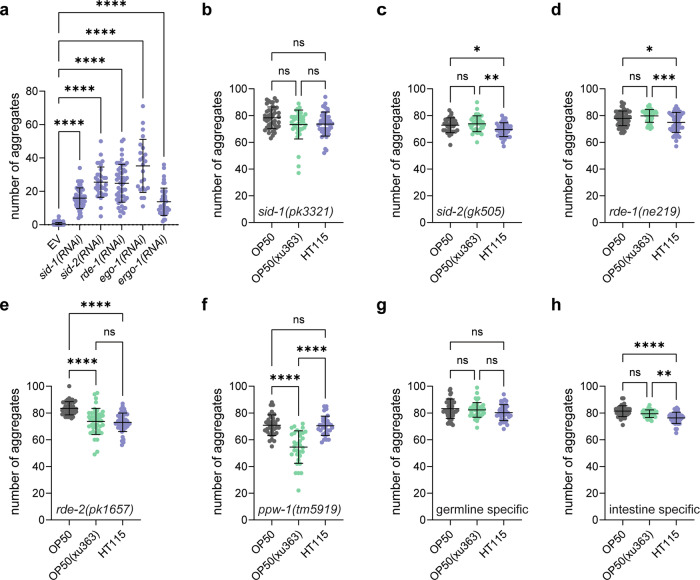
The RNAi machinery and the germline are required to protect from protein aggregation. **a** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on HT115, treated with empty vector (EV), *sid-1(RNAi), sid-2(RNAi), rde-1(RNAi), ego-1(RNAi)* and *ergo-1(RNAi)*. The number of aggregates per worm is shown. Number of worms, *n* = 91 (EV), *n* = 51 (*sid-1(RNAi)*), *n* = 34 (*sid-2(RNAi)*), *n* = 54 (*rde-1(RNAi)*), *n* = 23 (*ego-1(RNAi)*), *n* = 41 (*ergo-1(RNAi)*). All with *P* < 0.0001. **b**–**f** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on OP50, OP50(xu363) and HT115. The number of aggregates per worm is shown in *sid-1(pk3321)*, number of worms, *n* = 43 (OP50), *n* = 38 (OP50(xu363)), *n* = 41 (HT115). OP50 vs. OP50(xu363) with *P* = 0.535, OP50 vs. HT115 *P* = 0.0724, OP50(xu363) vs. HT115 *P* = 0.9978 (**b**), *sid-2(gk505)*, number of worms, *n* = 32 (OP50), *n* = 34 (OP50(xu363)), *n* = 42 (HT115), OP50 vs. OP50(xu363) with *P* = 0.8177, OP50 vs. HT115 *P* = 0.0346, OP50(xu363) vs. HT115 *P* = 0.0024 (**c**), *rde-1(ne219)*, number of worms, *n* = 65 (OP50), *n* = 55 (OP50(xu363)), *n* = 47 (HT115) with OP50 vs. OP50(xu363) *P* = 0.2516, OP50 vs. HT115 *P* = 0.0263, OP50(xu363) vs. HT115 *P* = 0.0002 (**d**), *rde-2(pk1657)*, number of worms, *n* = 43 (OP50), *n* = 41 (OP50(xu363)), *n* = 46 (HT115) with OP50 vs. OP50(xu363) *P* < 0.0001, OP50 vs. HT115 *P* < 0.0001, OP50(xu363) vs. HT115 P = 0.9642 (**e**) and *ppw-1(tm5919)*, number of worms, *n* = 35 (OP50), *n* = 32 (OP50(xu363)), *n* = 31 (HT115) with OP50 vs. OP50(xu363) *P* < 0.0001, OP50 vs. HT115 *P* = 0.9965, OP50(xu363) vs. HT115 *P* < 0.0001 (**f**) strains. **g** Germline, number of worms, *n* = 45 (OP50), *n* = 44 (OP50(xu363)), *n* = 39 (HT115) with OP50 vs. OP50(xu363) *P* = 0.8742, OP50 vs. HT115 *P* = 0.0958, OP50(xu363) vs. HT115 *P* = 0.3607 and **h** intestine number of worms, *n* = 39 (OP50), *n* = 35 (OP50(xu363)), *n* = 41 (HT115) with OP50 vs. OP50(xu363) *P* = 0.0889, OP50 vs. HT115 *P* < 0.0001, OP50(xu363) vs. HT115 P = 0.0016, RNAi-specific mutant strains were used to quantify polyQ40::YFP fluorescent foci of 2-day-old worms of OP50, OP50(xu363) and HT115. The number of aggregates per worm is shown. Values represent mean ± SD from three independent experiments. One-way ANOVA with Sidak’s multiple comparison test was used. ns *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

We have shown above that administration of bacterial RNA through the intestine by feeding and into the gonad by injection prevents aggregate formation in body-wall muscles. Therefore, we wondered whether the RNAi machinery needed to be active in both tissues. PPW-1 is a germline-specific Argonaute^35^. In the *ppw-1* mutant, the number of aggregates remains high across all three diets (Fig. 4f), indicating that even RNA delivery into the intestine requires the germline RNAi components for the protective effect. However, the germline RNAi machinery was not sufficient, because a *C. elegans* strain in which RNAi is only active in the germline still accumulated polyQ40 aggregates (Fig. 4g)^36^. Consistent with these findings, polyQ40 aggregates also formed in animals when the RNAi machinery was only active in the intestine (Fig. 4h)^37^. These results suggest that a functional germline is indispensable to block polyQ40 aggregate accumulation in the body-wall muscles of *C. elegans*. Moreover, communication across tissues involving intestinal cells, the germline and muscle cells, is most probably required for bacterially derived RNA species to protect from protein aggregates.

Next, we determined whether any or a specific RNA would elicit the beneficial effect. If it were a specific one, this bacterial RNA would affect the gene expression of a selective group of genes in the animal. 

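Total RNA was sequenced from 3 strains of E. coli, with 3 replicates of each. OP50 is the standard laboratory diet of C. elegans, OP50(xu363) is derived from OP50 and carries a mutated gene for ribonuclease 3 (rnC), and HT115 is used for RNA silencing by feeding, derives from the W3310 strain and lacks a functional rnC. By the paper's methods, all strains carried the empty vector pL4440 unless otherwise indicated. Ribosomal RNA was depleted from 300 ng of total RNA, the libraries were amplified with 15 cycles of PCR, and single reads of 76 bases were sequenced. The authors mapped the reads to the E. coli K12 DH10B genome with STAR, counted uniquely mapped reads on genes with featureCounts, and deposited the raw counts of 4545 genes. The total count was 152194, 199131 and 134916 in OP50 replicates 1, 2 and 3, then 127325, 296497 and 109288 in OP50(xu363), and 154837, 221038 and 118485 in HT115. The paper reports an average of 22.5 ± 11.7 M pass-filter reads per sample (M, mega), whereas the reads counted on genes came to 0.168 ± 0.0606 M (SD, n = 9 libraries), and all values of total RNA rest on the counted reads. A count of 0 in a library allows up to 3 counts, and such floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Genes with at least 10 reads in at least 3 libraries were kept, the filter of the paper's methods, which left 3074 genes. The counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test in a fit of the 9 libraries, in which the strains share the estimate of the spread. A gene was taken as differentially expressed at a change of more than 2-fold with a Benjamini-Hochberg adjusted p-value of at most 0.01, the threshold of the paper's methods. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes.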

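The small RNA libraries of the same strains, again with 3 replicates of each, were made from 120 ng of total RNA while the amplification of ribosomal RNA was inhibited. The authors trimmed the reads, pooled them for a de novo assembly with Trinity, aligned the reads of each library to the assembled contigs with Bowtie, and deposited the raw count of reads on each contig. A contig is an assembled sequence and is known here by its Trinity name, without a position in a genome. Total counts ranged from 20035692 to 27772738 in OP50 with a median of 20417924, from 9997228 to 22489832 in OP50(xu363) with a median of 14904474, and from 17697467 to 21440231 in HT115 with a median of 17769039. The paper reports an average of 24.0 ± 6.2 M pass-filter reads per sample, against 19.2 ± 4.99 M counted reads (SD, n = 9 libraries), on which the values here rest. Filter, scaling, test and threshold were those used for total RNA. Because the assembly pooled the reads of all libraries, parts of the same transcript can be counted as several contigs, so that a number of contigs is not a number of transcripts.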

We performed total RNA seq and smRNA seq on the three bacterial strains using both total RNA and a library enriched for small RNA molecules. 

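After the variance stabilizing transformation, the first principal component of the 9 total RNA libraries held 56.0% of the variance and the second 20.8%. Partitioned by strain, the difference between HT115 and the mean of both OP50 strains took 47.0% of the total variance, while differences between replicates of a strain took 27.1%. The share of HT115 was the largest of the 84 ways to choose 3 of the 9 libraries (one-sided exact permutation test, p = 0.0119, the smallest p this design allows), and the next choice gave 41.9%. The share of the first component moved most when each gene was scaled to unit variance, to 37.8%. Between HT115 and OP50, 672 genes were differentially expressed, of which 313 were higher and 359 lower in HT115. Among all genes tested, the normalized counts of the 3 HT115 libraries did not overlap those of the 3 OP50 libraries in 53.1%, where chance gives 10%. The number of genes moved most, to 233, when at least 10 reads were required in every library, and was 331 without HT115 replicate 2. The largest rises among differentially expressed genes with a mean of at least 100 normalized counts over the 6 libraries were those of csgA, hdeA and csgB. The count of csgA (ECDH10B_1114) rose from 3.48 ± 1.62 normalized counts in OP50 to 4106 ± 1431 in HT115 (SD, n = 3 each), a log2 fold change of 10.19 (standard error 0.79, adjusted p = 4.26e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neighbouring csgB (ECDH10B_1113) had a log2 fold change of 9.14 (standard error 0.65, adjusted p = 4.08e-06, same edgeR test and Benjamini-Hochberg adjustment). hdeA (ECDH10B_3686) was at least 378-fold higher in HT115 and lay at or under 3 counts in every library of OP50 and OP50(xu363). The largest falls were those of srlA (ECDH10B_2870), at least 211-fold lower in HT115, rap (ECDH10B_1336), at least 83.7-fold lower, and eutQ (ECDH10B_2625), with a log2 fold change of -8.68 (standard error 0.82, adjusted p = 9.74e-06, edgeR with Benjamini-Hochberg adjustment).

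**Figure D1:**
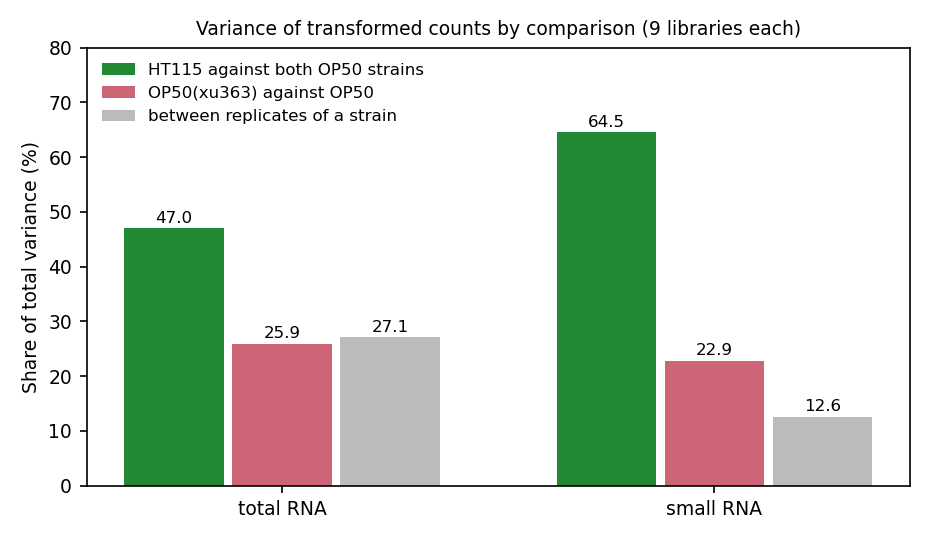
Share of the total variance of the transformed counts, in percent, for the 9 total RNA libraries and the 9 small RNA libraries. Each bar is the part of the variance between HT115 and the mean of both OP50 strains, between OP50(xu363) and OP50, or between replicates of a strain, and in total RNA these are 47.0%, 25.9% and 27.1%.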

On the total RNA level, HT115 and OP50 are distinct, with the majority of the variance captured by inter-strain differences. 

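The mutated gene itself, listed as rnc (ECDH10B_2735), had counts of 54, 46 and 22 in the OP50 libraries, 55, 83 and 74 in OP50(xu363) and 27, 55 and 34 in HT115. Its log2 fold change against OP50 was 0.58 in OP50(xu363) (standard error 0.39, adjusted p = 0.396 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.03 in HT115 (standard error 0.39, adjusted p = 0.970, same edgeR test with Benjamini-Hochberg adjustment), and it was not differentially expressed in either contrast. Leaving out each library in turn gave 0.32 to 0.85 in OP50(xu363) and -0.35 to 0.17 in HT115. Of the total variance, 25.9% lay between OP50(xu363) and OP50. It was the largest share among the 10 ways to split these 6 libraries 3 against 3, the next being 17.4%, and the one-sided exact permutation test gives p = 0.1, the smallest this design allows. Without OP50 replicate 2 the share was 18.3%. Between OP50(xu363) and OP50, 232 genes were differentially expressed, of which 14 were higher and 218 lower in OP50(xu363), and among all genes tested the normalized counts of the strains did not overlap in 26.5%, where chance gives 10%. This number was 120 without OP50 replicate 2. The differentially expressed genes with the largest rise at a mean of at least 100 normalized counts over the 6 libraries were ilvB (ECDH10B_3854), from 15.0 ± 10.1 to 682 ± 84.0 normalized counts (SD, n = 3 each; log2 fold change 5.48, standard error 0.53, edgeR adjusted p = 1.73e-05 with Benjamini-Hochberg adjustment), and clpS (ECDH10B_0951), with a log2 fold change of 1.80 (standard error 0.39, adjusted p = 0.00731 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The call of clpS was lost in 8 of the 9 fits that each left out a library. The largest falls were those of srlA, at least 252-fold lower, torI (ECDH10B_2528), at least 183-fold lower, and rap, at least 100-fold lower. Of 13 genes listed beforehand as cut by ribonuclease 3 or sharing its operon, 11 could be tested. None of them was differentially expressed between OP50(xu363) and OP50, whether adjusted over the list alone or over all genes tested, and 1 of them, pnp, had an unadjusted p under 0.05. Between HT115 and OP50, 5 of the 11 had an unadjusted p under 0.05 and only corA (ECDH10B_4007) was differentially expressed in either adjustment, with a log2 fold change of 1.34 (standard error 0.30, adjusted p = 0.00419 over all genes and 0.00793 adjusted over the list alone, edgeR with Benjamini-Hochberg adjustment), a call lost in 6 of the 9 fits that left out a library.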

Only a minor fraction of the total variance is captured by the contrast of OP50 versus OP50(xu363) (Supplementary Fig. 10a). Among the set of 271 genes, which were consistently differentially expressed when contrasting HT115 versus OP50 and OP50(xu363) versus OP50 (Supplementary Fig. 10b), there is no significant enrichment of known Gene Ontology (GO) terms at any level. However, when considering the subset of 23 genes which are consistently up-regulated in HT115 and OP50(xu363) compared to OP50 there are enrichments in GO biological pathways, in particular related to RNA and protein metabolism (Supplementary Fig. 10c). 

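In the edgeR test, 193 genes were differentially expressed in both contrasts. Of these, 188 were lower in HT115 and OP50(xu363) than in OP50, 3 were higher in both strains, and csgF and yhiF were lower in OP50(xu363) but higher in HT115, although in OP50(xu363) their calls were lost in 4 and 8 of the 9 fits that each left out a library. As both contrasts share the OP50 libraries, 3 unchanged strains with a shared control were simulated at the levels of OP50, and none of the 20 simulations gave a gene called in both. Each gene was drawn on its own, so deviations of the OP50 libraries that many genes share are not covered. With DESeq2's Wald test at the same threshold, 271 genes were called in both contrasts, and these included all 193. The number moved most, to 66, when at least 10 reads were required in every library. It was 99 without OP50 replicate 2, where 154 of the 193 genes could still be tested. The 188 genes took 28.9% ± 9.14 of all counts in OP50, 2.34% ± 0.100 in OP50(xu363) and 1.80% ± 0.0740 in HT115 (SD, n = 3 each), and their share in the OP50 libraries ranged from 21.0% to 38.9%. srlA, rap, torI and eutQ belong to this set. GO terms were not analysed here, since no GO annotation of E. coli was used.

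**Figure D2:**
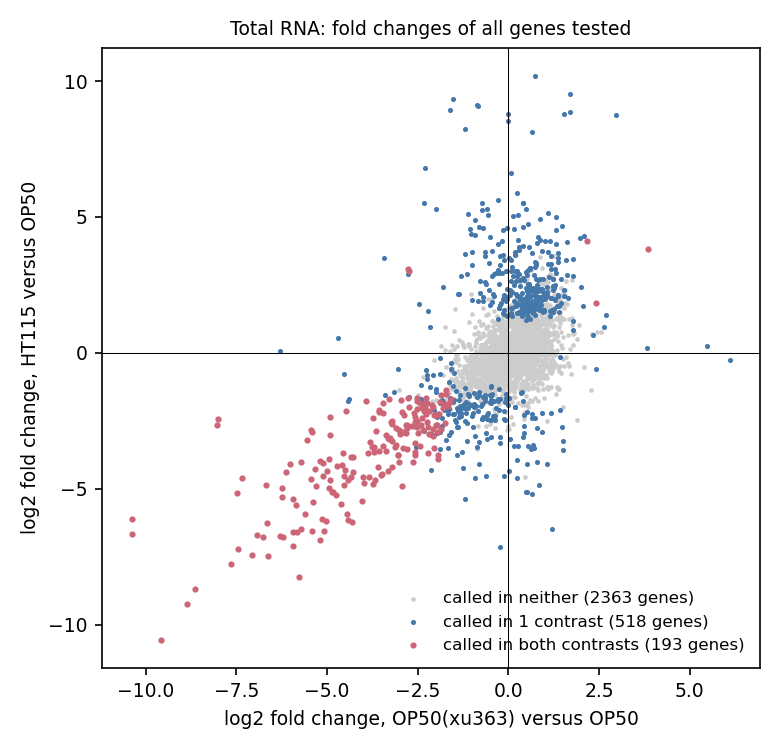
Log2 fold change of each of the 3074 genes tested, OP50(xu363) against OP50 on the horizontal axis and HT115 against OP50 on the vertical axis. Points are genes, coloured by whether they were differentially expressed in neither, 1 or both contrasts, and most of the 193 genes called in both lie at the lower left; the values of genes at the floor in a strain are fitted and are no measure of the size of their change.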

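The 23 genes that the heatmap of Supplementary Fig. 10b shows as higher in both strains all had positive log2 fold changes in both contrasts, from 1.24 to 3.84 in OP50(xu363) and from 1.15 to 4.65 in HT115. As the study chose this list on the same libraries, these values are not independent evidence. With edgeR's quasi-likelihood test, 5 of the 23 genes were differentially expressed in OP50(xu363), 17 in HT115 and 3 in both, and 16 had an adjusted p-value of at most 0.05 in both contrasts. DESeq2's Wald test called all 23 in both contrasts at the same threshold. The genes called in both by edgeR were StyR-44, nfo and yidQ. The count of nfo (ECDH10B_2316) was 6.09 ± 1.92 normalized counts in OP50 and 32.8 ± 5.85 in OP50(xu363) (SD, n = 3 each), with log2 fold changes of 2.41 in OP50(xu363) and 1.83 in HT115 (standard errors 0.37 and 0.39, adjusted p = 0.000530 and 0.00277 from edgeR with Benjamini-Hochberg adjustment), the latter losing its call in 3 of the 9 fits that left out a library. For yidQ (ECDH10B_3874) the log2 fold changes were 2.17 and 4.12 (standard errors 0.47 and 0.50, edgeR adjusted p = 0.00731 and 4.65e-05 with Benjamini-Hochberg adjustment), and the call in OP50(xu363) was lost in 7 of the 9 fits that each left out a library. That call was also lost with the replicate number as a block in the fit. StyR-44 (EBG00001089700) is uncertain, since the annotation lists 7 genes of this name, 4 of which passed the filter, and uniquely mapped reads need not be split evenly among such copies. Its log2 fold change in OP50(xu363) of 3.84 (standard error 0.73, edgeR adjusted p = 0.00273 with Benjamini-Hochberg adjustment) rests largely on replicate 2, with 687 counts against 45 and 48 in the other replicates, and was 2.43 without it. Among genes of RNA metabolism in the list, hfq (ECDH10B_4367) had log2 fold changes of 1.40 in OP50(xu363) and 1.72 in HT115 (standard errors 0.35 for both, adjusted p = 0.0163 and 0.00220, edgeR with Benjamini-Hochberg adjustment), and csrA (ECDH10B_2864) had 1.45 and 1.84 (standard errors 0.44 and 0.45, adjusted p = 0.0508 and 0.00652, edgeR with Benjamini-Hochberg adjustment).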

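In the small RNA libraries, the first principal component held 65.1% of the variance and the second 22.6%. The difference between HT115 and the mean of both OP50 strains took 64.5% of the total variance, that between OP50(xu363) and OP50 22.9%, and differences between replicates 12.6%. The share between OP50(xu363) and OP50 was the largest of the 10 splits of these 6 libraries, the next being 5.35% (one-sided exact permutation test, p = 0.1, the smallest possible). Of 25531 contigs tested, 2823 were differentially expressed between OP50(xu363) and OP50, 1587 of them higher and 1236 lower in OP50(xu363). Between HT115 and OP50 there were 6157, of which 3452 were higher and 2705 lower in HT115. In both contrasts 1585 contigs were called, 747 higher in both strains, 715 lower in both and 123 in opposite directions, while 20 simulations of unchanged strains with a shared control gave at most 0 in both. Each contig was drawn on its own here too. With scaling by total count, 2960 contigs were higher and 3286 lower in HT115, so that the balance between rises and falls depends on the scaling. The number for OP50(xu363) moved most with the threshold, to 951 above a 4-fold change and to 4587 at an adjusted p-value of at most 0.05 without a fold threshold. Among all contigs tested, the normalized counts did not overlap between OP50(xu363) and OP50 in 31.5% and between HT115 and OP50 in 55.5%, where chance gives 10%. The largest rises in OP50(xu363) among differentially expressed contigs with a mean of at least 100 normalized counts over the 6 libraries were those of TRINITY_DN14179_c0_g1_i1, with a log2 fold change of 5.97 (standard error 0.26, adjusted p = 1.00e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and TRINITY_DN11642_c0_g1_i1, with 5.69. The largest falls were those of TRINITY_DN17123_c0_g1_i1, with -5.42 (standard error 0.23, edgeR adjusted p = 7.71e-10 with Benjamini-Hochberg adjustment), and TRINITY_DN8471_c0_g1_i1, with -4.97. In HT115 the largest rises were those of TRINITY_DN13467_c0_g1_i1, with 10.71, and TRINITY_DN1194_c0_g1_i1, with 8.19, and the largest falls those of TRINITY_DN3642_c0_g1_i1, with -8.63, and TRINITY_DN7109_c0_g1_i1, with -8.39.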

RNA-Seq of the small RNA library similarly yielded few differences between the genotypes (Supplementary Fig. 10d). 

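The contigs whose sequences Table 2 prints were TRINITY_DN17059_c0_g1_i1 of 161 bases, TRINITY_DN17136_c0_g1_i1 of 596 bases and TRINITY_DN3492_c0_g1_i1 of 173 bases. Their match to the C. elegans genome was not analysed here. The count of TRINITY_DN17059_c0_g1_i1 was 47.0 ± 4.33 normalized counts in OP50, 1145 ± 331 in OP50(xu363) and 659 ± 181 in HT115 (SD, n = 3 each). Its log2 fold change was 4.61 in OP50(xu363) and 3.81 in HT115 (standard errors 0.26 for both, adjusted p = 7.71e-09 and 1.17e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TRINITY_DN17136_c0_g1_i1 rose from 127 ± 5.16 in OP50 to 1594 ± 299.8 in OP50(xu363) and 974 ± 111 in HT115 (SD, n = 3 each), log2 fold changes of 3.65 and 2.94 (standard errors 0.18 and 0.17, edgeR adjusted p = 1.75e-09 and 2.31e-09 with Benjamini-Hochberg adjustment). TRINITY_DN3492_c0_g1_i1 had 47.0 ± 9.09 in OP50, 134 ± 28.6 in OP50(xu363) and 79.4 ± 8.57 in HT115 (SD, n = 3 each). Its log2 fold change was 1.53 in OP50(xu363) and 0.74 in HT115 (standard errors 0.20 and 0.21, adjusted p = 3.40e-05 and 0.00916, edgeR with Benjamini-Hochberg adjustment), so that in HT115 it stayed under the threshold of 2-fold. In each contig, every library of OP50(xu363) and of HT115 had more normalized counts than every OP50 library. Among the contigs called higher in OP50(xu363), 19 rose more than TRINITY_DN17059_c0_g1_i1, 81 more than TRINITY_DN17136_c0_g1_i1 and 1003 more than TRINITY_DN3492_c0_g1_i1. Bases 5 to 39 of TRINITY_DN17059_c0_g1_i1, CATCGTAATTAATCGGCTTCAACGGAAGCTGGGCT, are the start of rnC as it stands in the primer with which the paper deleted this gene in the Nissle strain, while the other contigs share at most 7 bases in a row with that primer.

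**Figure D3:**
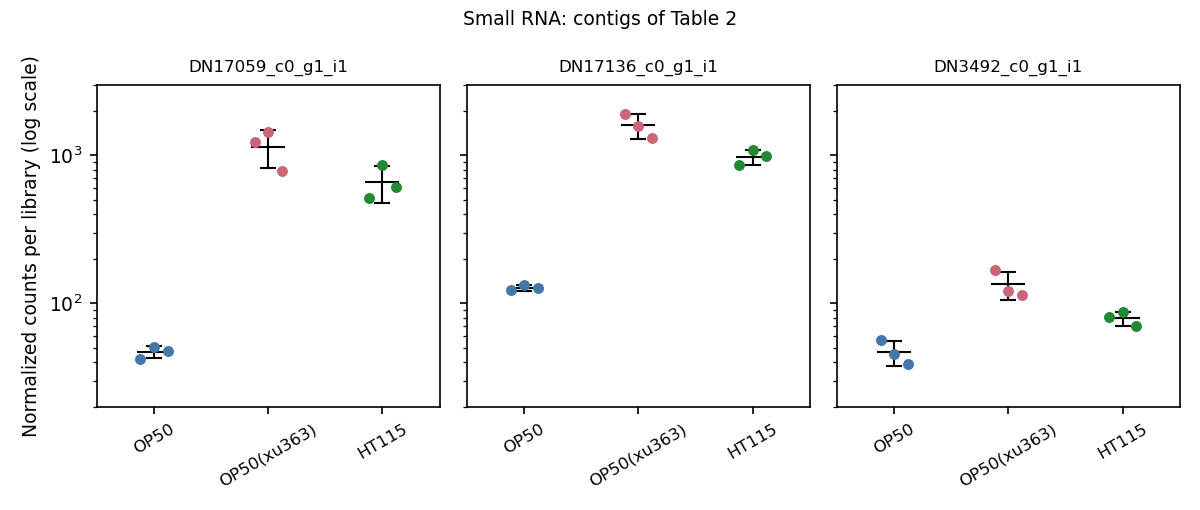
Normalized counts per small RNA library on a log scale for each contig of Table 2 in OP50, OP50(xu363) and HT115. Points are the 3 libraries of each strain, the wide bar is their mean and the whiskers are 1 SD, and the OP50 libraries lie under those of the other strains in each contig.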

We employed de novo transcriptome assembly to increase sensitivity, however among the expressed contigs we identified only three which were differentially expressed between OP50 and OP50(xu363) and mapped to the *C. elegans* reference genome (Table 2). Administration of dsRNA based on these candidates did not affect the phenotype (Supplementary Fig. 10e). Thus, it is unlikely that the bacterial RNA silences a gene or subset of genes specifically, but rather suggests that bacterial RNA elicits a low level of a more general stress response.

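Across all genes tested in total RNA, 69.9% changed in the same direction in HT115 and OP50(xu363) relative to OP50, and the log2 fold changes correlated with r = 0.60. In simulations of unchanged strains with a shared control these values were 66.8% and 0.51, since both contrasts share the control. Across the small RNA contigs, 61.2% had the same direction and r was 0.41, where the simulation gave 65.6% and 0.46. These correlations run across genes or contigs, which are not independent replicates, and no test was made of their difference from the simulation. From the candidate contigs and the absence of an effect of dsRNA made from them, the paper reasons that silencing of a particular gene or set of genes is improbable, and proposes that bacterial RNA evokes a mild and more general stress response.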

**Table 2:** Sequences of the three expressed contigs, which are differentially expressed between OP50 and OP50(xu363)

>TRINITY_DN17059_c0_g1_i1 len = 161 path = [0:0–160] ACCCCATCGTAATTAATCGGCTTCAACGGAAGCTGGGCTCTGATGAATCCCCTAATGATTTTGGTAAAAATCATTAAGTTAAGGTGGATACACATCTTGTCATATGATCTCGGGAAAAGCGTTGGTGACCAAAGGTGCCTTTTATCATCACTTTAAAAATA
>TRINITY_DN17136_c0_g1_i1 len = 596 path = [0:0–595] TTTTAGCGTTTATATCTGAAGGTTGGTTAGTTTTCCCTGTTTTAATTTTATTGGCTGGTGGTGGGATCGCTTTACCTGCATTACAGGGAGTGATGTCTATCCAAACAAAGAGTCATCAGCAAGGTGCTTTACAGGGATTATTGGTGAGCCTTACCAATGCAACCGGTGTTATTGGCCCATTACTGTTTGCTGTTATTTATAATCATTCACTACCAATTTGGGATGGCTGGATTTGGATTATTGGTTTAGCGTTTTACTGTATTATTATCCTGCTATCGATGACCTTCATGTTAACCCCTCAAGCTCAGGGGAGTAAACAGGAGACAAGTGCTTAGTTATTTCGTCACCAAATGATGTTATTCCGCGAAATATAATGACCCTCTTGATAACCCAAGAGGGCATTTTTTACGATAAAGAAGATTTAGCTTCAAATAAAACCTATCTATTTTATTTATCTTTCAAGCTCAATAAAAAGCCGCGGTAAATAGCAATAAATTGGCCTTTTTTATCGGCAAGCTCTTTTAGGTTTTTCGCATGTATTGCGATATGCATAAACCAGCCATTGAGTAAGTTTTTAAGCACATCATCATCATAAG
>TRINITY_DN3492_c0_g1_i1 len = 173 path = [0:0–172] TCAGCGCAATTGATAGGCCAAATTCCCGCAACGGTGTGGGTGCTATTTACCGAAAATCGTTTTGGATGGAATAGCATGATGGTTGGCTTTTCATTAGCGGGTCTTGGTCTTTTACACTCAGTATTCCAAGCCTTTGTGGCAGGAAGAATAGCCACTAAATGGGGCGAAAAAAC

### Muscle contraction and sarcomere integrity are required for the beneficial effect

Nevertheless, the dietary bacterial RNA prompted a systemic response and, therefore, we determined the proteome of WT and polyQ40 expressing worms reared on OP50, OP50(xu363) or HT115 diets. We detected diet-dependent changes in the proteomes of both WT and polyQ40 expressing worms, most importantly also between OP50 and OP50(xu363) (Fig. 5a–d and Supplementary Fig. 11a–f). We focused on the beneficial effect in our proteostasis model. In total, we found 194 proteins to be significantly altered in polyQ40-expressing worms grown on HT115 or OP50(xu363) compared to OP50 (Fig. 5e). GO term analysis revealed an enrichment of GO terms related to sarcomere organization and muscle function (Supplementary Fig. 11g, Table 3). The functional protein association network uncovered 12 muscle-related proteins that were clustering (Fig. 5f). These proteins were not significantly altered in WT worms (Fig. 5a–d and Supplementary Fig. 11a–f), indicating that the bacterial-derived RNA can elicit a context-dependent response and increase muscle function. However, we cannot exclude the possibility that these gene expression changes are merely a consequence of reduced polyQ40 aggregation, rather than a causative factor.

**Fig. 5:**
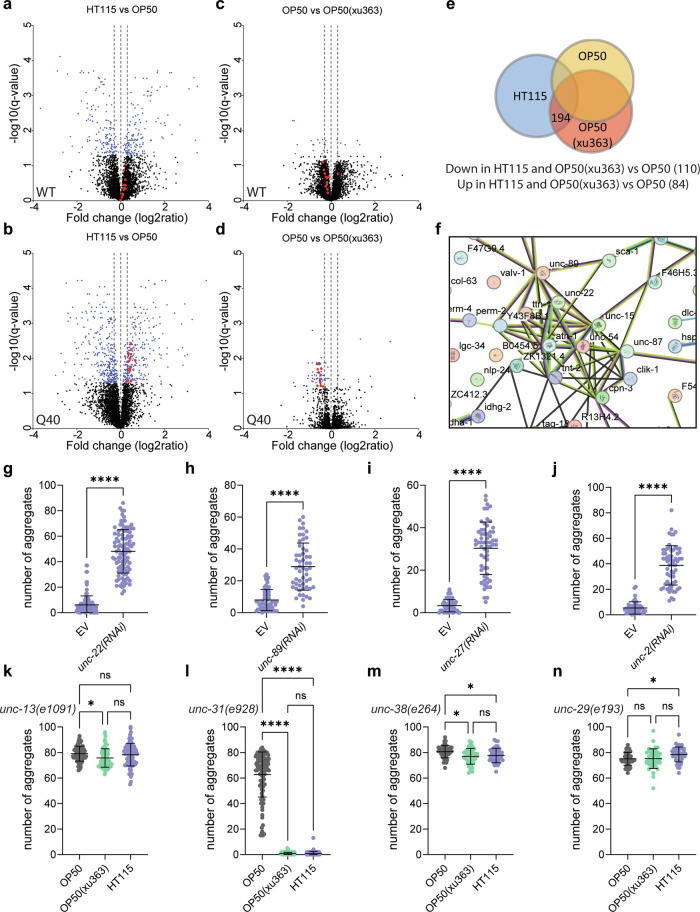
Muscle function and neurotransmission protect against the accumulation of protein aggregates. **a**–**d** Volcano plots of total quantified proteins showing significant increase or decrease in content in WT (**a**, **c**) and polyQ40-expressing (**b**, **d**) strains on OP50, OP50(xu363) or HT115 bacteria. In blue are the proteins with q values less than 0.05. UNC-89, UNC-22, TTN-1, UNC-15, ATN-1, UNC-54, UNC-87, ZK1321.4, Y43F8B.1, TNT-2, CPN-3, and CLIK-1 proteins from the STRING analysis are shown in red. Horizontal dotted lines are at −0.3, 0, and +0.3 fold change. **e** Venn diagram illustrating the intersections among proteins of worms grown on OP50, OP50(xu363) or HT115 bacteria. 194 proteins were significantly altered between OP50 and both HT115 or OP50(xu363)-fed worms. **f** STRING functional protein association network analysis of the upregulated proteins is shown. A cluster of 12 muscle-related proteins is formed. **g**–**j** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on HT115, treated with empty vector (EV), *unc-22(RNAi)* (**g**)*, unc-89(RNAi)* (**h**)*, unc-27(RNAi)* (**i**) and *unc-2(RNAi)* (**j**). Number of worms, *n* = 118 (EV), *n* = 104 (*unc-22(RNAi)*) with *P* < 0.0001 (**g**), *n* = 63 (EV), *n* = 54 (*unc-89(RNAi)*) with *P* < 0.0001 (**h**), *n* = 49 (EV), *n* = 61 (*unc-27(RNAi)*) with *P* < 0.0001 (**i**), *n* = 45 (EV), *n* = 64 (*unc-2(RNAi)*) with *P* < 0.0001 (**j**). **k**–**n** Quantification of polyQ40::YFP fluorescent foci of 2-day-old worms on OP50, OP50(xu363) and HT115. The number of aggregates per worm is shown in *unc-13(e1091)* (**k**)*, unc-31(e928)* (**l**)*, unc-38(e264)* (**m**) and *unc-29(e193)* (**n**) mutant strains. Number of worms, *n* = 89 (OP50), *n* = 79 (OP50(xu363)), *n* = 89 (HT115) with OP50 vs. OP50(xu363) *P* = 0.0113, OP50 vs. HT115 *P* = 0.8484, OP50(xu363) vs. HT115 *P* = 0.804 (**k**), *n* = 100 (OP50), *n* = 108 (OP50(xu363)), *n* = 104 (HT115) with OP50 vs. OP50(xu363) *P* < 0.0001, OP50 vs. HT115 *P* < 0.0001, OP50(xu363) vs. HT115 *P* = 0.9996 (**l**), *n* = 42 (OP50), *n* = 42 (OP50(xu363)), *n* = 42 (HT115) with OP50 vs. OP50(xu363) *P* = 0.0106, OP50 vs. HT115 *P* = 0.0490, OP50(xu363) vs. HT115 *P* = 0.9298 (**m**), *n* = 43 (OP50), *n* = 41 (OP50(xu363)), *n* = 45 (HT115) with OP50 vs. OP50(xu363) *P* = 0.9996, OP50 vs. HT115 *P* = 0.0362, OP50(xu363) vs. HT115 *P* = 0.0501 (**n**). Values represent mean ± SD from three independent experiments. Mann–Whitney *t*-test (**g**–**j**) or one-way ANOVA with Sidak’s multiple comparison test (**k**–**n**) were used. ns *P* > 0.05, *P < 0.05, ****P < 0.0001. Source data are provided as a Source Data file.

**Table 3:** Key proteins that are similarly altered by OP50(xu363) and HT115 but differently by OP50 during proteotoxic stress

Protein name	Function
UNC-89	Obscurin, required for normal muscle cell architecture and function
UNC-22	Twitchin kinase, regulates sarcomere organization
TTN-1	Titin, enables actin filament and myosin binding activity
UNC-15	Paramyosin, structural component of the muscle thick filament
ATN-1	Actinin, contributes to muscle structure by anchoring actin filaments to the Z-disk
UNC-54	Myosin, motor protein, drives muscle contraction by interacting with actin filaments
UNC-87	Calponin-like, participates in muscle structure and sarcomere assembly
CPN-3	Calponin, plays a role in regulating muscle contraction and actin–myosin interaction
CLIK-1	Calponin-like, predicted to be involved in actin filament organization
TNT-2	Troponin T, predicted to enable tropomyosin binding activity
ZK1321.4	Predicted to enable actin binding activity and muscle alpha-actinin binding activity
Y43F8B.1	Predicted to be involved in muscle development

To distinguish between these hypotheses, we performed knockout and knockdown experiments on key muscle genes. Lesion of two giant sarcomeric proteins, UNC-22 (twitchin) and UNC-89 (obscurin), or UNC-27 (the ortholog of troponin I) increased the number of protein aggregates (Fig. 5g–i and Supplementary Fig. 13a–c), suggesting that the observed changes are associated with the induction of aggregation rather than being a consequence of it. Sarcomere, the basic unit of muscles, contracts following calcium influx. Disrupting calcium influx in the body-wall muscles by silencing *unc-2, egl-19* or *cca-1*, which encode subunits of three voltage-dependent calcium channels, increased the number of aggregates compared to the control (Fig. 5j and Supplementary Fig. 13d–f). The voltage-dependent calcium channels open when muscle membranes depolarize upon neuroendocrine stimulation. This stimulation could either happen through neurotransmitter release or neuropeptide secretion and processing^38–40^. Mutants defective in the neurotransmitter release and acetylcholine synthesis (*unc-13* and *cha-1 cho-1*), but not in neuropeptide secretion and processing (*unc-31* and *egl-21*), lost the diet-dependent protective effect from polyQ40 aggregate formation in muscle cells (Fig. 5k, l and Supplementary Fig. 14a–f). Likewise, blocking neurotransmission through mutation or silencing of the postsynaptic acetylcholine receptors UNC-38 and UNC-29 caused aggregate formation independent of the diet (Fig. 5m, n and Supplementary Fig. 14g). In contrast, silencing acetylcholine receptors in motor or sensory neurons or the homomeric ACR-16 in body-wall muscles had no effect (Supplementary Fig. 14h). These results provide evidence for the requirement of inter-tissue communication (Supplementary Fig. 14i) to maintain functional body-wall muscles and protect from protein aggregation. Moreover, we find that ribonuclease 3-deficient bacteria increased the levels of proteins required for muscle function. Reducing or abrogating the function of these proteins reversed the positive effect of the diet, and aggregates accumulated.

## Discussion

Here, we provide evidence that atypical dietary components, in particular bacterial-derived RNA species, regulate proteostasis and promote organismal health in *C. elegans*. Bacterial RNA species are taken up and processed by *C. elegans* intestinal cells and the germline to promote muscle function and protect from toxic protein aggregates *via* a mechanism that requires the RNAi pathway and autophagy induction. For the beneficial effect, inter-organ communication of the intestine, the germline and muscles is required (Supplementary Fig. 15). Whether neuronal input acts in parallel or is also part of this communication system remains to be determined. These results suggest that loss of proteostasis is not solely an internal cellular problem, but non-cell autonomous mechanisms are likewise important.

It has been shown previously that bacteria-derived RNAs can specifically affect gene expression of a subset of genes and behavior in *C. elegans*^41,42^. In a groundbreaking study, it was shown that pathogen-derived P11 sRNA is taken up by *C. elegans* and processed through the canonical RNAi pathway, to downregulate specifically the *maco-1* gene to initiate pathogen avoidance^41^. The mechanism we uncovered in this study is different, as we did not identify any specific bacterial RNA that would directly affect gene expression by acting as siRNA or by influencing transcription in *C. elegans*. These findings are mirrored by the proteome analysis in *C. elegans*, which did not reveal significant upregulation of major stress-responsive mechanisms nor a specific protein target. A major difference between our and previous studies is that we use a proteostasis model, which might already challenge the animals and therefore enables them to better and faster adapt to stressful environments. Accordingly, our proteomic analyses revealed an increase in the concentration of proteins required for muscle function, specifically in the muscle proteostasis model and not in the WT. Nevertheless, we also observed a positive effect on body-wall muscle morphology and pharyngeal muscle function in wild-type animals, suggesting a benefit not only in proteotoxically challenged animals. Bacterial RNA(s) induced the expression of muscle-specific genes to confer protection under stress conditions, suggesting that this trans-kingdom mechanism serves as a response, which is particularly beneficial during adverse and pathological conditions, indicating that organ-specific responses could be triggered through dietary RNA and further supports the existence of broader, systemic effects. In support of this notion, we found systemic induction of selective autophagy. The relationship between proteostasis and autophagy is complex and context-dependent. Moderate levels of autophagy are considered beneficial for cellular health. In our proteostasis model, autophagy is induced by the diet-derived RNA species, and this is sufficient to promote proteostasis. Overall, the distinct response between control and proteotoxically challenged worms suggests an adaptive mechanism that depends on bacterial RNA and also the homeostatic state of cells and the whole organism. We propose a model in which the diet-derived RNA species elicit a basal stress response that would prime the organism to deal better with the onset of protein aggregation in our proteostasis model and therefore reduce and delay aggregate formation in body-wall muscle cells. The stress response remains at a low level, which we assume is sufficient to trigger proteoprotective mechanisms on the cellular level and thereby reduce aggregate formation. This delay in aggregate formation may be the underlying cause of the increase in healthspan in our proteostasis model. The low level of stress induction is supported by our findings that we did not observe any significant upregulation of autophagic or other stress-response related proteins in our *C. elegans* proteomics analysis when the animals were fed the different bacterial diets.

It has been previously shown that diet may promote proteostasis and lifespan and protect from neurodegeneration in *C. elegans*^1,2,43,44^. The transcriptional responses of *C. elegans* highly depend on the bacterial diet, and different diets direct unique transcriptional signatures^2,45^. In this study, we demonstrate that the transcriptional changes between the OP50 and HT115 diets are not responsible for the promotion of proteostasis and protection from toxic protein aggregates in *C. elegans*. However, the deletion of a single bacterial gene (*rnC*) in several distinct bacterial strains (OP50, HT115, Nissle1917) resulted in minimal transcriptional changes between the bacterial strains but significant changes in the *C. elegans* proteostasis model. Thus, the accumulation of dsRNA species that cannot be processed in the absence of ribonuclease 3 (*rnC*) is sufficient for the proteoprotective effects observed in *C. elegans*.

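In OP50(xu363), whose rnC is mutated and still had reads in every total RNA library, 7.55% of the genes tested in total RNA and 11.1% of the contigs tested in small RNA differed from OP50 at the threshold of the paper. Between HT115 and OP50, which differ in more than rnC, the shares were 21.9% and 24.1%. At an unadjusted p under 0.05, 24.3% of the genes and 25.4% of the contigs differed between OP50(xu363) and OP50. Of the 232 genes called between OP50(xu363) and OP50 in total RNA, 188 were lower in HT115 too. These 188 genes took from 21.0% to 38.9% of the counts in the OP50 libraries. It stays open whether their change comes from the OP50 libraries rather than from the mutated rnC. Libraries of HT115 beside its parental strain and of the Nissle strain were not analysed here.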

In this study, we move beyond the strict definition of nutrients and we identified non-traditional components, such as RNA species, that promote proteostasis and fitness. Bacteria do not behave solely as a nutrient source and this interspecies model may be relevant in understanding the relationship between humans and their microbiome and how it impacts physiology and disease.

In particular, in the advent of RNA as therapeutics, it is conceivable that dietary small RNA will prove useful as an intervention to extend healthspan in humans.

## Methods

### Nematode strains and growth conditions

Standard rearing conditions were used for maintaining *C. elegans* strains. All experiments were performed at 20 °C on nematode growth media (NGMs) agar supplemented with *Escherichia coli* (OP50, OP50(xu363), HT115, W3310, Nissle 1917, or mixtures of OP50 and HT115) unless otherwise stated. All bacterial strains were carrying the empty vector (EV) plasmid (pL4440), which served as the control for RNAi experiments but also for selection purposes, unless otherwise indicated. For RNAi experiments, worms were placed on NGM plates seeded with IPTG-induced HT115(DE3) or OP50(xu363) bacteria transformed with the gene-specific RNAi construct. OP50(xu363) is an OP50-derived RNAi-competent strain, and HT115 is an RNAi-competent strain that derives from the W3310 strain. All bacteria grew at similar rates, and we ensured an excess of food for the worms during each experiment and for each diet. For *egl-19(RNAi)* experiments, the bacterial cultures were diluted 10 times with the EV plasmid to minimize developmental defects and sterility. Clones of interest were obtained from the Ahringer RNAi bacterial library or generated in the lab. The following nematode strains were used in the study: N2: wild-type Bristol isolate, AM141: rmIs133 [punc-54Q40::YFP], AM138: rmIs130 [unc-54p::Q24::YFP], AM140: rmIs132 [unc-54p::Q35::YFP], CL4176: smg-1(cc546) I; dvIs27[myo-3p::A-Beta (1-42)::let-851 3’UTR) + rol-6(su1006)], MAH14: daf-2(e1370) III; adIs2122 [lgg-1::GFP + rol-6(su1006)], RB1473: tli-1(ok1724) (6 times outcrossed), VP303: rde-1(ne219) V; kbIs7 [nhx-2p::rde-1 + rol-6(su1006)], NR350: rde-1(ne219)V; kzIs20 [hlh-1p::rde-1 + sur-5p::NLS::GFP], KP2018: egl-21(n476) IV, DA509: unc-31(e928) IV, CB1091: unc-13(e1091) I, ppw-1(tm5919), DCL569: mkcSi13 [sun-1p::rde-1::sun-1 3’UTR + unc-119(+)] II; rde-1(mkc36) V, NL3321: sid-1(pk3321) V, WM27: rde-1(ne219) V, NL3531: rde-2(pk1657) I, VC1119: dyf-2&ZK520.2(gk505) III, CB193: unc-29(e193) I, CB904: unc-38(e264) I, RM1743: cha-1(md39) cho-1(tm373) IV, AY101: acIs101 [F35E12.5p::GFP + rol-6(su1006)], AU133: agIs17 [myo-2p::mCherry + irg-1p::GFP] IV, AU306: agIs44 [Pirg-4::GFP::unc-54–3′UTR; Pmyo-2::mCherry], MAH19: rrf-1(pk1417) I; myo-3(st386)V; stEx30 [myo-3p::GFP::myo-3 + rol-6(su1006)], MAH215: sqIs11 [lgg-1p::mCherry::GFP::lgg-1 + rol-6]. To generate double mutants, AM141 males were mated to hermaphrodites carrying the mutation of interest. The presence of the respective mutations was checked phenotypically or by genotyping.

### Constructs generated

For the construction of *tli-1(RNAi)* plasmid, the following primers (Microsynth) were used: 5′-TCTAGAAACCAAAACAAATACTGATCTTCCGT-3’ (FW) (with XbaI restriction site) and 5′-ACCGGTCTCTCGGCTGCTGCTGTCATCT-3′ (RV) (with AgeI restriction site). The amplified *tli-1* genomic region was ligated into the pL4440 vector upon digestion with XbaI and AgeI. For the construction of *rnC*(wt) expression plasmid, the following primers(Microsynth) were used: 5’-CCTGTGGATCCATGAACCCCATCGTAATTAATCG-3’ (FW) (with BamHI restriction site) and 5’-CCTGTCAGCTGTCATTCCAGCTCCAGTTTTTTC-3’ (RV) (with PvuII restriction site). The amplified *rnC* region was ligated into the pL4440 vector upon BamHI and PvuII digestion, which leaves only one T7 promoter. For the construction of *rnC*(E117D) expression plasmid, the following primers (Microsynth) were used: 5’-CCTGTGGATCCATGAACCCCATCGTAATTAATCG-3’ (FW) (with BamHI restriction site) and 5’-TAATGCATCGACGGTGTCGGCGA-3’ (RV) and also the 5’-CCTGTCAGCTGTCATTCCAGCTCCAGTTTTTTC-3’ (RV) (with PvuII restriction site) and 5’-TCGATGCATTAATTGGTGGCGTATT-3’. The two amplified regions were combined by fusion PCR using the following primers (Microsynth): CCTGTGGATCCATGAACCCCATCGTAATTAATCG-3’ (FW) (with BamHI restriction site) and 5’-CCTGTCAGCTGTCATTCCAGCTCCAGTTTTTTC-3’ (RV) (with PvuII restriction site). The amplified *rnC* region carrying the E117D point mutation was ligated into the pL4440 vector upon BamHI and PvuII digestion, which leaves only one T7 promoter. For the construction of *rnC*(E117K) expression plasmid, the same strategy was followed: the following primers (Microsynth) were used: 5’-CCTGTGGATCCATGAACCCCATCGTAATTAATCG-3’ (FW) (with BamHI restriction site) and 5’-TAATGCTTTGACGGTGTCGGCGA-3’ (RV) and the 5’-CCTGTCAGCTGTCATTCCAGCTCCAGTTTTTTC-3’ (RV) (with PvuII restriction site) and 5’-TCAAAGCATTAATTGGTGGCGTATT-3’. For the construction of plasmids containing the sequences of the three expressed contigs which are differentially expressed between OP50 and OP50(xu363) that were identified from the RNA seq analysis, the following primers (Microsynth) were used: (For hit 1) 5’-ctcgaattcACCCCATCGTAATTAATCGG-3’ (FW) and 5’-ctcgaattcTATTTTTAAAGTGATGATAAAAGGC-3’ (RV), (for hit 2) 5’-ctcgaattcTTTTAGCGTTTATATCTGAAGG-3’ (FW) and 5’-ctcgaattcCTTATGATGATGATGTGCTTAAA-3’ (RV), (for hit 3) 5’-ctggaattcTCAGCGCAATTGATAGGC-3’ (FW) and 5’- ctggaattcGTTTTTTCGCCCCATTTAG-3’ (FW), all containing EcoRI restriction site at the 5’. The amplified bacterial regions were ligated into the pL4440 vector upon digestion with EcoRI. These plasmids were used to generate dsRNA, which was used to test their efficiency to modulate aggregate accumulation.

### Lifespan assays

Lifespan assays were performed at 20 °C. Synchronized animal populations were generated by bleaching (hypochlorite treatment) gravid adult animals of the desired strain. Eggs were then placed on NGM plates with the different bacterial diets until the L4 larval stage, when they were again placed on the same diets. Their progeny was grown until the L4 larval stage and then transferred to fresh plates in groups of 20–25 worms per plate for a total of 100–120 individuals per condition (day 0 of adulthood). Animals were transferred to freshly-made RNAi plates every 2 days until the 12th day of adulthood and every 3 days until the end of the experiment. Animals were transferred to fresh plates every 2–3 days thereafter and examined every day for touch-provoked movement and pharyngeal pumping, until death. Worms that died owing to internally hatched eggs, an extruded gonad or desiccation due to crawling on the edge of the plates were censored and incorporated as such into the data set. Each survival assay was repeated at least twice, and figures represent typical assays. Survival curves were created using the product-limit method of Kaplan and Meier.

### Brood size determination

Synchronized animal populations were generated by bleaching (hypochlorite treatment) of gravid adult animals. Eggs were then placed on NGM plates with the different bacterial diets and were grown on the same diet for at least two generations. Ten L4 worms were picked and placed into separate NGM plates containing the corresponding diet. After the first 36 h, worms were moved daily to fresh plates until no more eggs were laid. The number of progeny was scored in each plate, and statistical analyses were performed using Sidak’s multiple comparisons test following one-way ANOVA. Total or daily brood sizes are reported. Each brood size determination assay was repeated four times.

### Developmental rates

Synchronized animal populations were generated by bleaching (hypochlorite treatment) of gravid adult animals. Eggs were then placed on NGM plates with the different bacterial diets and were grown on the same diet for at least two generations. Each time, L4 worms were used to obtain synchronized worm populations. Approximately 12 2-day-old worms were used for egg laying for 2–3 h on fresh plates. The adult worms were removed, and the number of eggs was determined. When ~50% of the worms started reaching the L4/adult stage, we counted the total number of progeny that reached the L4/adult stage (for different strains, different time point was used due to developmental differences between strains). We performed statistical analyses using Sidak’s multiple comparisons tests following one-way ANOVA. The assay was repeated at least three times.

### Analysis of polyQ protein aggregation

For the analysis of polyglutamine aggregation in body-wall muscle cells, we used the AM141 (polyQ40) and AM138 (polyQ24) strains. Synchronized animal populations were generated by bleaching (hypochlorite treatment) of gravid adult animals. Eggs were placed on NGM plates with the different bacterial diets and were grown on the same diet for at least two generations. L4 worms were used to obtain synchronized worm populations. Same-age adult worms were collected, immobilized with levamisole, before mounting on coverslips for microscopic examination with a Zeiss Axioplan 2 epifluorescence microscope. Protein aggregates, identified as visible bright puncta within muscle cells, in whole animals, were quantified with the help of ImageJ software.

### Motility assay

Synchronized nematodes were grown normally on NGM media plates containing the different diets for at least 2 generations. When worms reached 16–20 days of age, they were gently touched with an eyebrow. Worms not responding to touch were considered dead and were excluded from the analysis. Worms responding to touch but did not move were scored as paralyzed and the percentage of paralyzed worms per condition was evaluated. Each analysis was performed three times.

### Paralysis assay

To assay β-amyloid toxicity, we used the CL4176 temperature-sensitive strain that expresses β-amyloid in the body-wall muscle of *C. elegans*, leading to paralysis. Synchronized animal populations were generated by bleaching (hypochlorite treatment) gravid adult animals. Eggs were placed on NGM plates with the different bacterial diets at 15 °C. At the L4 stage, 12 animals were transferred to fresh plates for two days. Then, egg laying was performed for ~3–4 h. The mothers were removed and the plates containing only the eggs were placed back at 15 °C for 48 h, at which point the plates were shifted at 23 °C. Approximately 24 h later, and every 12 h, paralysis was scored. The percentage of paralyzed animals per condition is plotted against the time since temperature shifting. Each analysis was repeated at least three times.

### Pharyngeal pumping rate assay

To assess pharyngeal pumping rate the movement of the grinder (in the terminal bulb) was monitored every 20 s. Synchronized nematodes were grown normally on NGM media plates containing the different diets for at least 2 generations. When worms reached 8 days old pumping rate was monitored. Each analysis was performed at least three times.

### Myosin organization assay

To monitor myosin organization and muscle integrity 8-day-old MAH19 worms were used. The animals were grown for at least two generations on OP50, OP50(xu363) or HT115 diet. Muscles were classified into three categories depending on their muscle morphology (normal, intermediate and severe phenotype). Analysis was repeated three times.

### Supernatant isolation and supplementation

Overnight OP50 and HT115 bacterial cultures (6 ml) were centrifuged for 10 min at 16,000 × *g* at 4 °C. Bacterial supernatants were centrifuged for another 5 min and sterile-filtered using 0.2 μm filters. One ml of each supernatant (or LB medium as a control) was used to overlay NGM media plates. The pellets were once washed with LB medium (5 ml), resuspended in 0.5 ml cold LB medium and spotted onto NGM media plates (100 μl). Plates were exposed to UV light for 20 min to kill the bacteria. Worms were reared on these plates for two generations, and polyQ40::YFP protein aggregates were monitored.

### Methylcobalamin supplementation

The bacterial growth media was supplemented with exogenous methylcobalamin (Sigma), a vitamin B12 analog, to a final concentration of 25 μg/ml. OP50 bacteria were grown for two hours at 37 °C, and spotted onto NGM media plates. Worms were reared on these plates for two generations, and polyQ40::YFP protein aggregates were monitored at 2-day-old adults. To make sure that the methylcobalamin supplementation is effective, we monitored survival and developmental rate in the presence of hydrogen peroxide (Thermo Scientific) (0, 10 and 20 mM). The hydrogen peroxide-induced death was significantly rescued in the presence of methylcobalamin (Supplementary Fig. 1c). Their developmental rate was also significantly increased in the presence of methylcobalamin (Supplementary Fig. 1d, e).

### Autophagy measurements

Autophagy was measured in muscle cells of 8-day-old worms and in hypodermal seam cells of L4 worms according to guidelines^46^. Autophagosome number in hypodermal seam cells was assessed by using the GFP::LGG-1 reporter strain MAH14 grown on OP50 and HT115 bacterial diets for at least two generations. Approximately 20–30 L4-staged animals were collected, anaesthetized with 0.1% sodium azide and mounted on agarose pads for microscopic observation. The number of the GFP::LGG-1-positive autophagic puncta was quantified. Autophagosome and autolysosome numbers in hypodermal seam cells were assessed by using the mCherry::GFP::LGG-1 reporter strain MAH215 grown on OP50, OP50(xu363) and HT115 bacterial diets for at least two generations. Approximately 20 8-day-old animals were collected, anaesthetized with 0.1% sodium azide and mounted on agarose pads for microscopic observation using a confocal microscope. The number of GFP::LGG-1-positive puncta and the number of the mCherry::LGG-1-positive puncta were measured. The percentage of GFP-positive (autophagosomes) versus mCherry-positive (autophagosomes and autolysosomes) was quantified. Bigger puncta are present in tissues other than muscle and were disregarded for the analysis.

### *rnC* knockout in Nissle 1917

*E. coli* Nissle 1917 *rnc* knock-out strain was created by Red/ET recombination. The protocol was adapted from Datsenko and Wanner^47^. The wild-type Nissle 1917 strain was cultured in LB overnight at 37 °C, 200 rpm. The next day, the kanamycin-resistant pKD4 cassette was amplified by PCR using the following primers (Microsynth) 5’-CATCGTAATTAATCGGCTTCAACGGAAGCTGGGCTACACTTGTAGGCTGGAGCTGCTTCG-3’ and 5’-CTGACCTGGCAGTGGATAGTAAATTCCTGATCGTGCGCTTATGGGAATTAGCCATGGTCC-3’. The primers contain overhangs corresponding to the neighboring sequences of the *rnc* gene. In parallel, the pKD46 plasmid was transformed into wild-type Nissle 1917 by electroporation. The next day, the PCR product was transformed into Nissle 1917 by electroporation. Adding 1 mM L-arabinose induced the ʎ recombinase expressed from the pKD46 plasmid, which led to the exchange of the *rnc* gene with the pKD4 cassette at the corresponding overhangs. Clones of Nissle 1917, where the *rnc* gene was knocked out and replaced by the kanamycin-resistant pKD4 cassette, were picked after kanamycin selection. Knock-out was further confirmed by PCR using the following primers (Microsynth) 5’-CTGAAGCGAATCTGGTCGGT-3’ and 5’-CACTTTGTTCACCGCGAGGA-3’.

### Bacterial RNA isolation

A colony of HT115 bacteria was inoculated in LB medium and grown overnight at 37 °C in a shaking incubator. Next day 0.5 ml of the overnight culture were inoculated in 10 ml medium containing Tryptone (0.25%), NaCl (0.3%), Cholesterol (5 μg/ml), CaCl_2_ (1 mM), MgSO_4_ (1 mM), KPO_4_ (25 mM), Ampicillin (100 μg/ml), Nystatin (100 U/ml), and grown overnight at 23 °C in a shaking incubator. Bacterial pellets were obtained after 3 min centrifugation at 1500×*g*. RNA was isolated from the pellets using the Quick-RNA Fungal/Bacterial Kit from Zymo Research and stored at −20 °C till use.

### Total RNAseq

Ribosomal RNA depletion was performed on 300 ng *E. coli* total RNA using NEBNext rRNA Depletion Kit Bacteria (Cat#E7850L, NEB, Ipswich, MA, USA). Following elution in 8 µl water, 1 µl of eluate for monitoring the depletion of ribosomal RNA on TapeStation instrument (Agilent Technologies, Santa Clara, CA, USA) using the High Sensitivity RNA ScreenTape (Agilent, Cat# 5067-5579), 6 µl of eluate were then mixed with Fragment, Prime Finish Mix provided in the TruSeq Stranded Total RNA Library Prep Gold Kit (Cat# 20020599, Illumina, San Diego, CA, USA) used for completing library preparation, in conjunction with the TruSeq RNA UD Indexes (Cat# 20022371, Illumina). 15 cycles of PCR were performed. Libraries were quality-checked on the Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA) using the Standard Sensitivity NGS Fragment Analysis Kit (Cat# DNF-473, Agilent Technologies), revealing good quality of libraries (average concentration was 72 ± 46 nmol/l and average library size was 317 ± 37 base pairs). Samples were pooled to equal molarity. The pool was quantified by Fluorometry using the QuantiFluor ONE dsDNA System (Cat# E4871, Promega, Madison, WI, USA) and sequenced Single-Reads 76 bases (in addition: 8 bases for index 1 and 8 bases for index 2) on NextSeq 500 using the NextSeq 500 High Output Kit 75-cycles (Illumina, Cat# FC-404-1005). Flow lanes were loaded at 1.8 pM. 1% PhiX was included in the pool. Primary data analysis was performed with the Illumina RTA version 2.11.3. This Nextseq run compiled a large number of reads (on average per sample: 22.5 ± 11.7 million pass-filter reads).

### RNAseq for small RNAs

The kit QIAseq FastSelect –5S/16S/23S (Cat# 335921, Qiagen, Hilden, Germany) was used for inhibiting the amplification of ribosomal RNA during library preparation, which was then performed from 120 ng total RNA of *E. coli* total RNA using SMARTer smRNA-Seq Kit for Illumina (Cat# 635029, Takara Bio, Shiga, Japan). Libraries were quality-checked on the Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA) using the High Sensitivity NGS Fragment Analysis Kit (Cat# DNF-474, Agilent Technologies), revealing good quality of libraries (average concentration was 0.94 ± 0.22 nmol/l and average library size was 191 ± 5 base pairs). Samples were pooled to equal molarity. The pool was quantified by Fluorometry using the QuantiFluor ONE dsDNA System (Cat# E4871, Promega, Madison, WI, USA) and sequenced Single-Reads 76 bases (in addition: 8 bases for index 1 and 8 bases for index 2) on NextSeq 500 using the NextSeq 500 High Output Kit 75-cycles (Illumina, Cat# FC-404-1005). Flow lanes were loaded at 1.8 pM. 1% PhiX was included in the pool. Primary data analysis was performed with the Illumina RTA version 2.11.3. This Nextseq run compiled a large number of reads (on average per sample: 24.0 ± 6.2 million pass-filter reads).

### RNA-seq data analysis

For the total RNA-Seq, reads were mapped against the Ensembl *E. coli* K12 DH10B reference genome distributed by iGenomes using STAR v2.7.9^48^. Read counts were summarized using the featureCounts function of Subread package v2.0.3. The matrix of uniquely mapped read counts was filtered for features with at least 10 reads in at least 3 samples. Read normalization was computed using the blind variance stabilizing transform as implemented in DESeq2 v1.40.2^49^, and used as input for clustering by principal component analysis as implemented by prcomp in R v4.3.0.

For the short read RNA-Seq: Illumina sequencing reads were pre-processed by removing the first three nucleotides and polyA trimming using CutAdapt v3.4^50^ as per the manufacturer’s instructions, followed by 3‘ quality trimming using Trimmomatic v0.39^51^. Adapter-trimmed reads were pooled and used as input to the Trinity de novo assembly pipeline v2.11.0^52^. The short reads were then aligned against the collection of contigs using Bowtie v1.2.3 (-n 1 -l 10)^53^. Reads were summarized using featureCounts. 

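The deposited table of small RNA counts lists 25556 contigs of 25511 Trinity genes. Of these contigs, 25531 had at least 10 reads in at least 3 of the 9 libraries, and 23191 had at least 10 reads in every library.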

4296 contigs had at least 10 reads in at least 3 samples. Uniquely mapped reads for these features were considered for differential expression using the Wald test as implemented in DESeq2. Significantly differentially expressed genes were considered for differences across the genotype contrasts greater than 2-fold with an adjusted *p*-value of ≤0.01. BLASTn was used to identify differentially expressed contigs that map to the *C. elegans* genome.

### Injections

Total bacterial RNA (85–100 ng/μl), genomic DNA (70 ng/μl) in water, and water as vehicle control were microinjected directly in the syncytium region of polyQ40-expressing *C. elegans* germlines cultured on OP50 diets. Similarly, 100 ng/μl of each dsRNA generated by in vitro transcription was used in a mixture to inject polyQ40-expressing *C. elegans* germlines cultured on OP50 diets. In each case, ~20 young adult worms were injected. The progeny of injected worms was monitored under the microscope. For each condition, about 60 2-day-old progeny grown on OP50 were used. Injections were repeated at least 3 times.

### In vitro transcription of bacterial segments

To synthesize dsRNA from the plasmids containing the three bacterial segments that were identified to be differentially expressed between OP50 and OP50(xu363) by the smRNAseq analysis, we used the MEGAscript™ T7 Kit (ThermoFisher Scientific). In short, we prepared the template DNA by linearizing all three plasmids (digests with HaeII). We obtained shorter regions that contain the DNA segments of interest between two T7 polymerases. Following the manufacturer’s protocol, we assembled the transcription reaction and generated dsRNAs that were subsequently recovered by phenol:chloroform extraction and isopropanol precipitation. The pellets were re-suspended in water and frozen till the day of injection.

### Proteome analysis

Synchronized N2 and AM141 worms were placed on 4 plates and left to lay ~500 eggs. Once the worms reached the adult stage were collected in M9 buffer. Floating eggs were removed, and the remaining adults were washed with M9 and placed back in NGM plates. The next day, the 2-day-old worms were washed 3 times with M9, and the worm pellet was flash frozen in liquid nitrogen and stored at −80 °C. Worms were resuspended in 5% SDS, 10 mM Tris(2-carboxyethyl)phosphine hydrochloride (TCEP), 0.1 M TEAB and lysed by sonication using a PIXUL multi-sample sonicator (Active Motif) with pulse set to 50, PRF to 1, process time to 20 min and burst rate to 20 Hz, followed by a 10 min incubation at 95 °C. Lysates were TCA precipitated according to a protocol originally from Luis Sanchez (https://www.its.caltech.edu/~bjorker/TCA_ppt_protocol.pdf) as follows. One volume of TCA was added to every 4 volumes of sample, mixed by vortexing, incubated for 10 min at 4 °C, followed by the collection of precipitate by centrifugation for 5 min at 23,000×*g*. Supernatant was discarded, pellets were washed twice with acetone precooled to −20 °C and the washed pellets were incubated open at RT for 1 min to allow residual acetone to evaporate. Pellets were resuspended in 2 M Guanidinium HCl, 0.1 M Ammonium bicarbonate, 5 mM Tris(2-carboxyethyl)phosphine hydrochloride solution (TCEP), phosphatase inhibitors (Sigma P5726&P0044), and proteins were digested as described previously (PMID:27345528). Shortly, proteins were reduced for 60 min at 37 °C and alkylated with 10 mM chloroacetamide for 30 min at 37 °C. After diluting samples with 0.1 M ammonium bicarbonate buffer to a final Guanidinium HCl concentration of 0.4 M, proteins were digested by incubation with sequencing-grade modified trypsin (1/100, w/w; Promega, Madison, Wisconsin) for 12 h at 37 °C. After acidification using 5% TFA, peptides were desalted using C18 reverse-phase spin columns (Macrospin, Harvard Apparatus) according to the manufacturer’s instructions, dried under vacuum and stored at −20 °C until further use.

Dried peptides were resuspended in 0.1% aqueous formic acid and subjected to LC–MS/MS analysis using an Exploris 480 Mass Spectrometer fitted with a Vanquish Neo (both Thermo Fisher Scientific) and a custom-made column heater set to 60 °C. Peptides were resolved using a RP-HPLC column (75 μm × 30 cm) packed in-house with C18 resin (ReproSil-Pur C18–AQ, 1.9 μm resin; Dr. Maisch GmbH) at a flow rate of 0.2 μl/min. The following gradient was used for peptide separation: from 4% B to 10% B over 5 min to 35% B over 45 min to 50% B over 10 min to 95% B over 1 min followed by 10 min at 95% B to 5% B over 1 min followed by 4 min at 5% B. Buffer A was 0.1% formic acid in water and buffer B was 80% acetonitrile, 0.1% formic acid in water.

The mass spectrometer was operated in DIA mode with a cycle time of 3 s. MS1 scans were acquired in the Orbitrap in centroid mode at a resolution of 120,000 FWHM (at 200*m*/*z*), a scan range from 390 to 910*m*/*z*, a normalized AGC target set to 300% and maximum ion injection time mode set to Auto. MS2 scans were acquired in the Orbitrap in centroid mode at a resolution of 15,000 FWHM (at 200*m*/*z*), precursor mass range of 400–900, quadrupole isolation window of 12*m*/*z* with 1*m*/*z* window overlap, a defined first mass of 120*m*/*z*, normalized AGC target set to 3000% and a maximum injection time of 22 ms. Peptides were fragmented by higher-energy collisional dissociation (HCD) with collision energy set to 28% and one microscan was acquired for each spectrum.

The acquired raw files were searched using the Spectronaut (Biognosys v17.4) directDIA workflow against a *C. elegans* database (consisting of 26585 protein sequences downloaded from Uniprot on 20220222) and 392 commonly observed contaminants. Detailed search settings are depicted in the supplementary file named SpectronautSettings. Quantitative fragmented ion data (F.Area) was exported from Spectronaut and analyzed using the MSstats R package v.4.7.3. (10.1093/bioinformatics/btu305). Data was normalized using the default normalization option “equalizedMedians”, imputed using “AFT model-based imputation” and *p*-values and *q*-values for pairwise comparisons were calculated as implemented in MSstats.

### Generation of heatmaps and PCA of proteomic data

The principal component analysis (Supplementary Fig. 12a, b) was done based on log2 protein intensities calculated by MSstats dataProcess function using prcomp from the stats package (v. 4.4.0). Missing protein intensities were replaced by zero. Points are colored by experimental group.

The heatmaps (Supplementary Fig. 12c, d) were generated based on log2 protein intensities calculated by MSstats dataProcess function using heatmap.2 function from the gplots package (v. 3.1.3.1). Data was centered by subtracting the respective column means from each value. Row and column-wise clustering was performed by calculating the distance matrix based on Pearson correlation across different proteins (rows) and across samples (columns), using the cor and as.dist function of the stats package (v. 4.4.0). Hierarchical cluster analysis was done based on the ward.D2 algorithm using hclust from the stats package. Heatmap colors are based on the RdYlBu palette of the RColorBrewer package (v. 1.1-3), ranging from 75% of minimal to 75% of maximal log2 protein intensities to reduce the impact of outlier values on the color gradient.

### GO term analysis and functional association networks

GO term analysis and protein-protein interaction networks enrichment analysis were performed with the use of ShinyGO (ver. 0.77) (http://bioinformatics.sdstate.edu/go/) with a 0.01 FDR cutoff and STRING (ver. 12.0) (https://string-db.org/cgi/input?sessionId=b0IlBAPfUcQa&input_page_show_search=on). A *q*-value of <0.05 was used to filter significant changes prior to the pathway analyses. Proteins between −0.3 and +0.3 fold change (log2ratio) were excluded from the analysis.

### Western blotting

Worm lysates were prepared as follows. 100 2-day-old synchronized N2 worms on OP50 and AM138 and AM141 on OP50, OP50(xu363) or HT115 for at least 3 generations, were transferred into 50 μl M9 buffer and snap frozen with liquid nitrogen. Worms were thawed, mixed with 5x Laemmli buffer and boiled for 10 min at 95 °C. Lysates were subjected to standard SDS–polyacrylamide gel electrophoresis and electroblotted onto nitrocellulose. Anti-GFP (TP401, Torrey Pines, 1:5000) for the detection of polyQ40::YFP and anti-α-tubulin (T5168; Sigma-Aldrich; 1:2000) primary antibodies were used. Quantification of signals was performed using ImageJ.

### mRNA quantification and RT-PCR analysis

Total RNA from 100 2-day-old synchronized N2 worms on OP50 and AM141 on OP50, OP50(xu363) or HT115 for at least 3 generations was extracted by using the TRIzol reagent (Invitrogen). DNase treatment was performed using the RQ1 RNase-Free DNase kit (Promega). cDNA synthesis was performed by using the Goscript reverse transcription mix (Promega). Quantitative real-time PCR was performed using the GoTaq qPCR master mix kit (Promega) in a qTOWER^3^G system (Analytikjena). The following primer (Microsynth) pairs were used: for measuring Q40::YFP mRNA levels: FW-5′-GTACAACTACAACAGCCACAACG-3′ and RV-5′-GTGTTCTGCTGGTAGTGGTCG-3′ and for measuring *pmp-3* mRNA levels as control: FW-5′-ATGATAAATCAGCGTCCCGAC-3′ and RV-5′-TTGCAACGAGAGCAACTGAAC-3′.

### Statistics and reproducibility

Statistical analyses and graphs were prepared using the Prism software package (version 9; GraphPad Software; https://www.graphpad.com). Data are reported as the mean values ±  standard deviation (SD). For statistical analyses, *p* values were calculated by unpaired Student’s *t*-test, one-way and two-way ANOVA with multiple comparisons test. All statistical tests were two-sided. The significance was determined by the *p*-values: *p  <  0.05, **p  <  0.01, ***p  <  0.001, ****p < 0.0001 and n.s. = not significant *p*  >  0.05. No statistical method was used to predetermine sample size. No data were excluded from the analyses. The experiments were randomized, since worms were randomly placed on the various treatments/diets to minimize selection bias. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The authors declare that the main data supporting the findings of this study are available within the article and its supplementary information files. RNAseq data have been uploaded to NCBI GEO with accession code GSE261167. Proteomic data have been deposited to the ProteomeXchange Consortium (https://www.proteomexchange.org/) via the MassIVE partner repository (https://massive.ucsd.edu/) with MassIVE data set identifier MSV000094244 and ProteomeXchange identifier PXD050390. Source data are provided with this paper.

# Supplementary material for: Bacterial RNA promotes proteostasis through inter-tissue communication in C. elegans
**Source:** Nat Commun. 2025 Oct 1;16:8650. doi: 10.1038/s41467-025-63987-x
**Supplement:** Supplementary file 1 — Supplementary Information

**a**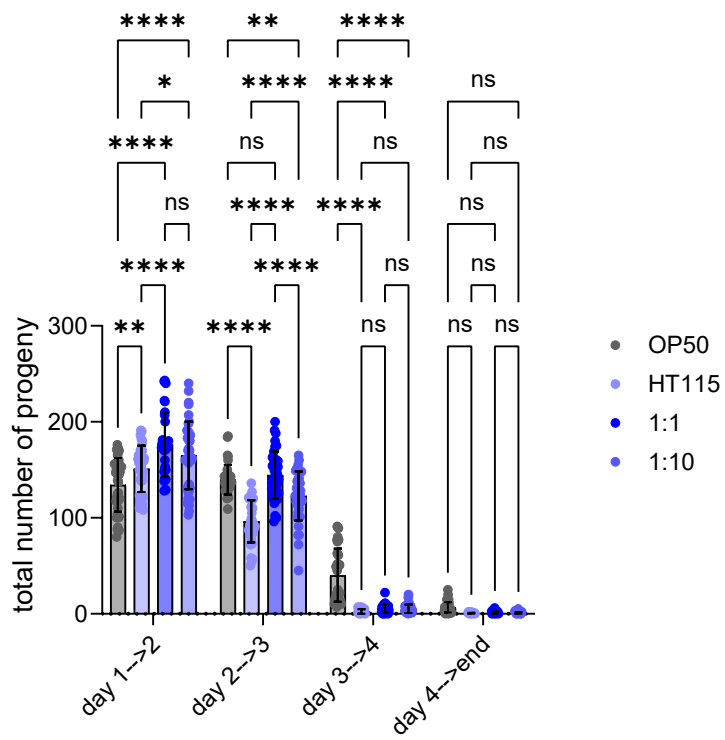**b**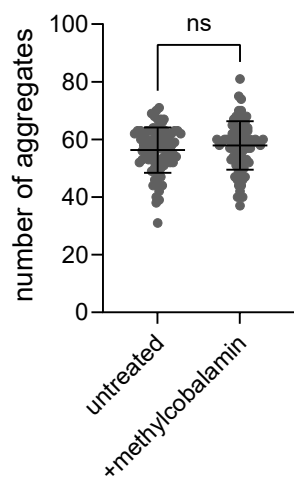**c**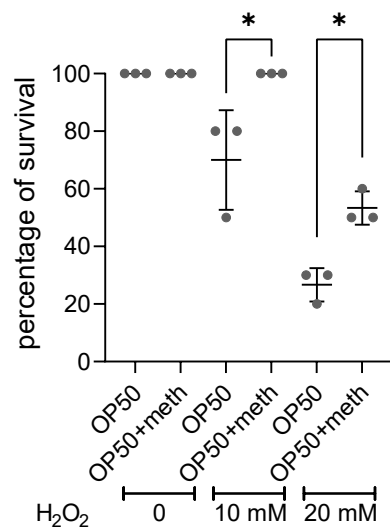**d**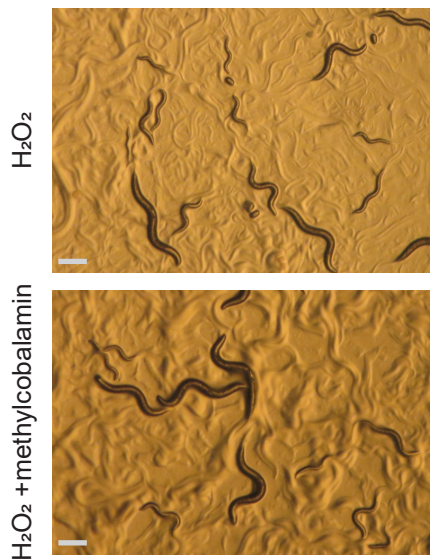**e**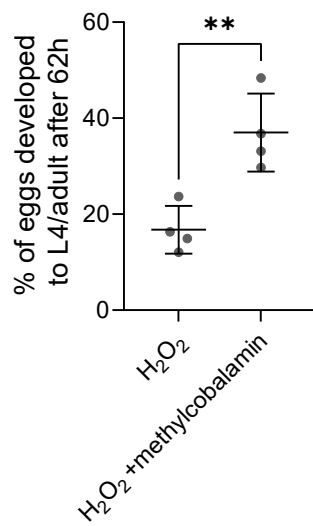

### **Supplementary Figure 1. Diet influences reproduction rate of *C. elegans* whereas**

#### **methylcobalamin supplementation does not influence protein aggregation**

(a) Brood size of wt worms on different bacterial lawns. The number of progeny per worm per day is shown. Number of worms,  $n = 40$  for all conditions. Values represent mean  $\pm$  SD from four independent experiments. 2way ANOVA with Tukey's multiple comparison test was used. For day 1-->2 OP50 vs. HT115  $P = 0.0014$ , OP50 vs. 1:1  $P < 0.0001$ , OP50 vs. 1:10  $P < 0.0001$ , HT115 vs. 1:1  $P < 0.0001$ , HT115 vs. 1:10  $P = 0.0111$ , 1:1 vs. 1:10  $P = 0.512$ , for day 2-->3 OP50 vs. HT115  $P < 0.0001$ , OP50 vs. 1:1  $P = 0.6823$ , OP50 vs. 1:10  $P = 0.0012$ , HT115 vs. 1:1  $P < 0.0001$ , HT115 vs. 1:10  $P < 0.0001$ , 1:1 vs. 1:10  $P < 0.0001$ , for day 3-->4 OP50 vs. HT115  $P < 0.0001$ , OP50 vs. 1:1  $P < 0.0001$ , OP50 vs. 1:10  $P < 0.0001$ , HT115 vs. 1:1  $P = 0.8684$ , HT115 vs. 1:10  $P = 0.9294$ , 1:1 vs. 1:10  $P = 0.9985$ , for day 4-->end OP50 vs. HT115  $P = 0.4930$ , OP50 vs. 1:1  $P = 0.5879$ , OP50 vs. 1:10  $P = 0.5667$ , HT115 vs. 1:1  $P = 0.9988$ , HT115 vs. 1:10  $P = 0.9994$ , 1:1 vs. 1:10  $P > 0.9999$ . (b) Quantification of polyQ40::YFP fluorescent foci of 2-day old worm cultured on OP50 bacterial lawns supplemented or not with methylcobalamin. The number of aggregates per worm is shown. Number of worms,  $n = 80$  (untreated),  $n = 76$  (+methylcobalamin).  $P = 0.2631$ . (c) Survival of wt worms on OP50 supplemented or not with methylcobalamin (meth) in the presence of  $H_2O_2$  (0, 10mM or 20mM) was measured. Number of worms,  $n = 30$  (OP50),  $n = 30$  (OP50 +meth),  $n = 30$  (OP50 + $H_2O_2$  10mM),  $n = 30$  (OP50 +meth + $H_2O_2$  10mM),  $n = 30$  (OP50 + $H_2O_2$  20mM),  $n = 30$  (OP50 +meth + $H_2O_2$  20mM). OP50 vs. OP50+meth 10 mM  $P = 0.0148$ , OP50 vs. OP50+meth 20 mM  $P = 0.0153$  (d) Representative images of wt worms on OP50 supplemented or not with methylcobalamin in the presence of 10mM  $H_2O_2$ . (e) Quantification of the developmental rate of wt worms on OP50 supplemented or not with methylcobalamin in the presence of 10mM  $H_2O_2$ , was measured as the percentage of worms that developed into L4/adult stages after 62 hours. Number of worms,  $n = 1058$  ( $H_2O_2$ ),  $n = 1886$  ( $H_2O_2$  +methylcobalamin).  $P = 0.0036$ . Values represent mean  $\pm$  SD from three independent experiments. Mann Whitney t-test (b) or paired t-test (c, e) were used. ns  $P > 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ . Scale bars are 200 $\mu$ m. Source data are provided as a Source Data file.

**Supplementary Figure 2. Dietary effects on amyloid- $\beta$ -induced paralyses and reproduction of proteotoxically challenged *C. elegans*.** (a) Representative images of polyQ24::YFP-expressing worms on OP50 and HT115 during ageing. (b) Paralyses assay of amyloid- $\beta$ -expressing worms. The percentage of paralysed worms after temperature upshift is shown for worms on OP50 and HT115. Number of worms,  $n = 968$  (OP50),  $n = 1022$  (HT115). (c) Brood size of polyQ40::YFP-expressing worms on different bacterial lawns. The total number of progeny per worm is shown. OP50 vs. HT115  $P = 0.0658$ , OP50 vs. 1:1  $P = 0.1118$ , OP50 vs. 1:10  $P = 0.9997$ , HT115 vs. 1:1  $P < 0.0001$ , HT115 vs. 1:10  $P = 0.0833$ , 1:1 vs. 1:10  $P = 0.0895$ . (d) Brood size of poly-Q40::YFP-expressing worms on different bacterial lawns. The number of progeny per worm per day is shown. Number of worms,  $n = 40$  for all conditions. For day 1-->2 OP50 vs. HT115  $P = 0.0014$ , OP50 vs. 1:1  $P < 0.0001$ , OP50 vs. 1:10  $P < 0.0001$ , HT115 vs. 1:1  $P < 0.0001$ , HT115 vs. 1:10  $P = 0.0111$ , 1:1 vs. 1:10  $P = 0.512$ , for day 2-->3 OP50 vs. HT115  $P = 0.8894$ , OP50 vs. 1:1  $P = 0.0002$ , OP50 vs. 1:10  $P = 0.7419$ , HT115 vs. 1:1  $P < 0.0001$ , HT115 vs. 1:10  $P = 0.3078$ , 1:1 vs. 1:10  $P = 0.0099$ , for day 3-->4 OP50 vs. HT115  $P = 0.0107$ , OP50 vs. 1:1  $P = 0.2116$ , OP50 vs. 1:10  $P = 0.5133$ , HT115 vs. 1:1  $P < 0.0001$ , HT115 vs. 1:10  $P = 0.3109$ , 1:1 vs. 1:10  $P = 0.0052$ , for day 4-->end OP50 vs. HT115  $P < 0.0001$ , OP50 vs. 1:1  $P = 0.0015$ , OP50 vs. 1:10  $P < 0.0001$ , HT115 vs. 1:1  $P = 0.3109$ , HT115 vs. 1:10  $P = 0.7349$ , 1:1 vs. 1:10  $P = 0.8966$ . Values represent mean  $\pm$  SD from at least three independent experiments. One-way ANOVA with Sidak's multiple comparison test (c) and 2way ANOVA with Tukey's multiple comparison test (d) were used. ns  $P > 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . Source data are provided as a Source Data file.

**a**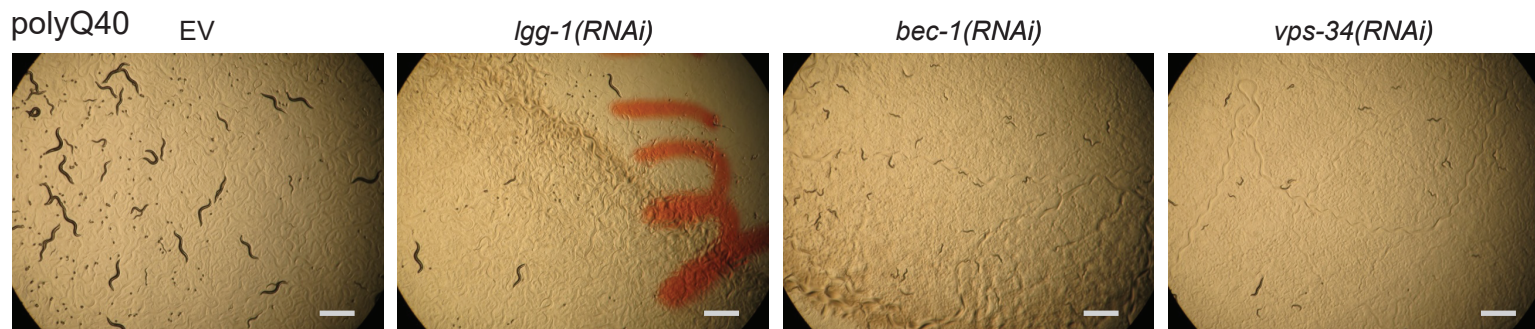**b**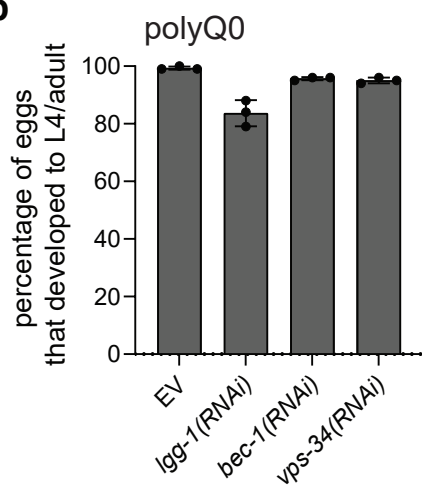**c**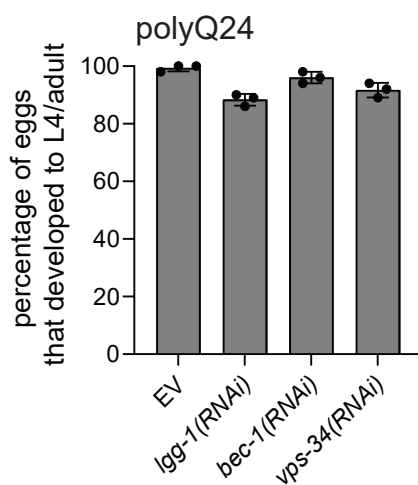**d**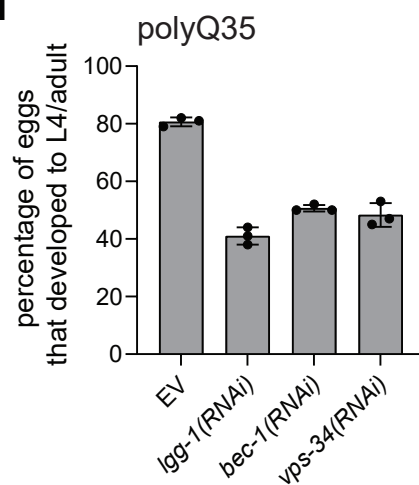**e**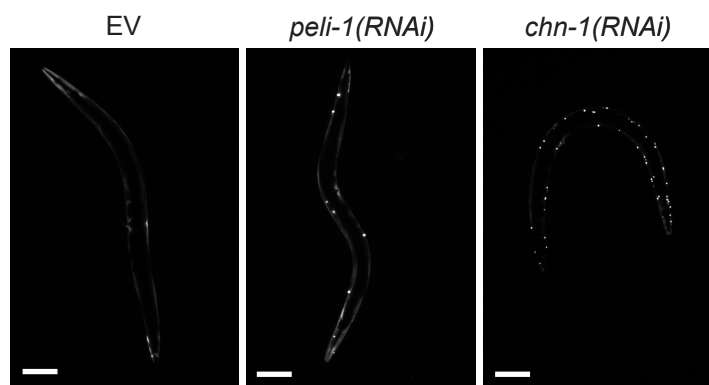**f**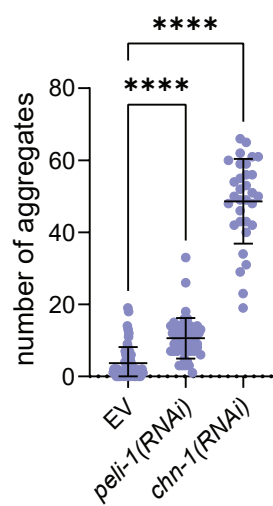**g**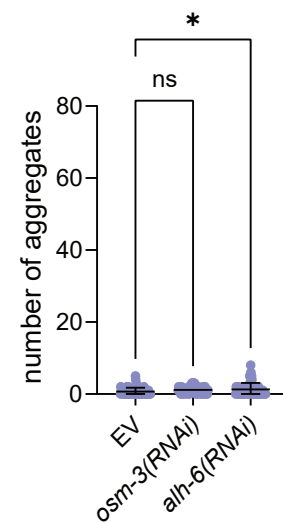**h**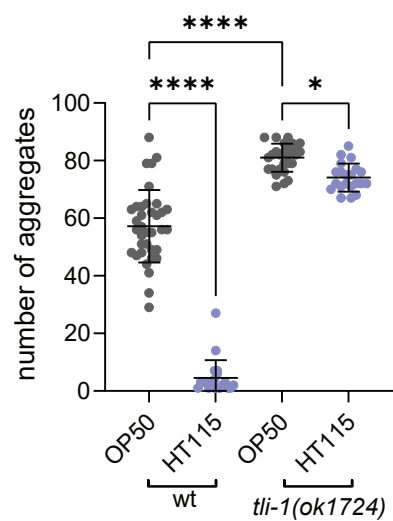**i**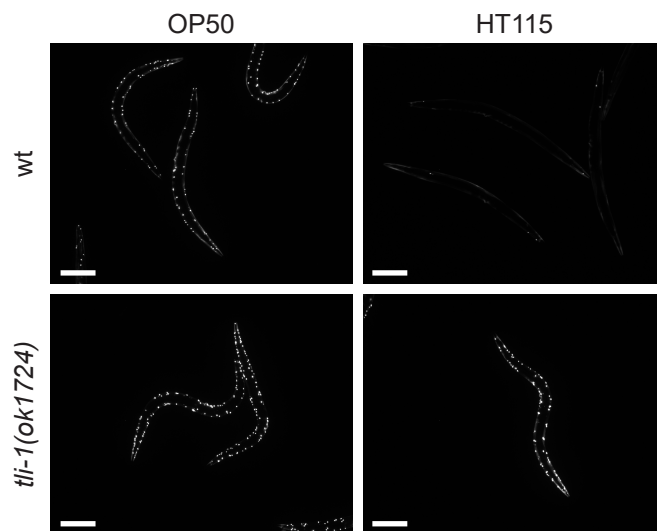

**Supplementary Figure 3. Autophagy disruption increases protein aggregation and leads to developmental defects of stressed worms.** (a) Representative images of polyQ40::YFP-expressing worms on HT115, treated with empty vector (EV), *lgg-1(RNAi)*, *bec-1(RNAi)* and *vps-34(RNAi)*. Scale bar is 1mm. (b-d) Developmental rate of wt (polyQ0) (b), polyQ24::YFP-expressing (c) and polyQ35-expressing (d) worms on HT115 bacterial diet, treated with EV, *lgg-1(RNAi)*, *bec-1(RNAi)* and *vps-34(RNAi)* was measured as the percentage of eggs that developed into L4/adult stages 48h after egg laying. Number of worms  $n = 165$  (EV),  $n = 162$  (*lgg-1(RNAi)*),  $n = 156$  (*bec-1(RNAi)*),  $n = 132$  (*vps-34(RNAi)*) for (b),  $n = 202$  (EV),  $n = 168$  (*lgg-1(RNAi)*),  $n = 184$  (*bec-1(RNAi)*),  $n = 135$  (*vps-34(RNAi)*) for (c) and  $n = 54$  (EV),  $n = 26$  (*lgg-1(RNAi)*),  $n = 44$  (*bec-1(RNAi)*),  $n = 22$  (*vps-34(RNAi)*) for (d). (e) Representative images of polyQ40::YFP-expressing worms on HT115 bacterial diet, treated with EV, *peli-1(RNAi)* and *chn-1(RNAi)*. Scale bar is 100 $\mu$ m. (f) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on HT115, treated with EV, *peli-1(RNAi)* and *chn-1(RNAi)*.  $P < 0.0001$ . The number of aggregates per worm is shown. Number of worms,  $n = 64$  (EV),  $n = 50$  (*peli-1(RNAi)*),  $n = 54$  (*chn-1(RNAi)*). (g) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on HT115, treated with EV, *osm-3(RNAi)* and *alh-6(RNAi)*. The number of aggregates per worm is shown. Number of worms,  $n = 61$  (EV),  $n = 48$  (*osm-3(RNAi)*),  $n = 57$  (*alh-6(RNAi)*). EV vs. *osm-3(RNAi)*  $P = 0.2068$ , EV vs. *alh-6(RNAi)*  $P = 0.0385$ . (h) Quantification of polyQ40::YFP fluorescent foci of 2-day old wt and *tli-1(ok1724)* worms on OP50 and HT115. The number of aggregates per worm is shown. Number of worms,  $n = 36$  (OP50),  $n = 20$  (HT115) for wt and  $n = 28$  (OP50),  $n = 21$  (HT115) for *tli-1(ok1724)*. OP50 vs. HT115 (wt)  $P < 0.0001$ , OP50 (wt) vs. OP50 (*tli-1(ok1724)*)  $P < 0.0001$ , OP50 vs HT115 (*tli-1(ok1724)*)  $P = 0.0183$ . (i) Representative images of polyQ40::YFP-expressing wt and *tli-1(ok1724)* mutant worms on OP50 and HT115. Scale bar is 200 $\mu$ m. Values represent mean  $\pm$  SD. One-way ANOVA with Sidak's multiple comparison test was used. ns  $P > 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . Source data are provided as a Source Data file.

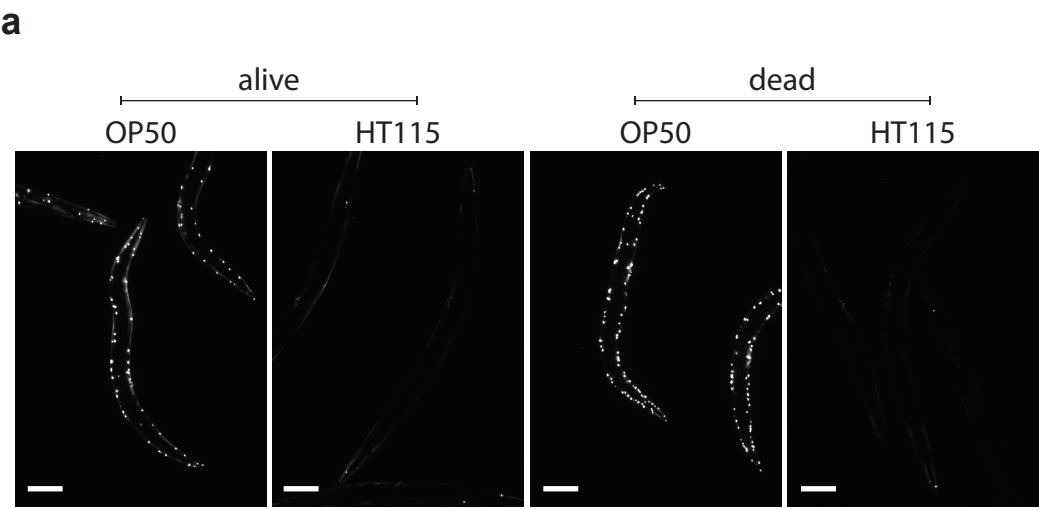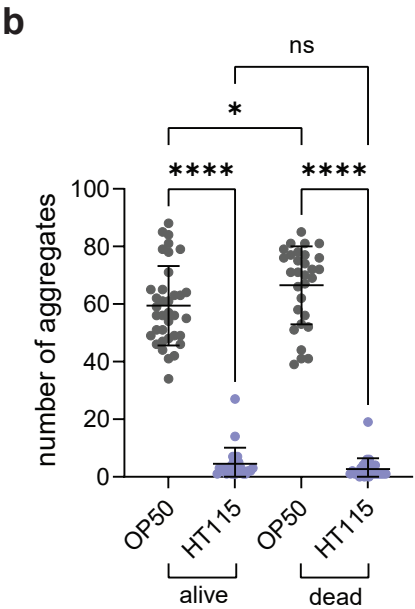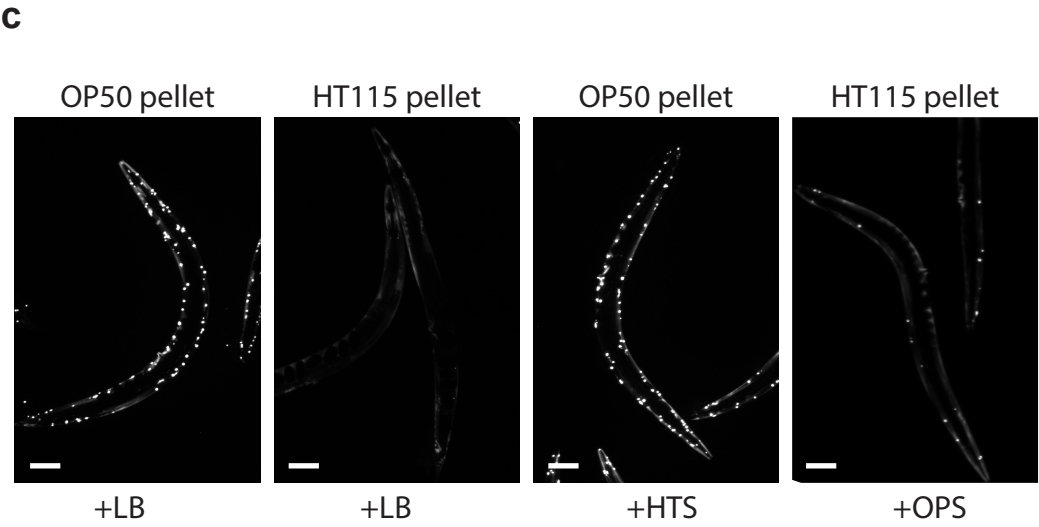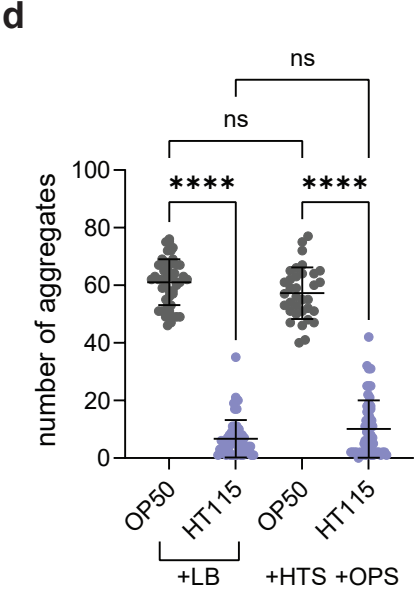

**Supplementary Figure 4. Bacterial content and not bacteria-host live interactions promotes**

**proteostasis in *C. elegans*.** (a) Representative images of 2-day old polyQ40::YFP-expressing worms on alive or UV-killed bacterial lawns. (b) Quantification of polyQ40::YFP fluorescent foci of 2-day old worm cultured on alive or UV-killed bacterial lawns. The number of aggregates per worm is shown. Number of worms,  $n = 36$  (alive OP50),  $n = 25$  (alive HT115),  $n = 30$  (dead OP50),  $n = 26$  (dead HT115). OP50 vs. HT115 (alive)  $P < 0.0001$ , OP50 vs. HT115 (dead)  $P < 0.0001$ , OP50 (alive) vs. OP50 (dead)  $P = 0.346$ , HT115 (alive) vs. HT115 (dead)  $P = 0.9569$ . (c) Representative images of 2-day old polyQ40::YFP-expressing worms on OP50 or HT115 bacterial pellets supplemented with LB media (+LB), supernatants from HT115 cultures (+HTS) or supernatants from OP50 bacterial cultures (+OPS). (d) Quantification of polyQ40::YFP fluorescent foci of 2-day old worm cultured on bacterial pellets supplemented with LB media (+LB), supernatants from HT115 cultures (+HTS) or supernatants from OP50 bacterial cultures (+OPS). The number of aggregates per worm is shown. Number of worms,  $n = 47$  (OP50 pellet +LB),  $n = 52$  (HT115 pellet +LB),  $n = 34$  (OP50 pellet +HTS),  $n = 55$  (OP50 pellet +OPS). OP50 vs. HT115 (+LB)  $P < 0.0001$ , OP50 (+LB) vs. OP50 (+HTS)  $P = 0.1747$ , HT115 (+LB) vs. HT115 (+OPS)  $P = 0.1458$ , OP50 (+HTS) vs. HT115 (+OPS)  $P < 0.0001$ . Values represent mean  $\pm$  SD from three independent experiments. One-way ANOVA with Sidak's multiple comparison test was used. ns  $P > 0.05$ , \*\*\*\* $P < 0.0001$ . Scale bars in all panels are 100 $\mu$ m. Source data are provided as a Source Data file.

**a**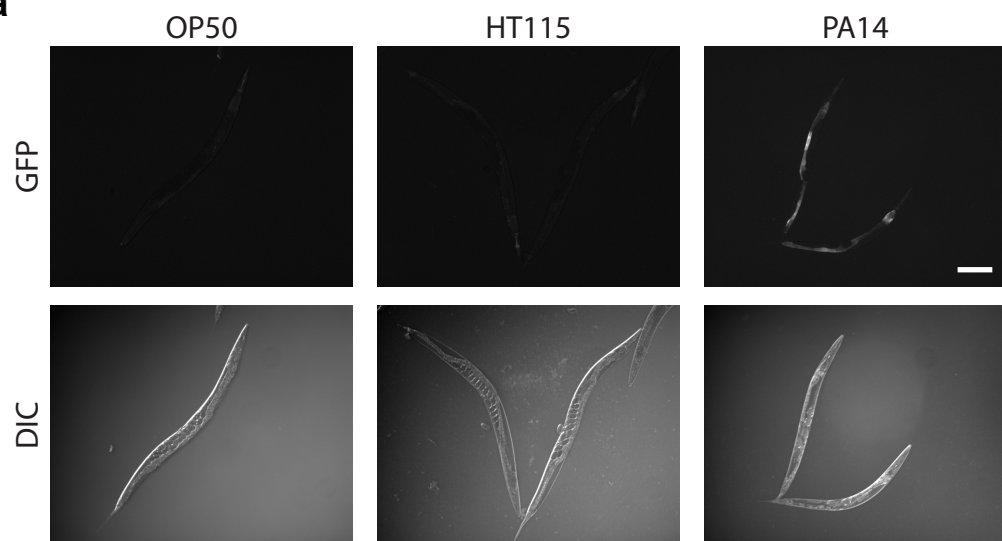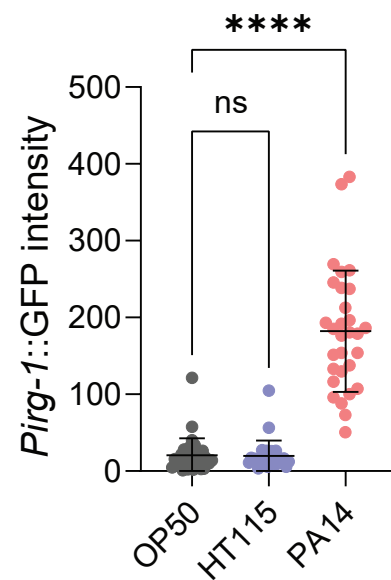**b**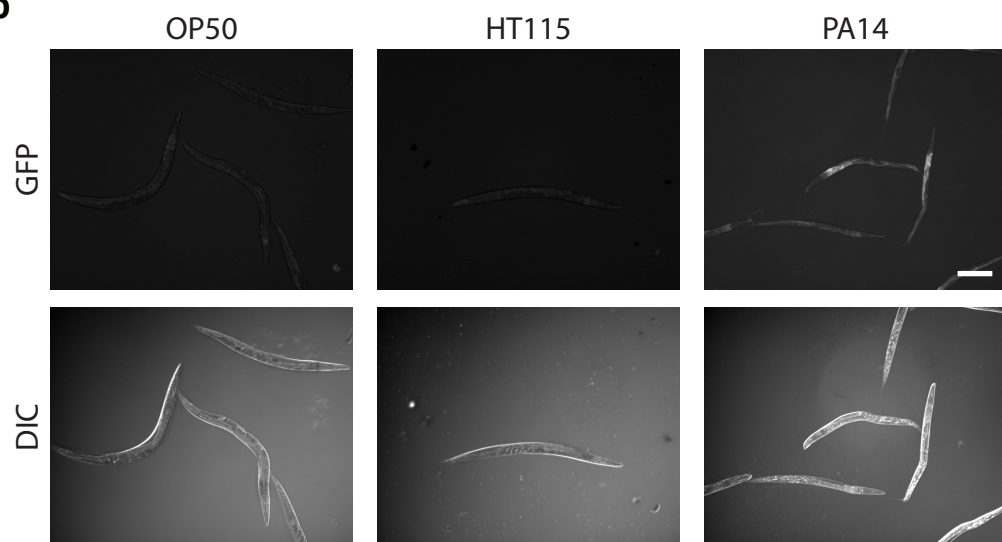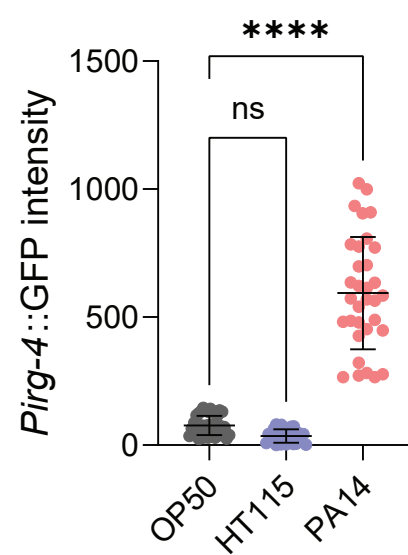**c**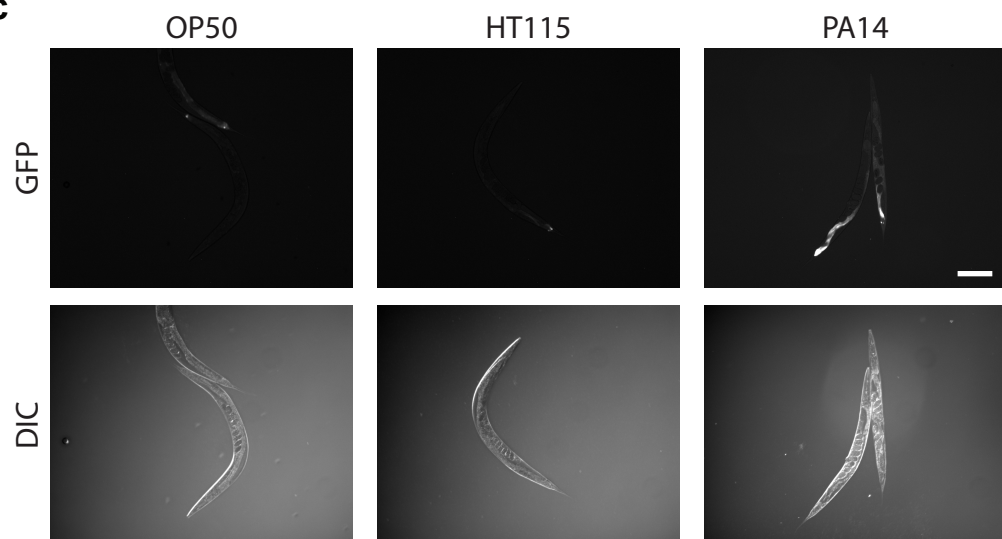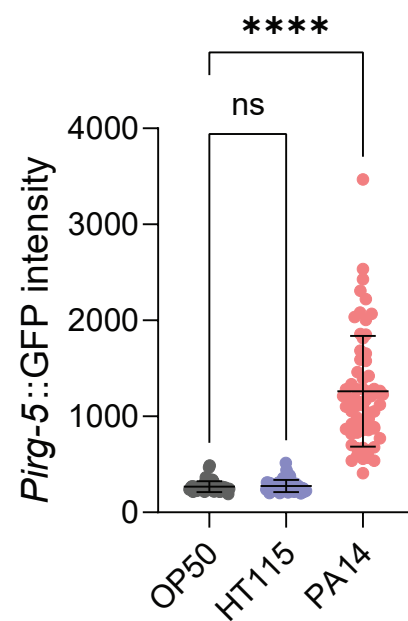

**Supplementary Figure 5. The expression levels of *irg* genes are not affected by OP50 and**

**HT115 bacteria.** (a-c) Representative fluorescence (upper panel) and DIC (lower panel) images of *p<sub>irg-1</sub>::GFP* (a), *p<sub>irg-4</sub>::GFP* (b) and *p<sub>irg-5</sub>::GFP* (c) expressing worms on OP50, HT115 and *P. aeruginosa* (PA14) bacteria. Quantification of the mean fluorescence intensity is shown on the right.

Number of worms,  $n = 32$  (OP50),  $n = 25$  (HT115),  $n = 30$  (PA14) and OP50 vs. HT115  $P = 0.9985$ ,

OP50 vs. PA14  $P < 0.0001$  for (a),  $n = 44$  (OP50),  $n = 28$  (HT115),  $n = 33$  (PA14) and OP50 vs.

HT115  $P = 0.3055$ , OP50 vs. PA14  $P < 0.0001$  for (b),  $n = 55$  (OP50),  $n = 60$  (HT115),  $n = 64$  (PA14)

and OP50 vs. HT115  $P = 0.9892$ , OP50 vs. PA14  $P < 0.0001$  for (c). Values are in arbitrary units

and represent mean  $\pm$  SD. One-way ANOVA with Sidak's multiple comparison test was used. ns

$P > 0.05$ , \*\*\*\*  $P < 0.0001$ . Scale bars is 200 $\mu$ m. Source data are provided as a Source Data file.

**a**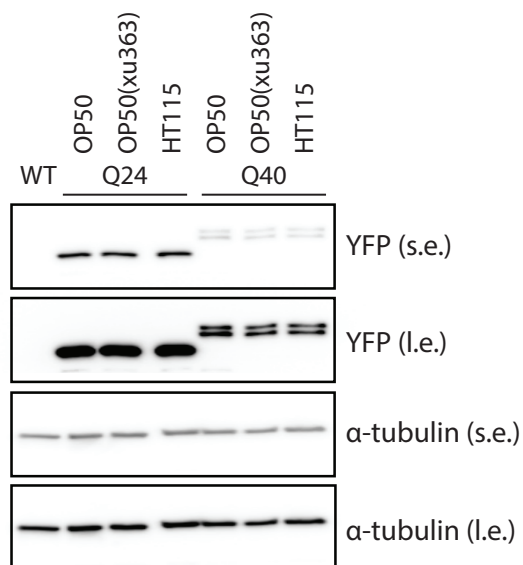**b**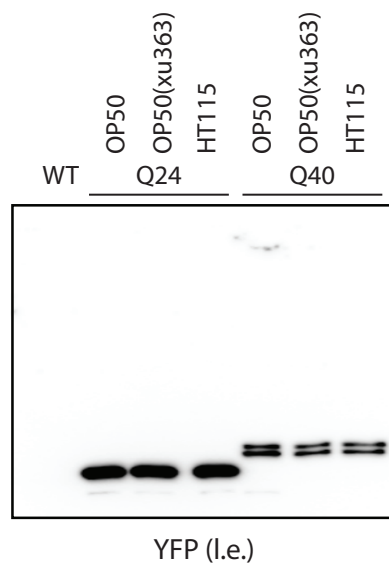**c**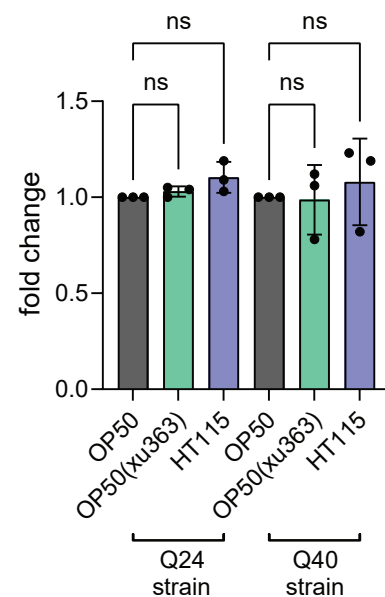**d**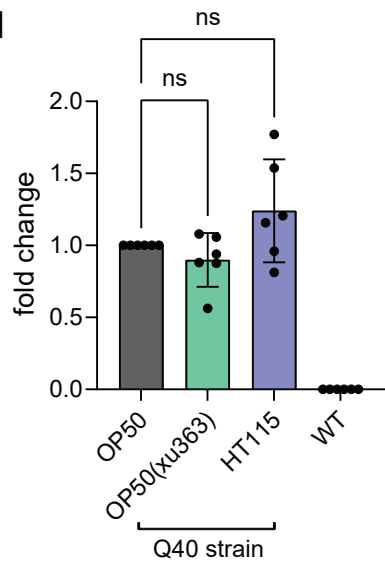**e**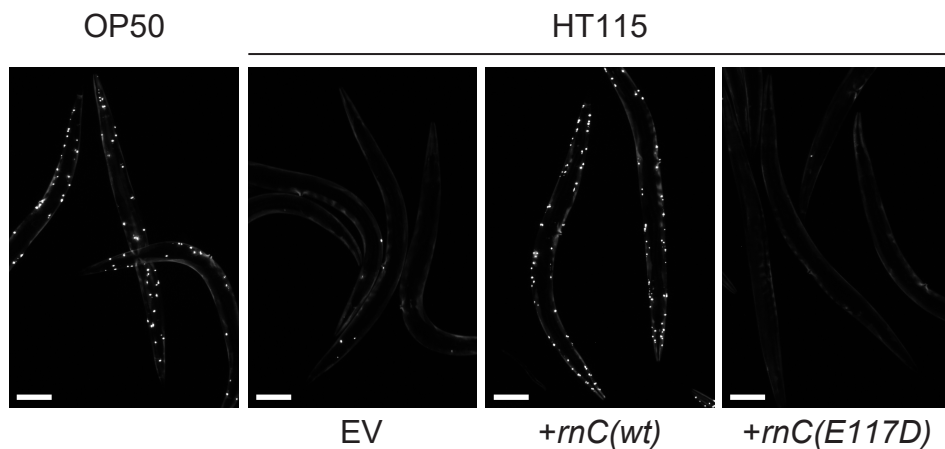**f**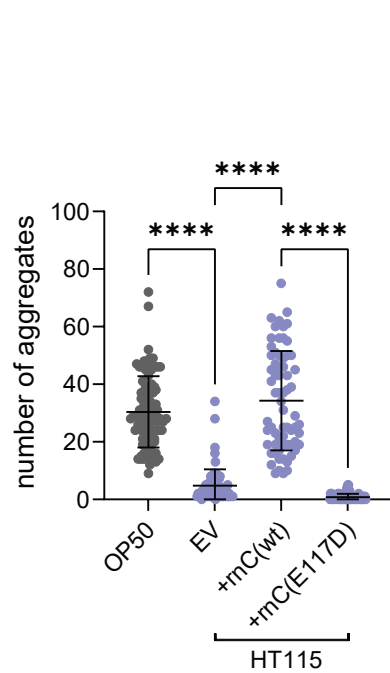**g**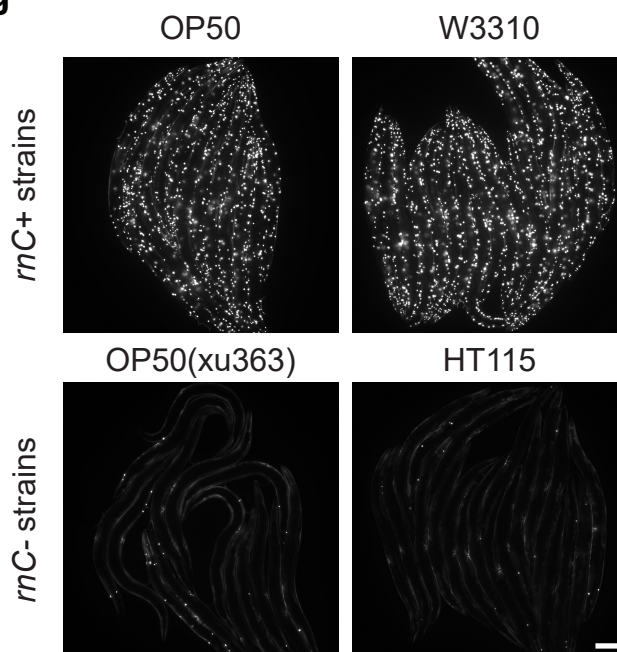**h**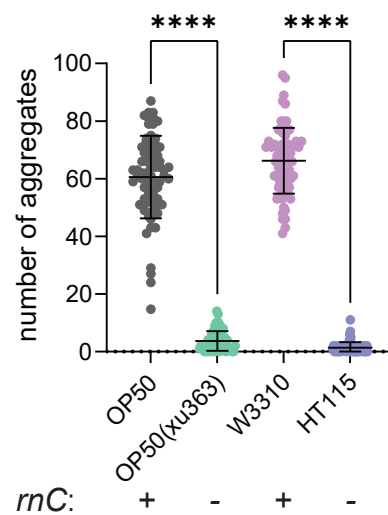

**Supplementary Figure 6. Ribonuclease 3 expression in bacteria regulates the accumulation of polyQ40 protein aggregates in *C. elegans* but not the levels of polyQ40.**

(a, b) Representative immunoblots of lysates from whole polyQ24::YFP-expressing (Q24) and polyQ40::YFP-expressing (Q40) 2-day old worms reared on the different diets, probed for GFP and  $\alpha$ -tubulin as internal loading control. Lysates for 2-day old WT worms on OP50 were used as negative control. The experiment was repeated three times with similar results. (c) Fold change analysis of polyQ24::YFP (Q24) and polyQ40::YFP (Q40) intensities relative to respective OP50 and normalized to  $\alpha$ -tubulin. Three independent experiments were performed. OP50 vs. OP50(xu363) (Q24)  $P = 0.9972$ , OP50 vs. HT115 (Q24)  $P = 0.7925$ , OP50 vs. OP50(xu363) (Q40)  $P = 0.9999$ , OP50 vs. HT115 (Q40)  $P = 0.9033$ . (d) Fold change RT-PCR analysis of YFP::GFP from polyQ40::YFP (Q40) worms on OP50, OP50(xu363) and HT115 diets relative to OP50. WT animals were used as negative control. Three independent experiments that were run twice, were performed. OP50 vs. OP50(xu363)  $P = 0.7800$ , OP50 vs. HT115  $P = 0.1480$ . (e) Representative images of 2-day old polyQ40::YFP-expressing worms on OP50 and HT115 expressing the wt (+*rnc*(wt)) or catalytically dead (+*rnc*(E117D)) ribonuclease 3. EV serves as the control vector. Scale bar is 100 $\mu$ m. (f) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on OP50 and HT115 bacteria expressing the control empty vector (EV), wt (+*rnc*(wt)) or catalytically dead (+*rnc*(E117K)) ribonuclease 3. Number of worms,  $n = 89$  (OP50),  $n = 74$  (EV),  $n = 67$  (+*rnc*(wt)),  $n = 65$  (+*rnc*(E117K)),  $n = 75$  (+*rnc*(E117D)). OP50 vs. EV  $P < 0.0001$ , EV vs. +*rnc*(wt)  $P < 0.0001$ , EV vs. +*rnc*(E117D)  $P = 0.1004$ , +*rnc*(wt) vs. +*rnc*(E117D)  $P < 0.0001$ . (g) Representative images of 2-day old polyQ40::YFP-expressing worms on ribonuclease 3 expressing (*rnc*+) OP50 and W3310 paternal *E. coli* or their ribonuclease depleted (*rnc*-) OP50(xu363) and HT115 derivatives. Scale bar is 100 $\mu$ m. (h) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on ribonuclease expressing (*rnc*+) OP50 and W3310 *E. coli* or ribonuclease depleted (*rnc*-) OP50(xu363) and HT115 bacteria. The number of aggregates per worm is shown. Number of worms,  $n = 70$  (OP50),  $n = 62$  (OP50(*rnc*-)),  $n = 72$  (W3310)  $n = 78$  (HT115(*rnc*-)). OP50 vs. OP50(xu363)  $P < 0.0001$ , OP50 vs. W3310  $P = 0.0011$ , OP50(xu363) vs. W3310  $P < 0.0001$ . Values represent mean  $\pm$  SD from three independent experiments. One-way ANOVA with Sidak's multiple comparison test was used. ns  $P > 0.05$ , \*\*\*\*  $P < 0.0001$ . Source data are provided as a Source Data file.

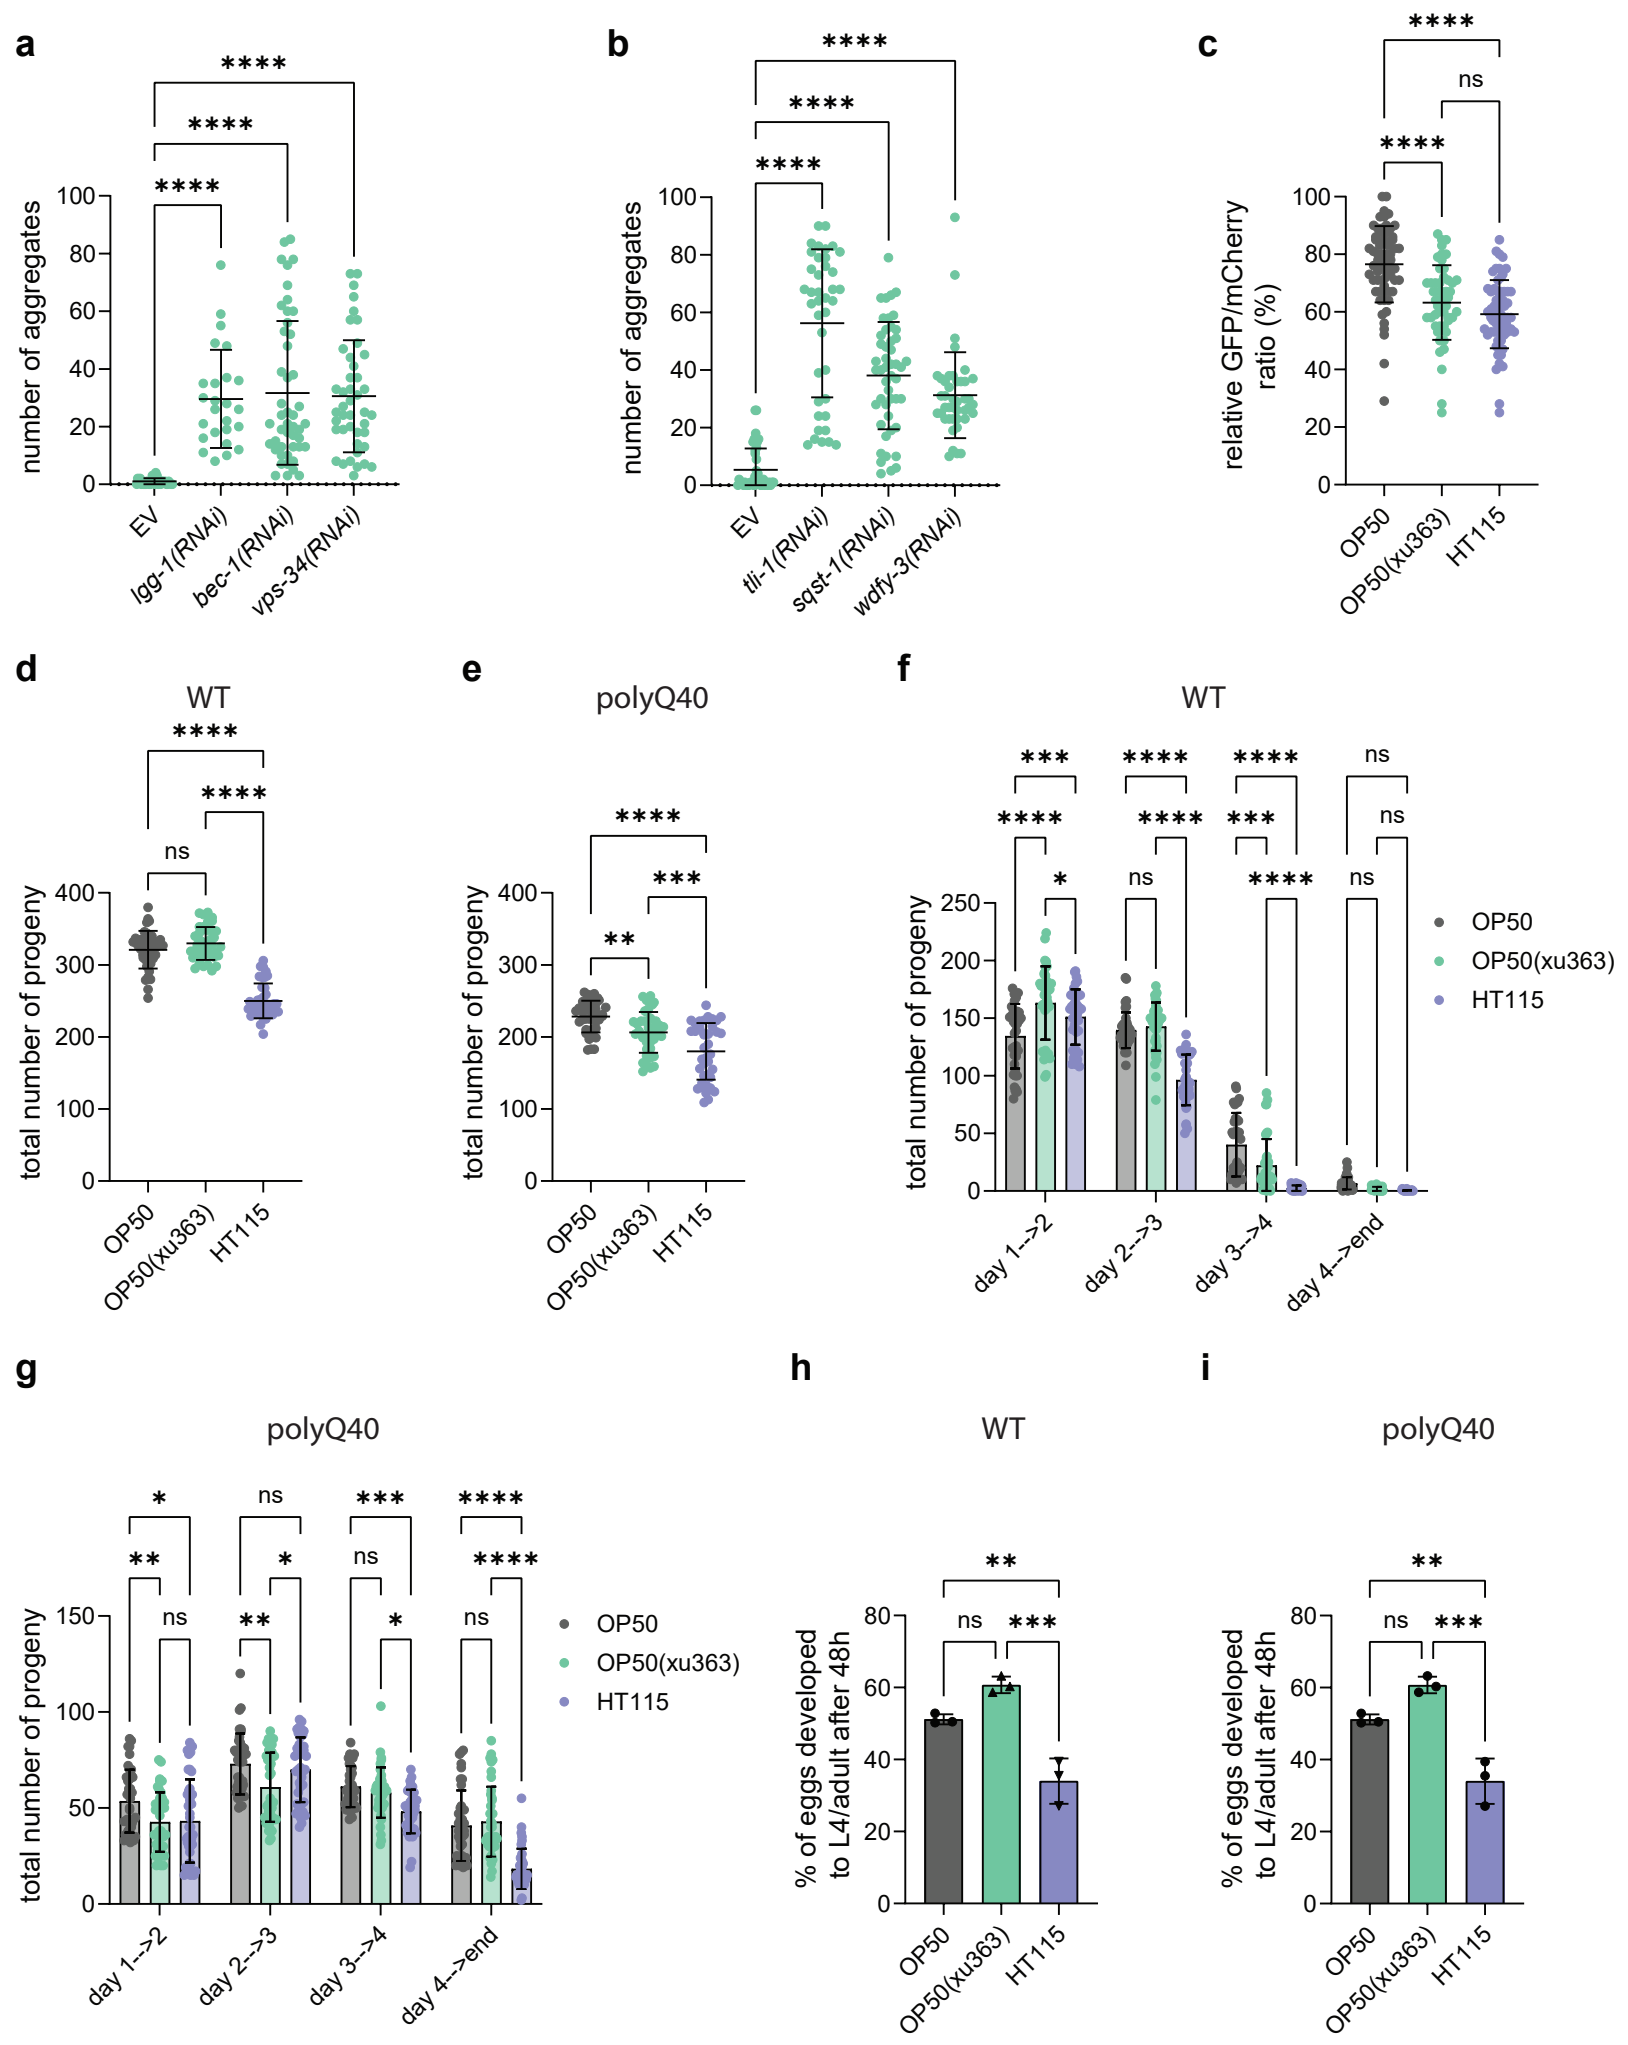

**Supplementary Figure 7. Autophagy disruption increases protein aggregation in worms on OP50(xu363) diet and lesion of ribonuclease 3 in OP50 bacteria (OP50(xu363)) does not negatively affect *C. elegans* brood size or developmental rate.** (a) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on OP50(xu363), treated with EV, *lgg-1(RNAi)*, *bec-1(RNAi)* and *vps-34(RNAi)*. The number of aggregates per worm is shown. Number of worms,  $n = 37$  (EV),  $n = 25$  (*lgg-1(RNAi)*),  $n = 37$  (*bec-1(RNAi)*),  $n = 43$  (*vps-34(RNAi)*).  $P > 0.0001$ . (b) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on OP50(xu363), treated with EV, *tli-1(RNAi)*, *sqst-1(RNAi)* and *wdfy-3(RNAi)*. The number of aggregates per worm is shown. Number of worms,  $n = 42$  (EV),  $n = 39$  (*tli-1(RNAi)*),  $n = 48$  (*sqst-1(RNAi)*),  $n = 41$  (*wdfy-3(RNAi)*).  $P > 0.0001$ . (c) Quantification of GFP/mCherry LGG-1 positive puncta per muscle cell of worms on OP50, OP50(xu363) and HT115.  $n = 64$  (OP50),  $n = 52$  (OP50(xu363)),  $n = 63$  (HT115). OP50 vs. OP50(xu363)  $P < 0.0001$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P = 0.2582$ . (d) Total brood size and (f) brood size per day of wt worms on OP50, OP50(xu363) and HT115. (e) Total brood size and (g) brood size per day of polyQ40expressing worms on OP50, OP50(xu363) and HT115. Number of worms,  $n = 40$  for all conditions (d-g). (d) OP50 vs. OP50(xu363)  $P = 0.2977$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P < 0.0001$ . (e) OP50 vs. OP50(xu363)  $P = 0.0048$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P = 0.0007$ . (f) day 1-->2 OP50 vs. OP50(xu363)  $P < 0.0001$ , OP50 vs. HT115  $P = 0.0007$ , OP50(xu363) vs. HT115  $P = 0.0196$ , day 2-->3 OP50 vs. OP50(xu363)  $P = 0.7676$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P < 0.0001$ , day 3-->4 OP50 vs. OP50(xu363)  $P = 0.0002$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P < 0.0001$ , day 4-->end OP50 vs. OP50(xu363)  $P = 0.5123$ , OP50 vs. HT115  $P = 0.3344$ , OP50(xu363) vs. HT115  $P = 0.09482$ . (g) day 1-->2 OP50 vs. OP50(xu363)  $P = 0.0069$ , OP50 vs. HT115  $P = 0.0109$ , OP50(xu363) vs. HT115  $P = 0.9880$ , day 2-->3 OP50 vs. OP50(xu363)  $P = 0.0020$ , OP50 vs. HT115  $P = 0.6758$ , OP50(xu363) vs. HT115  $P = 0.0279$ , day 3-->4 OP50 vs. OP50(xu363)  $P = 0.6699$ , OP50 vs. HT115  $P = 0.0009$ , OP50(xu363) vs. HT115  $P = 0.0153$ , day 4-->end OP50 vs. OP50(xu363)  $P = 0.8326$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P < 0.0001$ .

(h) Developmental rate of wt and (i) polyQ40-expressing worms on OP50, OP50(xu363) and HT115, was measured as the percentage of eggs that developed into L4/adult stages 48h and 62h after egg laying, respectively. Number of worms, n = 751 (OP50), n = 870 (OP50(xu363)), n = 619 (HT115) for (h), n = 883 (OP50), n = 875 (OP50(xu363)), n = 1030 (HT115) for (i). (h) OP50 vs. OP50(xu363) P = 0.0732, OP50 vs. HT115 P = 0.0053, OP50(xu363) vs. HT115 P = 0.0005. (i) OP50 vs. OP50(xu363) P = 0.9107, OP50 vs. HT115 P = 0.015, OP50(xu363) vs. HT115 P = 0.0007. Values represent mean  $\pm$  SD from three independent experiments. One-way ANOVA (a-e, h, i) with Sidak's multiple comparison test and 2way ANOVA (f, g) with Tukey's multiple comparison test were used. ns P>0.05, \* P<0.05, \*\* P<0.01, \*\*\* P<0.001, \*\*\*\* P<0.0001. Source data are provided as a Source Data file.

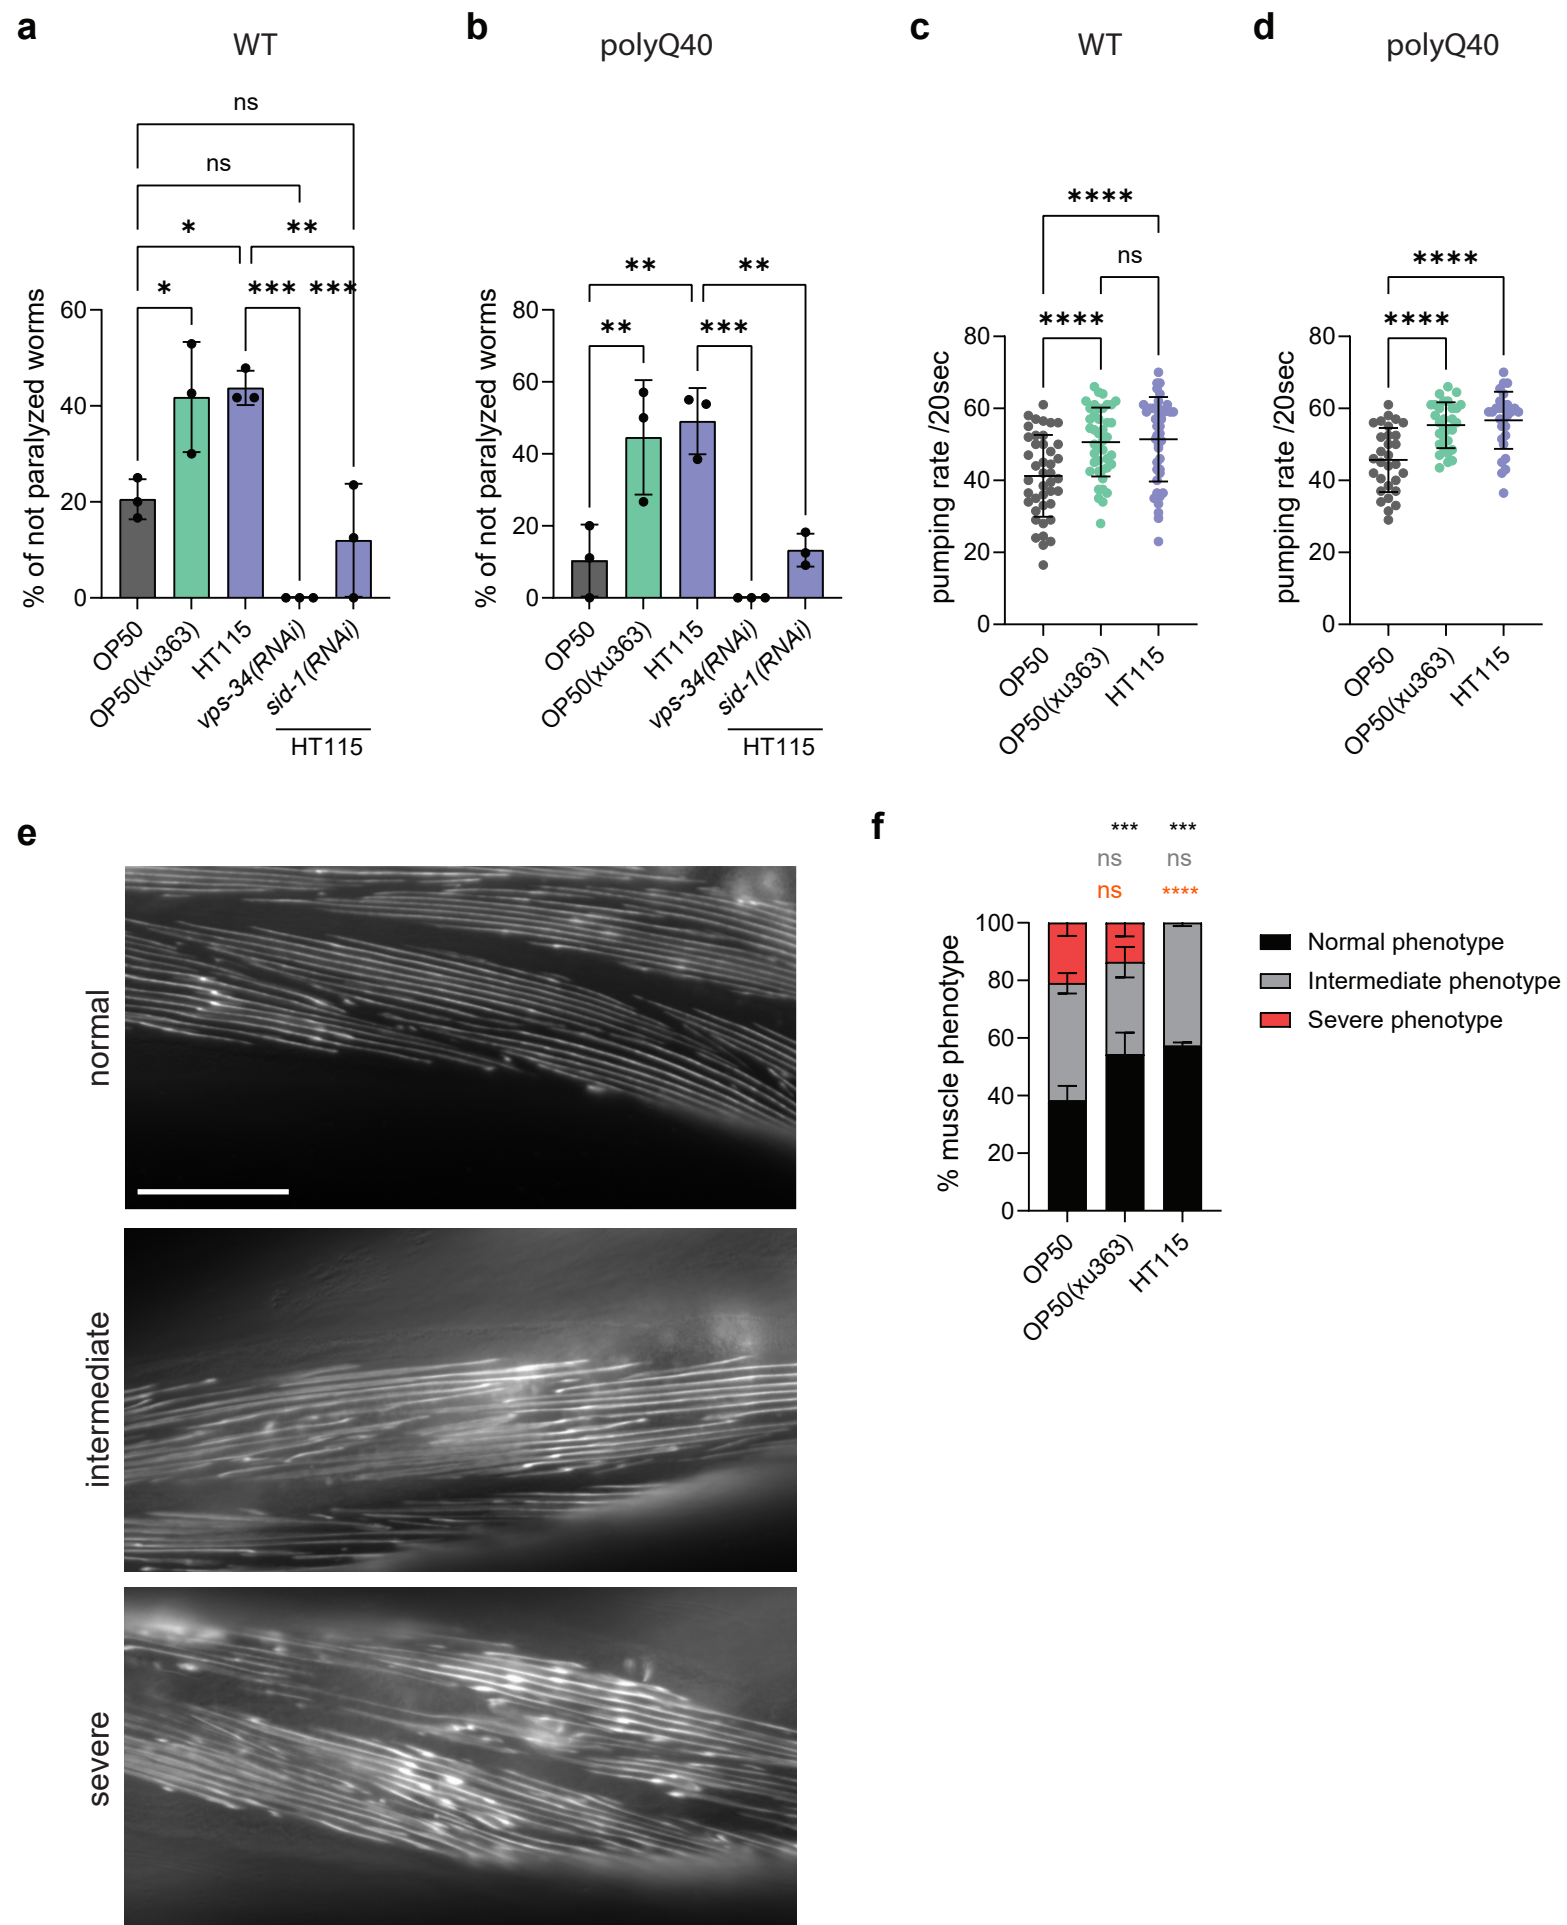

**Supplementary Figure 8. Lesion of ribonuclease 3 in OP50 bacteria (OP50(xu363)) positively affects motility, pharyngeal pumping and muscle phenotype.**

(a) Percentage of not paralyzed (18-20 days old) wt worms on different bacterial diets was assessed. Number of worms  $n = 67$  (OP50),  $n = 61$  (OP50(xu363))  $n = 48$  (HT115),  $n = 23$  (*vps-34(RNAi)*),  $n = 35$  (*sid-1(RNAi)*). OP50 vs. OP50(xu363)  $P = 0.0425$ , OP50 vs. HT115  $P = 0.0257$ , OP50 vs. *vps-34(RNAi)*  $P = 0.0511$ , OP50 vs *sid-1(RNAi)*  $P = 0.7484$ , HT115 vs. *vps-34(RNAi)*  $P = 0.0002$ , , HT115 vs. *sid-1(RNAi)*  $P = 0.0031$  (b) Percentage of not paralyzed (16-18 days old) polyQ40-expressing worms on different bacterial diets was assessed. Number of worms  $n = 49$  (OP50),  $n = 52$  (OP50(xu363))  $n = 46$  (HT115),  $n = 18$  (*vps-34(RNAi)*),  $n = 30$  (*sid-1(RNAi)*). OP50 vs. OP50(xu363)  $P = 0.0055$ , OP50 vs. HT115  $P = 0.0023$ , HT115 vs. *vps-34(RNAi)*  $P = 0.0004$ , , HT115 vs. *sid-1(RNAi)*  $P = 0.0040$ . Pumping rate per 20 seconds of 8-day old (c) wt and (d) polyQ40-expressing worms was assed. Number of worms for (c)  $n = 42$  (OP50),  $n = 42$  (OP50(xu363))  $n = 42$  (HT115) and for (d)  $n = 30$  (OP50),  $n = 30$  (OP50(xu363))  $n = 30$  (HT115). (c) OP50 vs. OP50(xu363)  $P < 0.0001$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P = 0.1102$ . (d) All  $P < 0.0001$ . (e) Muscles were classified into three categories depending on their morphology (normal, intermediated and severe phenotype). Representative fluorescence images of 8-day old GFP::*myo-3*-expressing worms of each category are shown. Scale Bar is 20 $\mu$ m. (f) Quantification of the percentage of muscle phenotype of 8-day old GFP::*myo-3*-expressing worms grown on OP50, OP50(xu363) or HT115. Number of muscles analysed,  $n = 135$  (OP50),  $n = 116$  (OP50(xu363)),  $n = 151$  (HT115). Comparisons are made versus OP50. For normal phenotype, OP50 vs. OP50(xu363)  $P = 0.0007$ , OP50 vs. HT115  $P = 0.0001$ , OP50(xu363) vs. HT115  $P = 0.6774$ , for intermediate phenotype, OP50 vs. OP50(xu363)  $P = 0.0603$ , OP50 vs. HT115  $P = 0.8392$ , OP50(xu363) vs. HT115  $P = 0.0190$ , for severe phenotype, OP50 vs. OP50(xu363)  $P = 0.1225$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P = 0.0030$ . Values represent mean  $\pm$  SD from at least three independent experiments. One-way ANOVA (a, b) with Sidak's multiple comparison test and 2way ANOVA (c, d, f) with Tukey's multiple comparison test were used. ns  $P > 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . Source data are provided as a Source Data file.

**a**

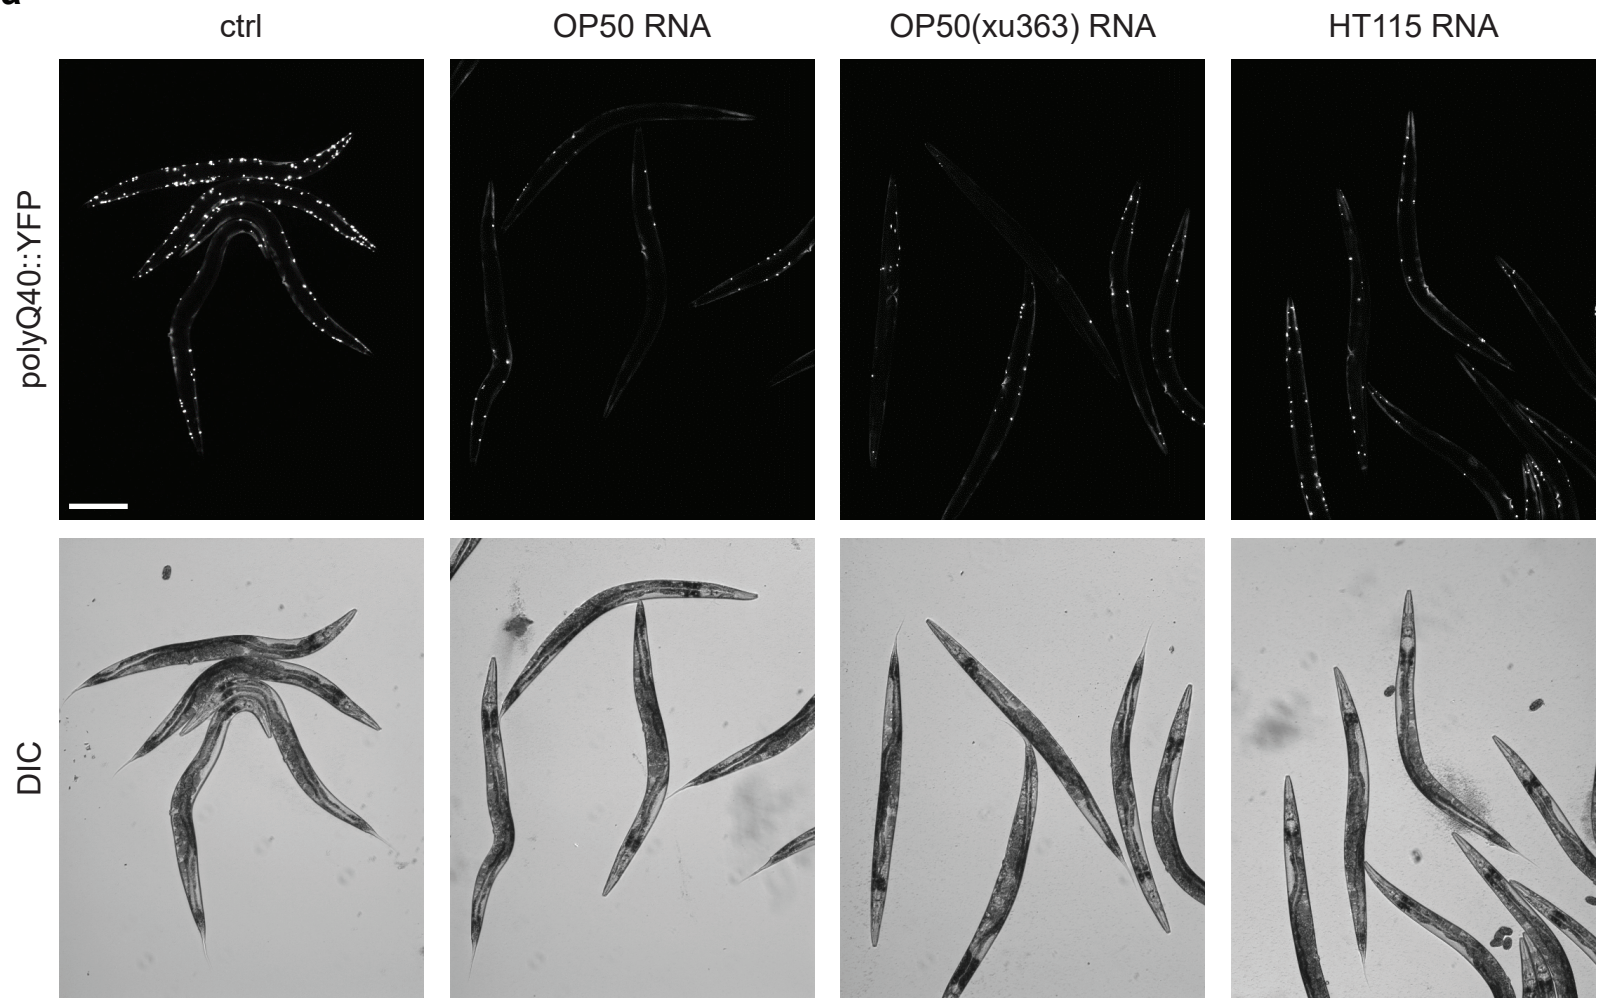

**b**

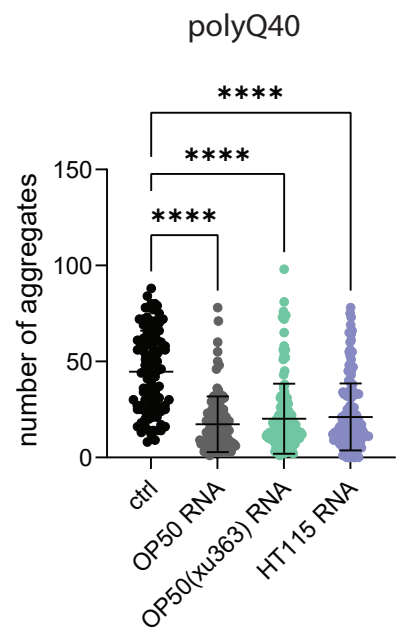

**Supplementary Figure 9. Bacterial RNA affects aggregate formation.** (a) Representative fluorescence (upper panel) and DIC (lower panel) images of 2-day old poly-Q40::YFP-expressing worms on OP50 diets, descendants of worms in which their gonads were injected with water (ctrl), or RNA derived from OP50, OP50(xu363) or HT115 bacteria. Scale bar is 200µm. (b) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on OP50 bacterial diets, descendants of worms in which their gonads were injected with water (ctrl), or RNA derived from OP50, OP50(xu363) or HT115 bacteria. The number of aggregates per worm is shown. Number of worms,  $n = 99$  (ctrl),  $n = 123$  (OP50 RNA),  $n = 143$  (OP50(xu363) RNA),  $n = 177$  (HT115 RNA). Values represent mean  $\pm$  SD from three independent experiments. One-way ANOVA with Sidak's multiple comparison test was used. \*\*\*\*  $P < 0.0001$ . Source data are provided as a Source Data file.

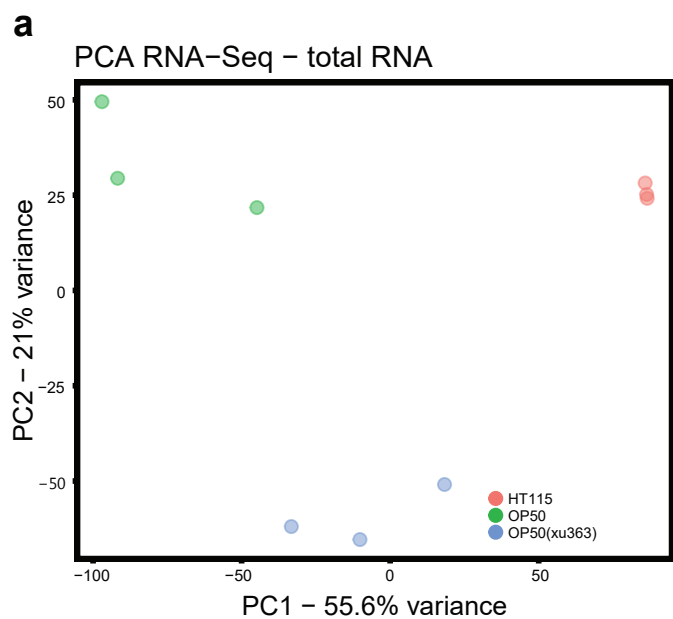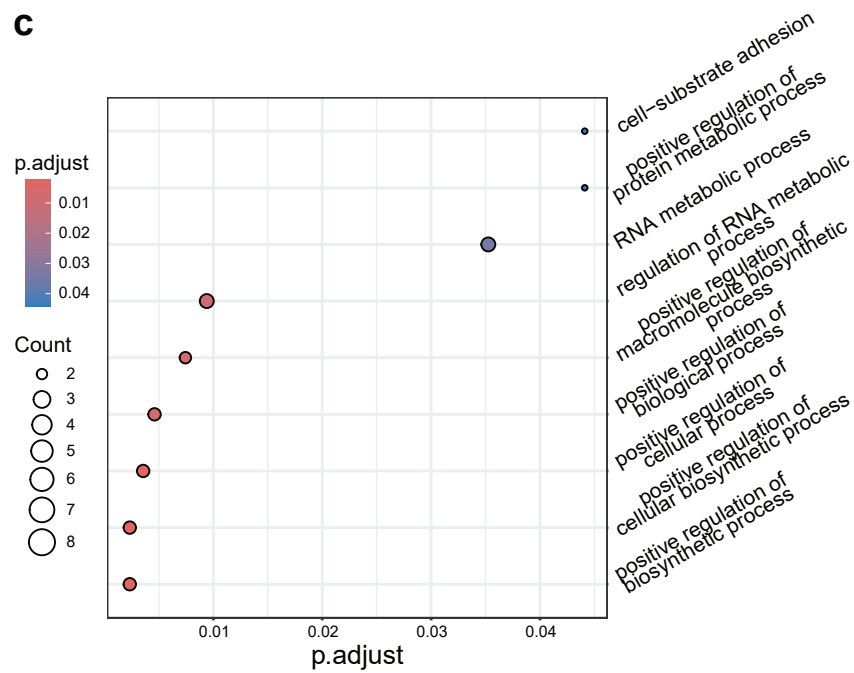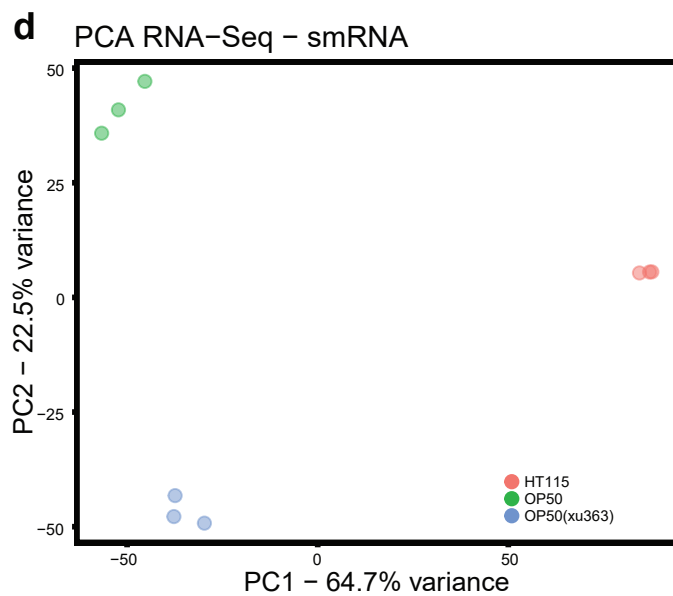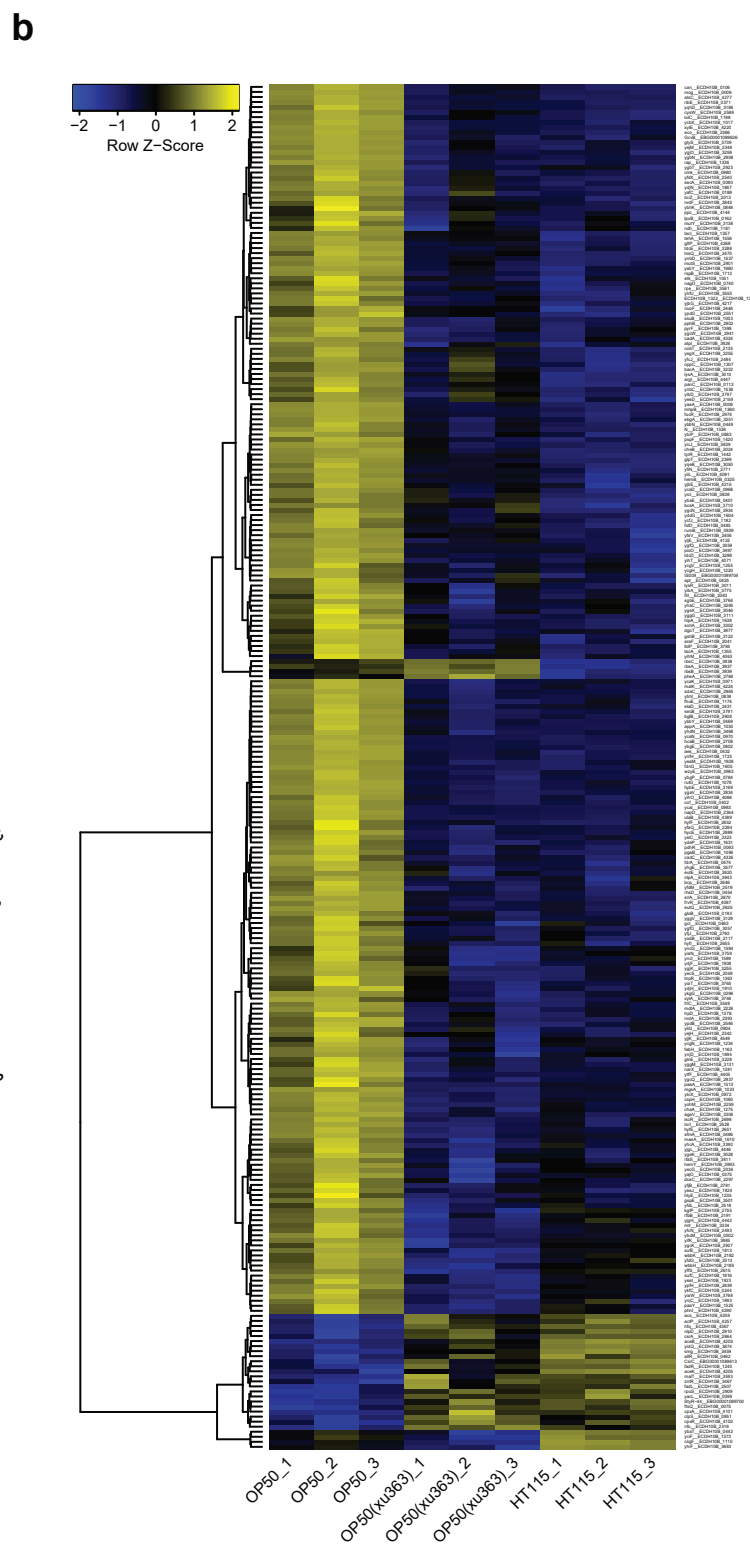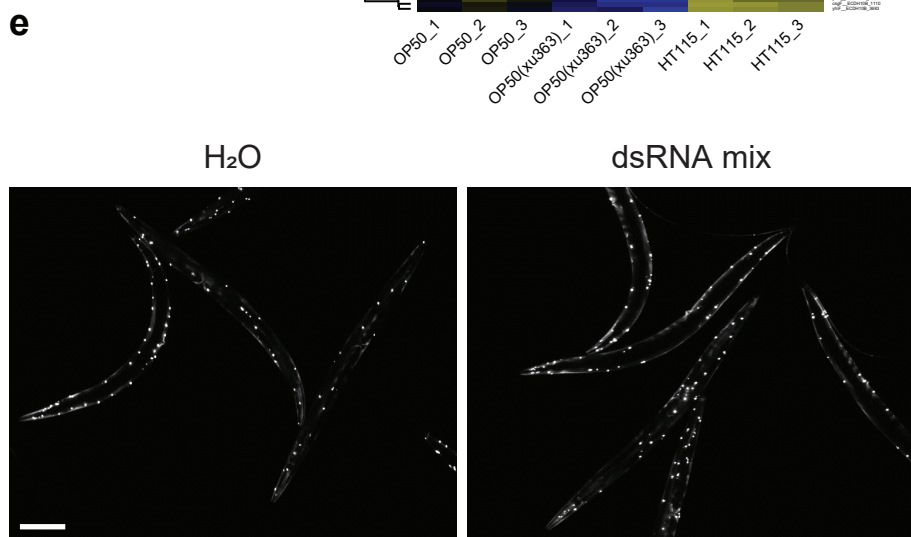

**Supplementary Figure 10. RNA-seq analysis of OP50, OP50(xu363), and HT115 *E. coli* strains.**

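The coordinates of the 9 total RNA libraries, computed anew from the deposited counts of the 3 strains, separated HT115 on the first principal component, at 85.4 ± 0.719, from OP50, at -77.5 ± 28.7 (SD, n = 3 each), with OP50(xu363) between them at -7.93 ± 26.1. On the second component, OP50(xu363) lay at -58.5 ± 8.39, OP50 at 33.0 ± 14.1 and HT115 at 25.5 ± 1.96. The sign of a component is arbitrary. The HT115 libraries lay much closer together on the first component than those of the other strains.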

(a) Principal component analysis of total RNA-Seq read counts mapped to genes of the standard *E. coli* K12 genome. Read counts were normalized using the variance stabilizing transformation as implemented in DESeq2. (b) Heatmap showing expression of patterns of differentially expressed genes from the total RNA-Seq experiments. (c) Dotplot showing enriched Gene Ontology biological pathways among genes consistently up-regulated in HT115 and OP50xu363 compared to OP50. (d) Principal component analysis of small RNA-Seq read counts mapped to the collection of *de novo* assembled Trinity contigs. 

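For small RNA, the first principal component placed HT115 at 113.6 ± 2.13, OP50 at -66.5 ± 7.75 and OP50(xu363) at -47.1 ± 4.59 (SD, n = 3 each). The second component placed OP50 at 54.6 ± 7.45, OP50(xu363) at -61.0 ± 4.96 and HT115 at 6.46 ± 0.221, so that OP50 and OP50(xu363) were set apart mainly on this component by far more than the spread between replicates.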

Read counts were normalized using the variance stabilizing transformation as implemented in DESeq2. (e) Representative images of 2-day old poly-Q40::YFP-expressing worms on OP50 diets, descendants of worms in which their gonads were injected with water (H<sub>2</sub>O) or dsRNA mix produced by *in vitro* transcription . Scale bar is 200µm.

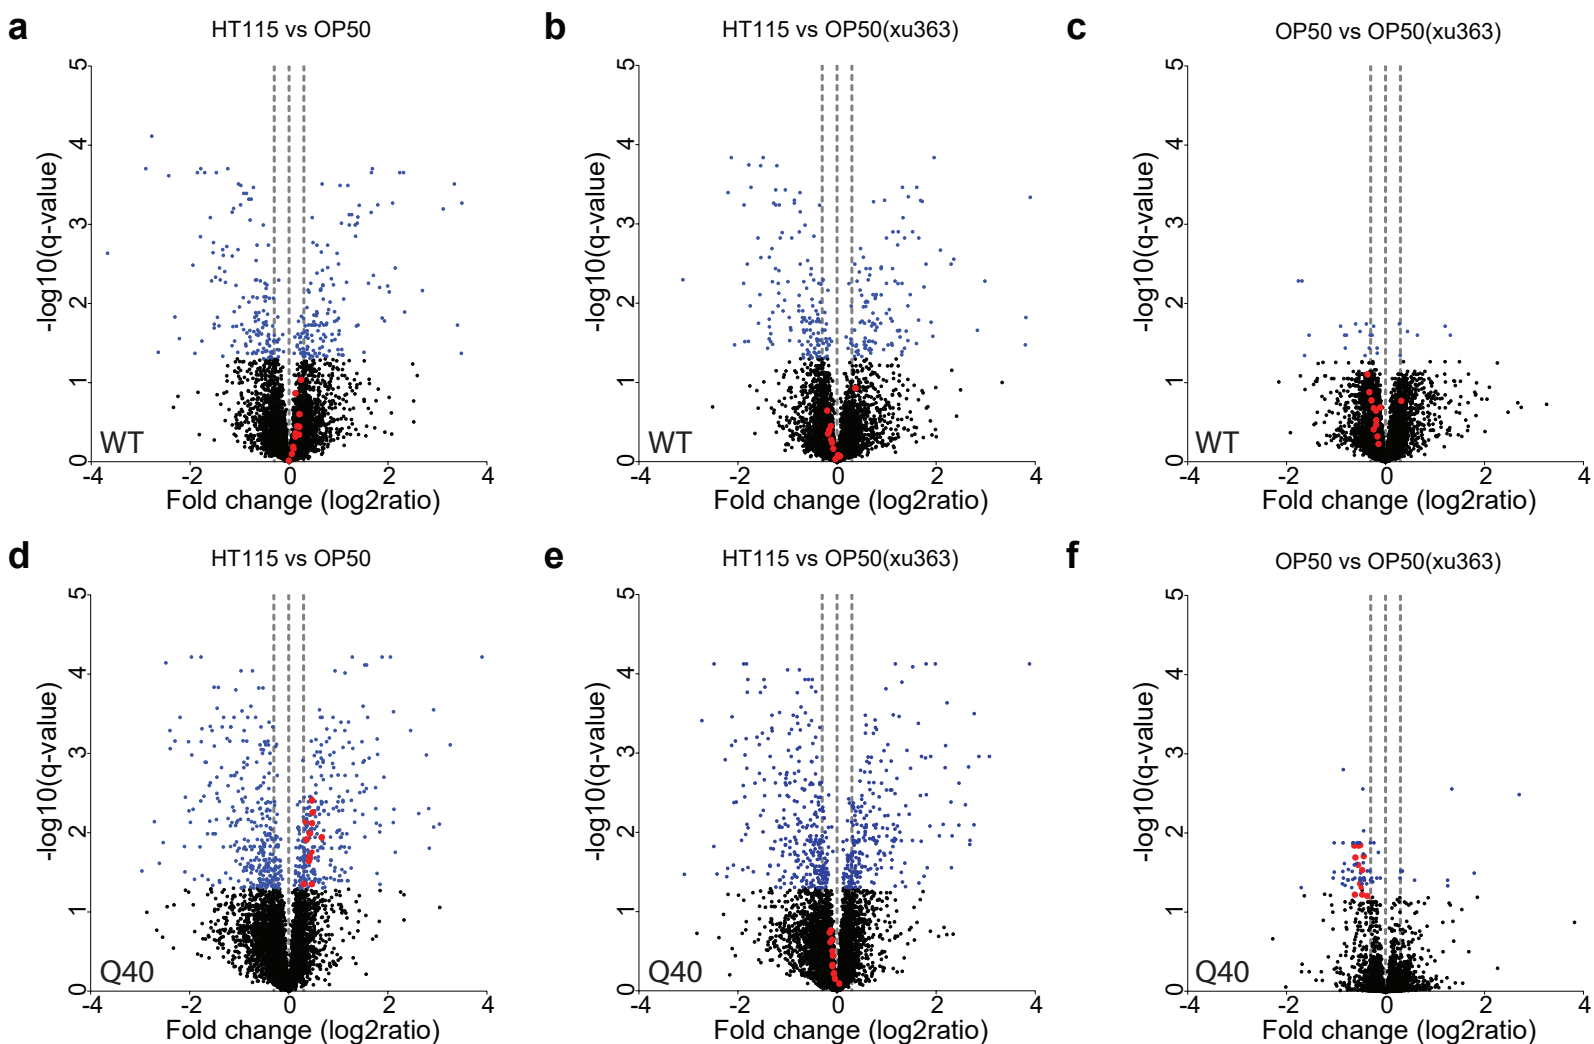

**g**

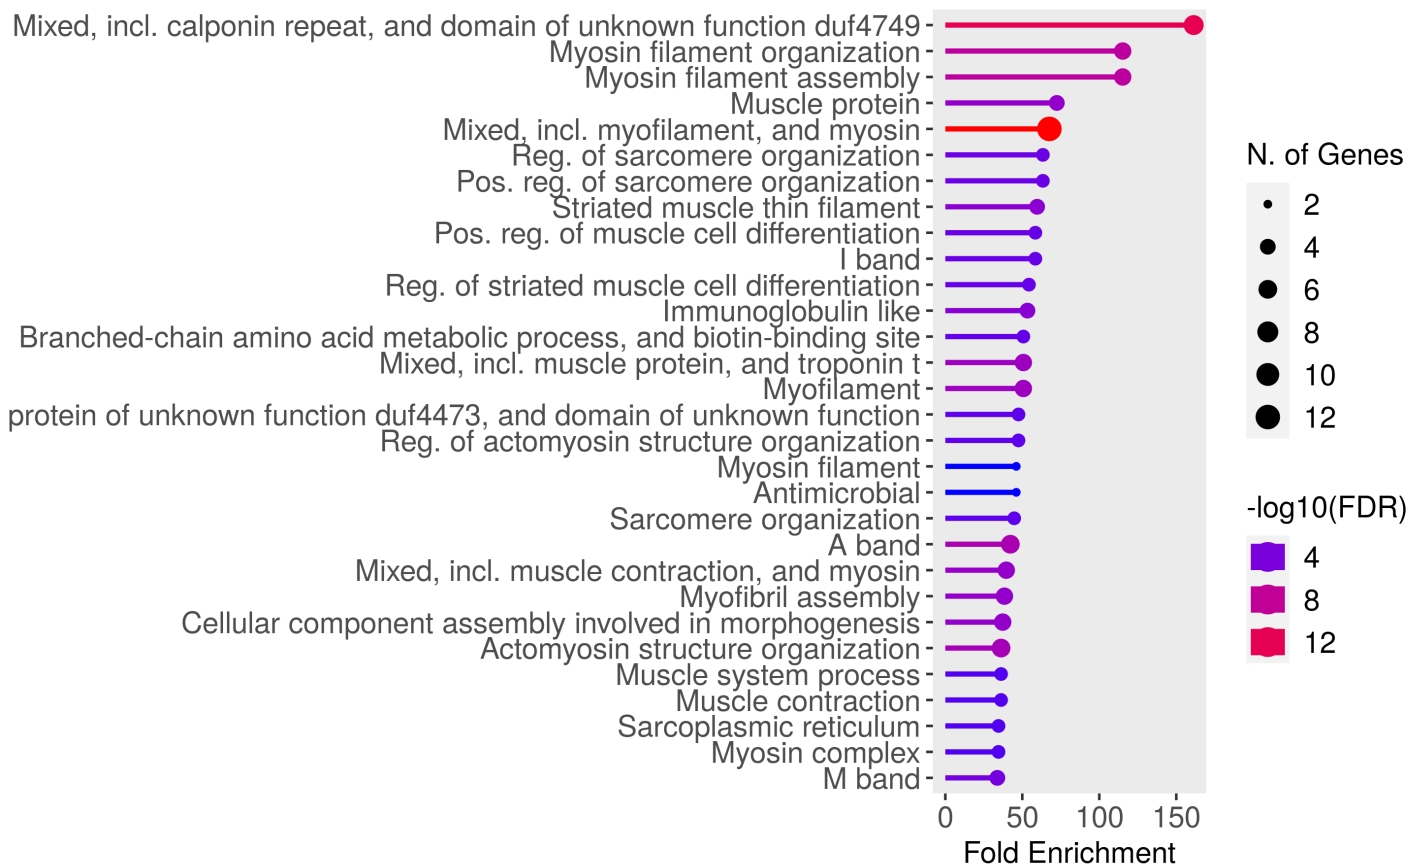

**Supplementary Figure 11. Proteome analysis of polyQ40-expressing worms on OP50, OP50(xu363) or HT115 diet.** (a-f) Volcano plots of total quantified proteins showing significant increase or decrease content in WT (a-c) and polyQ40-expressing (d-f) strains on OP50, OP50(xu363) or HT115 bacteria. In blue are the proteins with q values less than 0.05. UNC-89, UNC-22, TTN-1, UNC-15, ATN-1, UNC-54, UNC-87, ZK1321.4, Y43F8B.1, TNT-2, CPN-3, CLIK-1 proteins from the STRING analysis are shown in red. Horizontal dotted lines are at -0.3, 0, +0.3 fold change. (g) GO term enrichment analysis of all 84 proteins that were significantly upregulated in HT115 or OP50(xu363)-fed worms relative to OP50-fed worms is shown. A q-value of less than 0.05 was used to filter significant changes prior to the pathway analyses.

**a**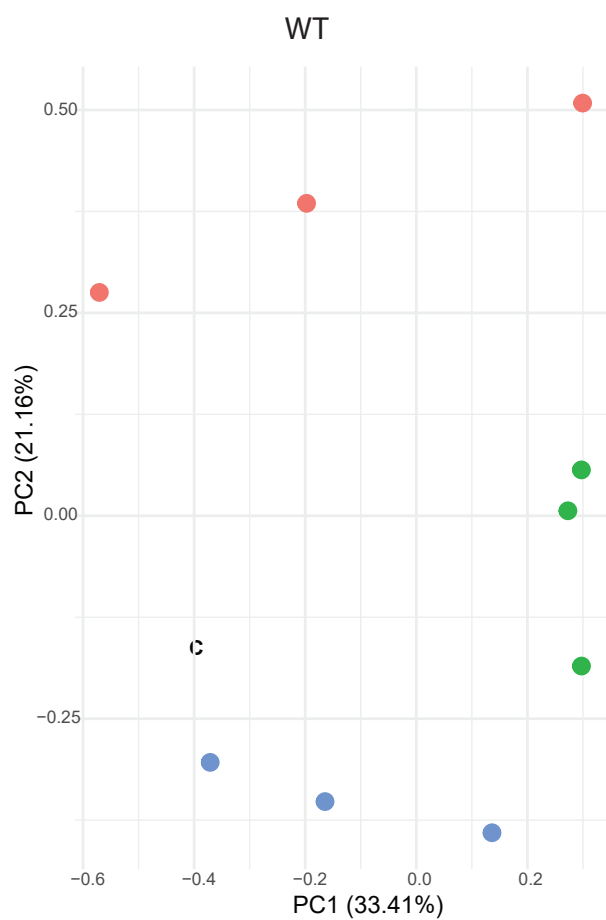**b**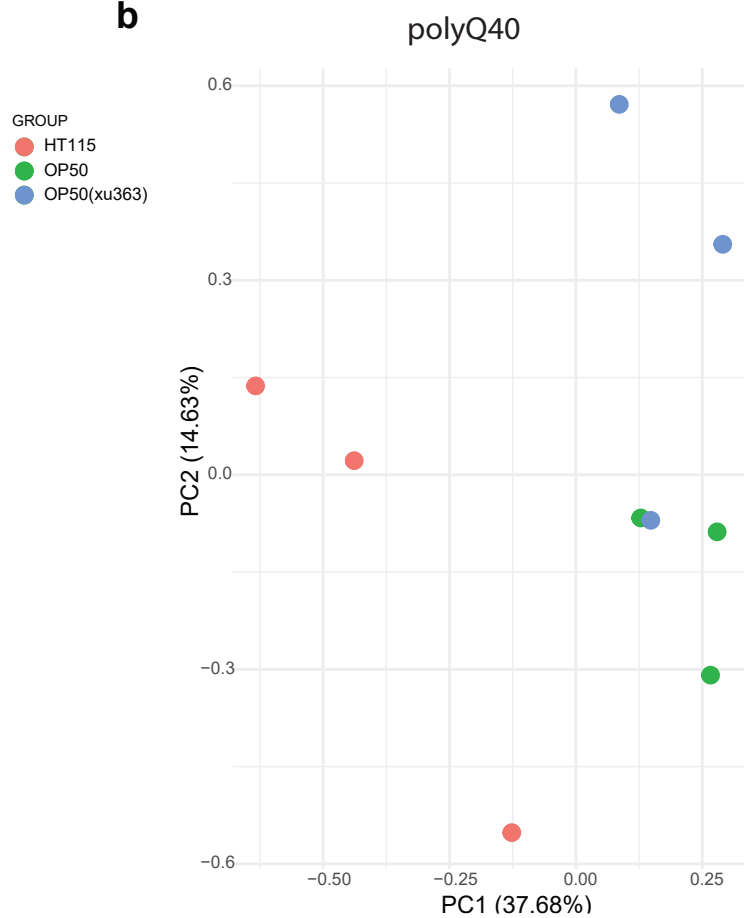**c**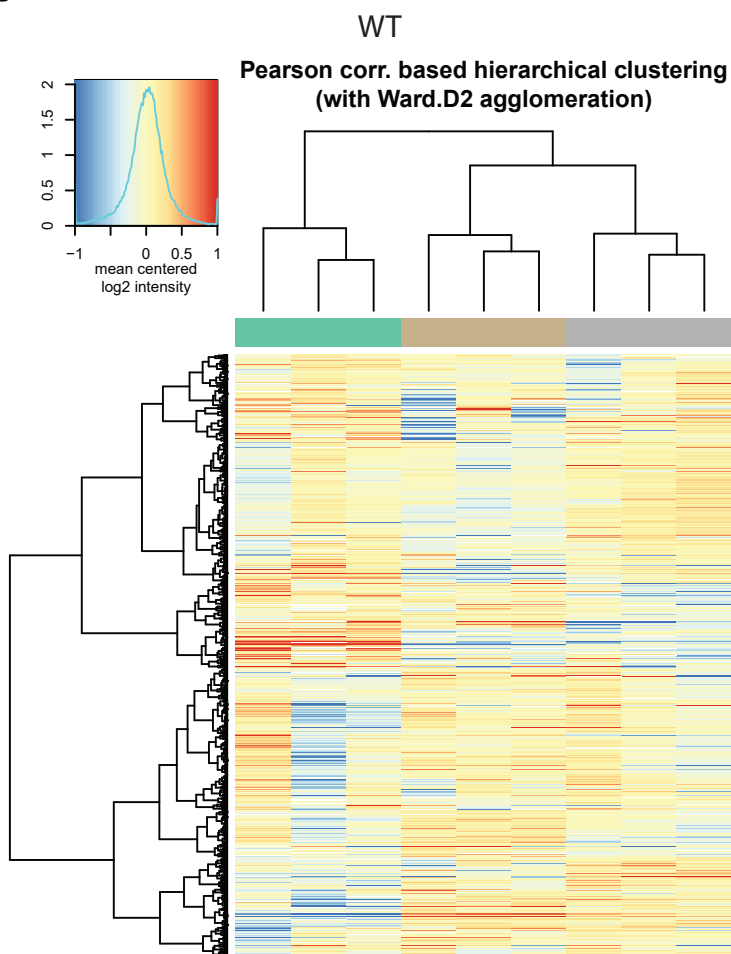**d**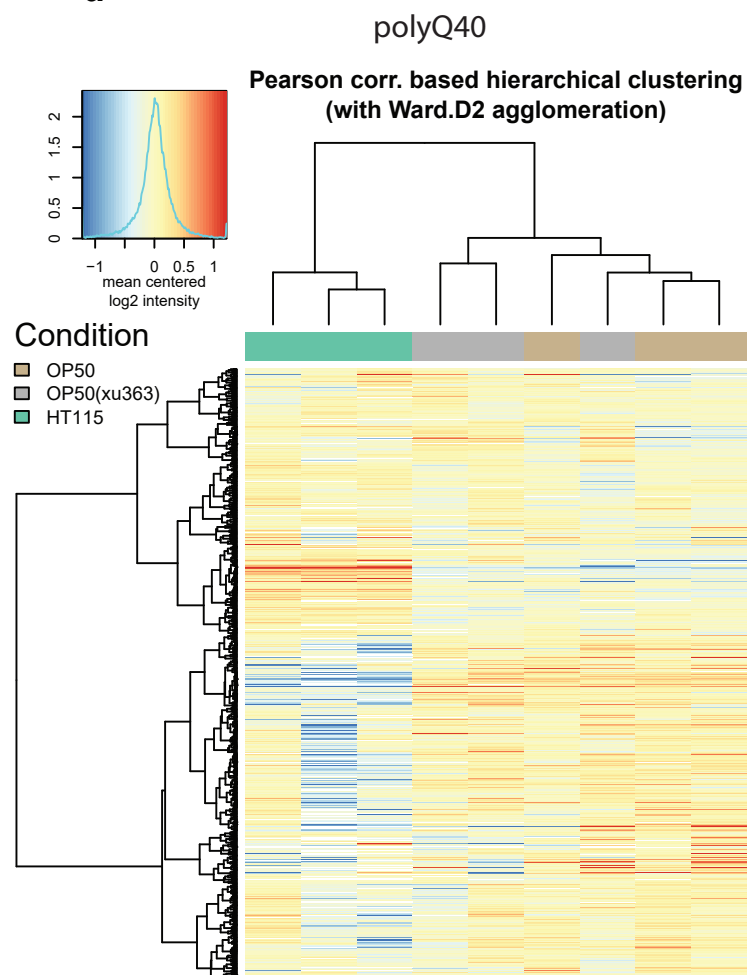

**Supplementary Figure 12. Heatmaps and PCA of proteomic data.** PCA (a, b) and heatmaps (c, d) of proteomic data for wt (a, c) and polyQ40-expressing animals (b, d).

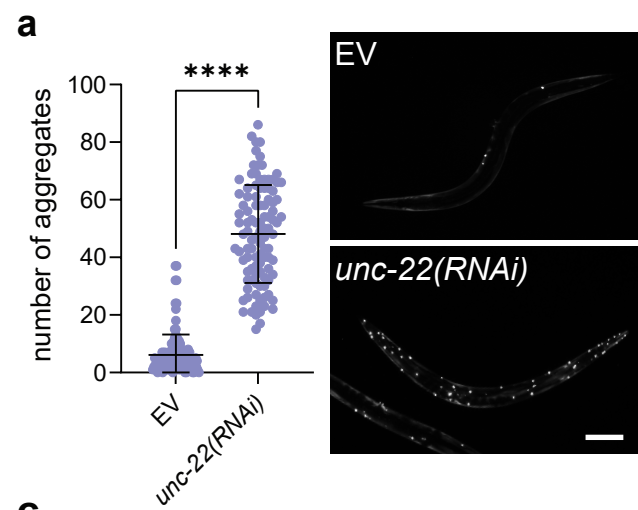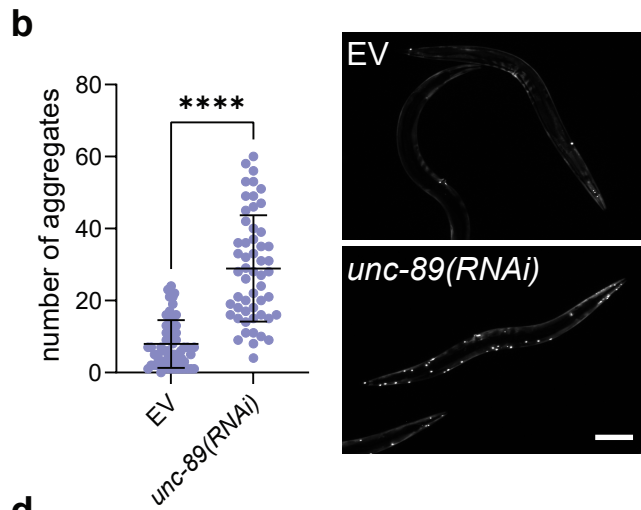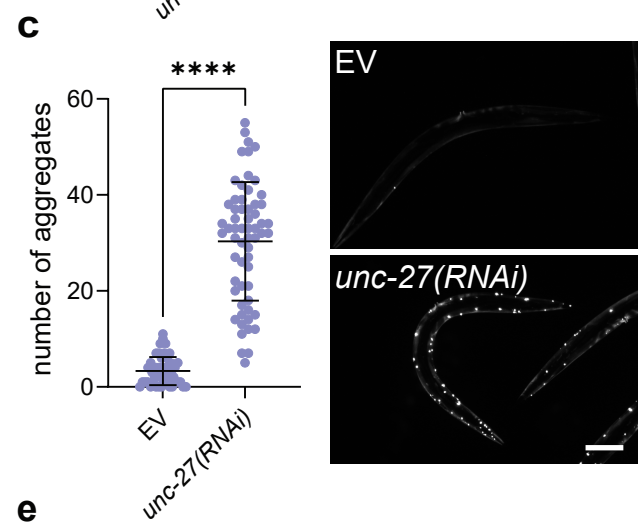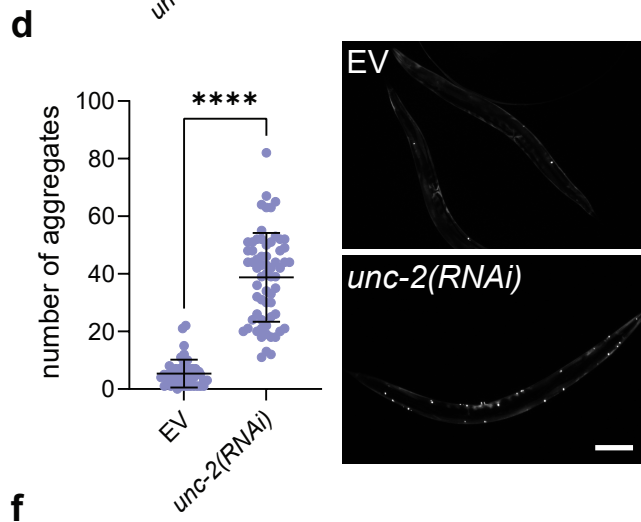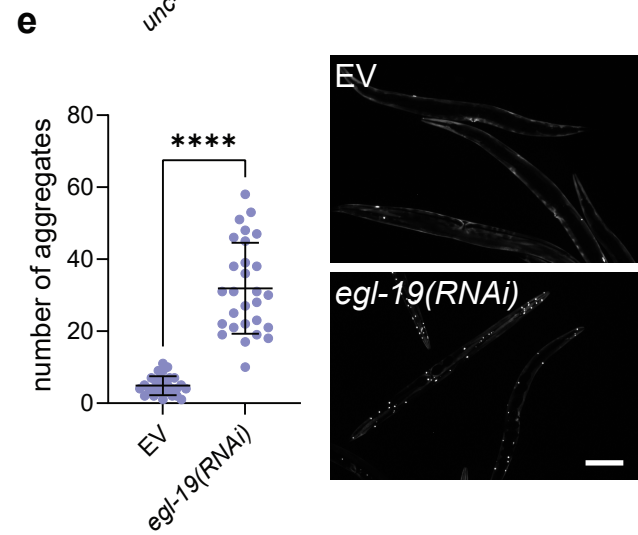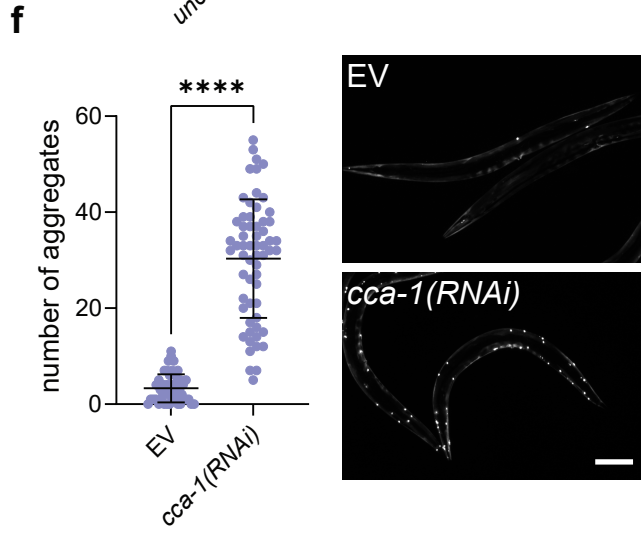

**Supplementary Figure 13. Muscle function prevents the accumulation of protein aggregates.**

(a-f) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on HT115, treated with empty vector (EV), *unc-22(RNAi)* (a), *unc-89(RNAi)* (b), *unc-27(RNAi)* (c), *unc-2(RNAi)* (d), *egl-19(RNAi)* (e) and *cca-1(RNAi)* (f). The number of aggregates per worm is shown. Number of worms,  $n = 118$  (EV),  $n = 104$  (*unc-22(RNAi)*) (a),  $n = 63$  (EV),  $n = 54$  (*unc-89(RNAi)*) (b),  $n = 49$  (EV),  $n = 61$  (*unc-27(RNAi)*) (c),  $n = 45$  (EV),  $n = 64$  (*unc-2(RNAi)*) (d),  $n = 30$  (EV),  $n = 28$  (*egl-19(RNAi)*) (e)  $n = 49$  (EV),  $n = 61$  (*cca-1(RNAi)*) (f). Representative images are shown on the right of each graph. Values represent mean  $\pm$  SD from three independent experiments. Mann Whitney t-test was used. \*\*\*\*  $P < 0.0001$ . Scale bars in all panels are 100 $\mu$ m. Source data are provided as a Source Data file.

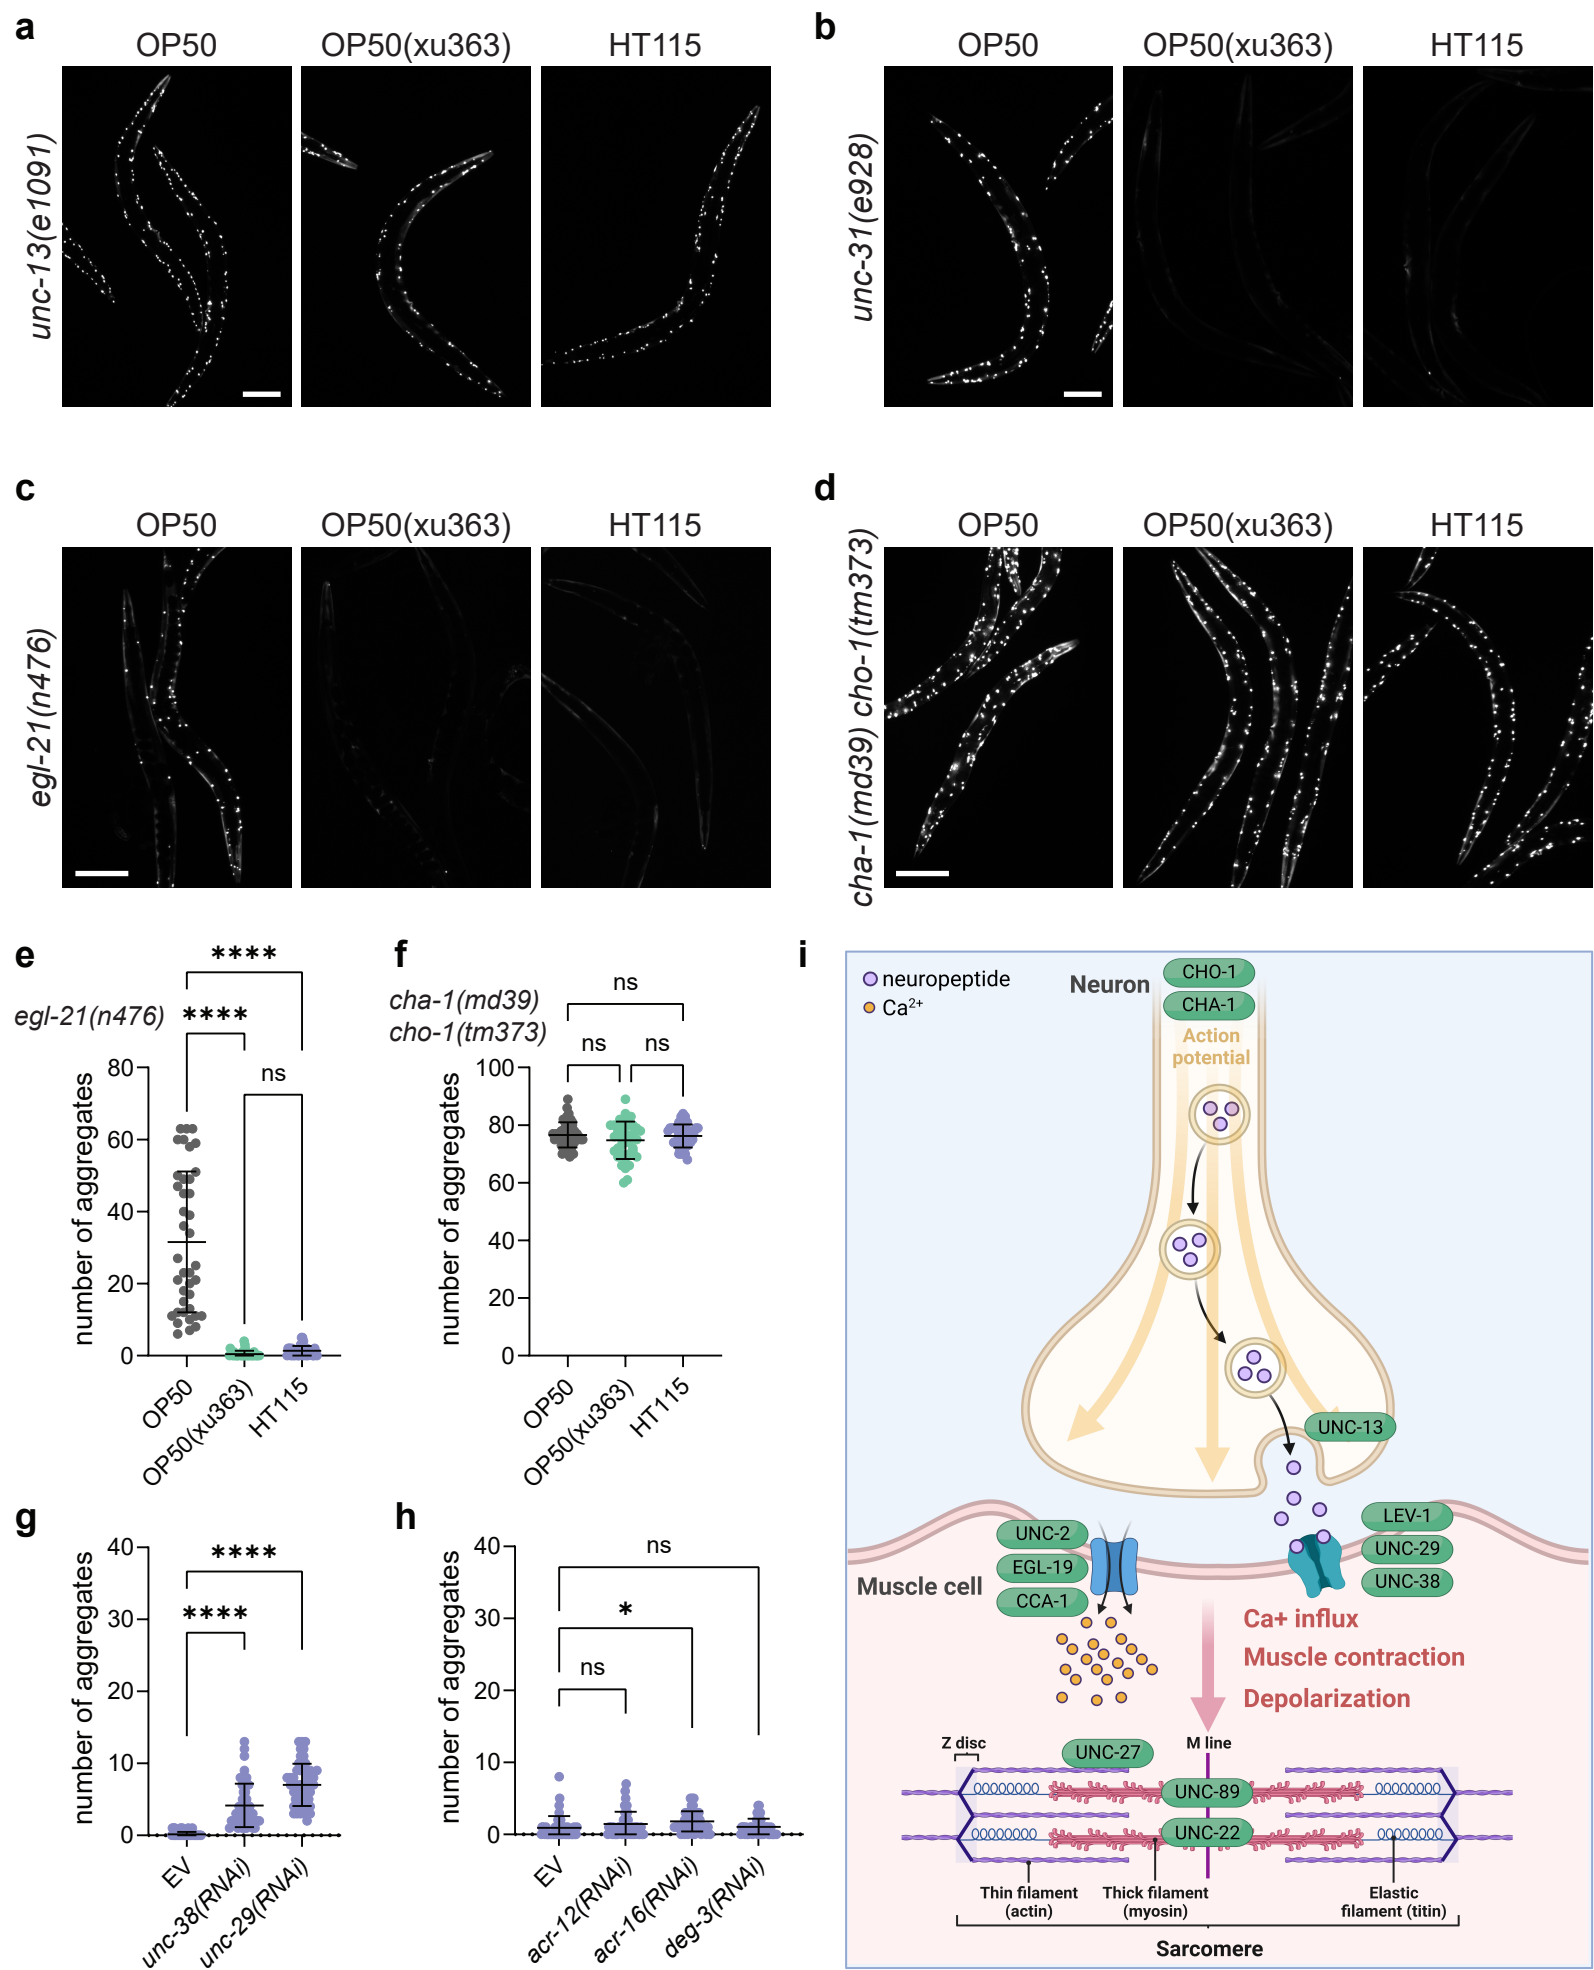

**Supplementary Figure 14. Acetylcholine signalling protects from polyQ40 aggregation.** (a-d)

Representative images of 2-day old polyQ40::YFP-expressing worms on OP50, OP50(xu363) and HT115. Images are shown for *unc-13(e1091)*, *unc-31(e928)*, *egl-21(n476)* and *cha-1(md39)cho-1(tm373)* mutant strains. (e, f) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on OP50, OP50(xu363) and HT115. The number of aggregates per worm is shown in *egl-21(n476)* (e), number of worms,  $n = 39$  (OP50),  $n = 37$  (OP50(xu363)),  $n = 37$  (HT115) and in *cha-1(md39)cho-1(tm373)* (f), number of worms,  $n = 49$  (OP50),  $n = 40$  (OP50(xu363)),  $n = 44$  (HT115), strains. (e) OP50 vs. OP50(xu363)  $P < 0.0001$ , OP50 vs. HT115  $P < 0.0001$ , OP50(xu363) vs. HT115  $P = 0.9824$ . (f) OP50 vs. OP50(xu363)  $P = 0.2177$ , OP50 vs. HT115  $P = 0.9795$ , OP50(xu363) vs. HT115  $P = 0.4180$ . (g) Quantification of polyQ40::YFP fluorescent foci per 2-day old worms on HT115, treated with empty vector (EV), *unc-38(RNAi)* and *unc-29(RNAi)*. The number of aggregates per worm is shown. Number of worms,  $n = 52$  (EV),  $n = 44$  (*unc-38(RNAi)*),  $n = 51$  (*unc-29(RNAi)*). All  $P < 0.0001$ . (h) Quantification of polyQ40::YFP fluorescent foci of 2-day old worms on HT115 diet, treated with EV, *acr-12(RNAi)*, *acr-16(RNAi)* and *deg-3(RNAi)*. The number of aggregates per worm is shown. Number of worms,  $n = 48$  (EV),  $n = 46$  (*acr-12(RNAi)*),  $n = 46$  (*acr-16(RNAi)*),  $n = 45$  (*deg-3(RNAi)*). EV vs. *acr-12(RNAi)*  $P = 0.2231$ , EV vs. *acr-16(RNAi)*  $P = 0.0105$ , EV vs. *deg-3(RNAi)*  $P = 0.9672$ . Values represent mean  $\pm$  SD from three independent experiments. One-way ANOVA with Sidak's multiple comparison test was used. ns  $P > 0.05$ , \*  $P < 0.05$ , \*\*\*\*  $P < 0.0001$ . Scale bars in all panels are 200 $\mu$ m. (i) Schematic representation of muscle contraction controlled by calcium influx and acetylcholine receptor activation from neurotransmitter release. Key proteins investigated in this study are shown. Created in BioRender. Spang, A. (2025) <https://BioRender.com/s15g98a>. Source data are provided as a Source Data file.

a

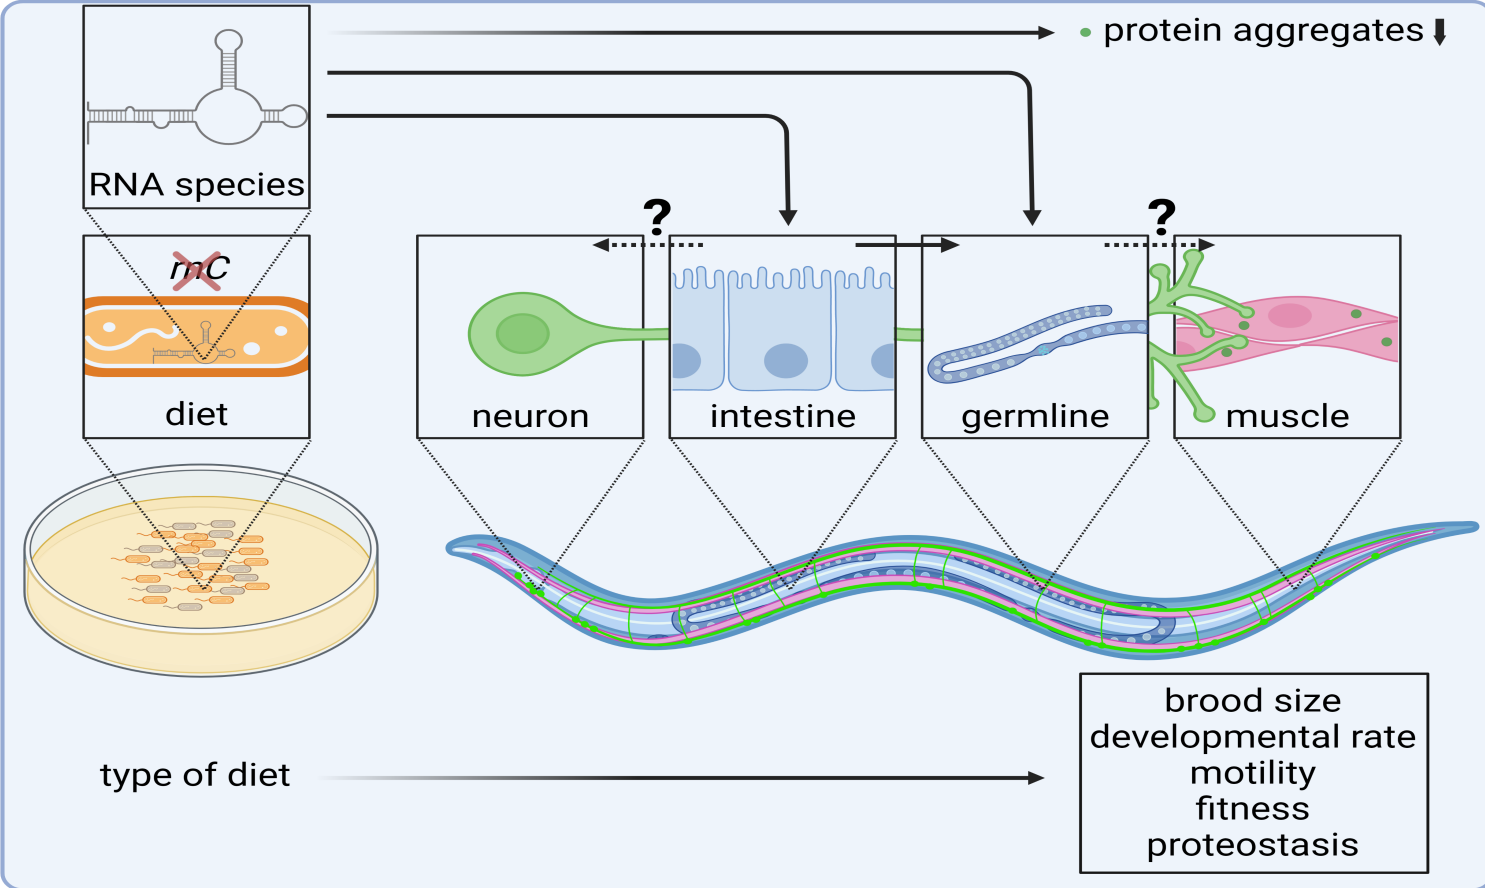

**Supplementary Figure 15. Schematic representation of our model.** Depending on the type of diet the life history traits of *C. elegans* are affected. Bacteria that do not express *mC* contain RNA species that promote cellular proteostasis and maintain low levels of polyglutamine protein aggregates. The mechanism involved requires communication across tissues. The bacterial-RNA species ingested by the intestinal cells or directly administered in the germline lower the number of aggregates in the muscle cells in a mechanism that requires the RNAi machinery of *C. elegans*. Neuromuscular communication is also required to maintain low levels of protein aggregates. Created in BioRender. Spang, A. (2025) <https://BioRender.com/rmcozau>.

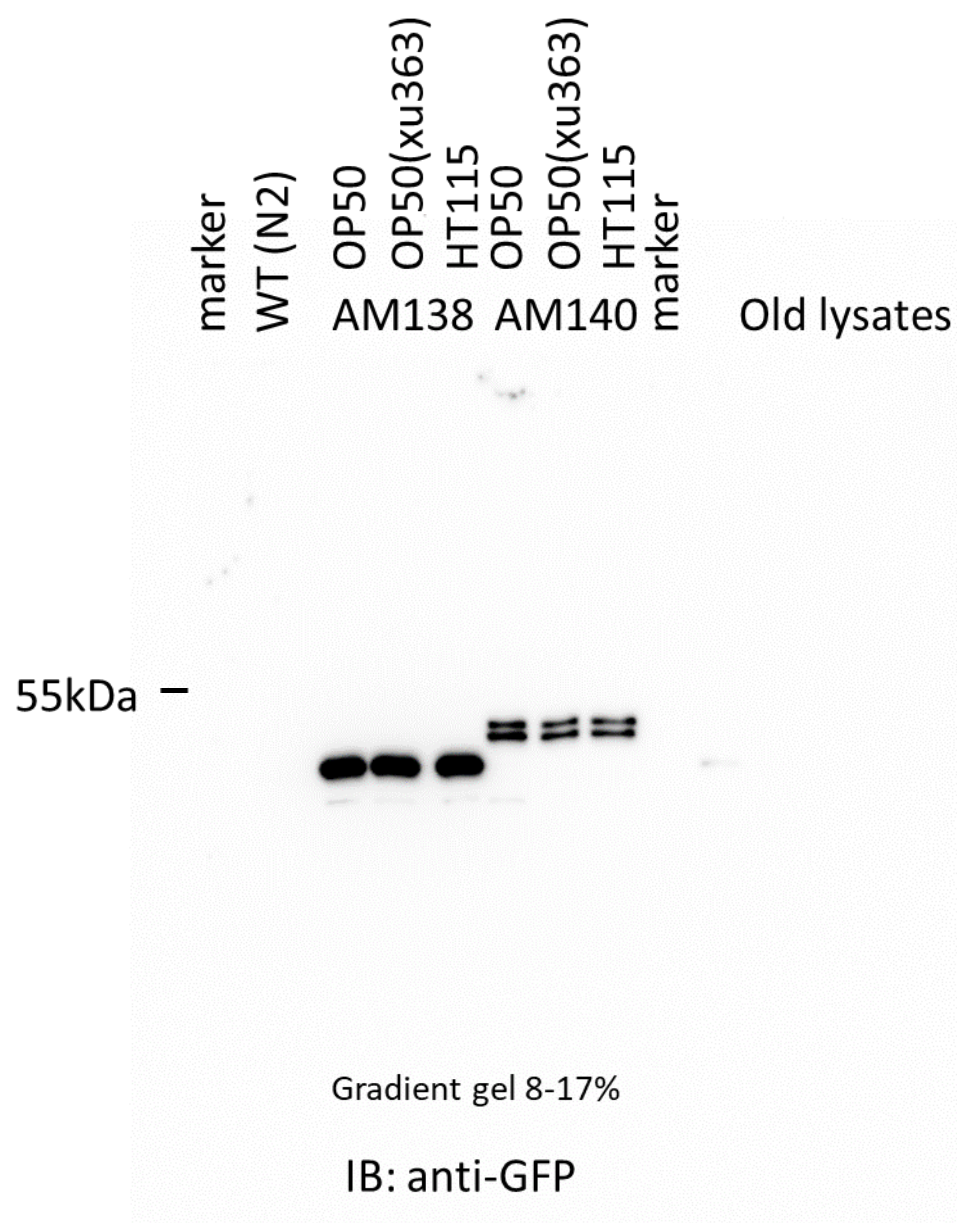

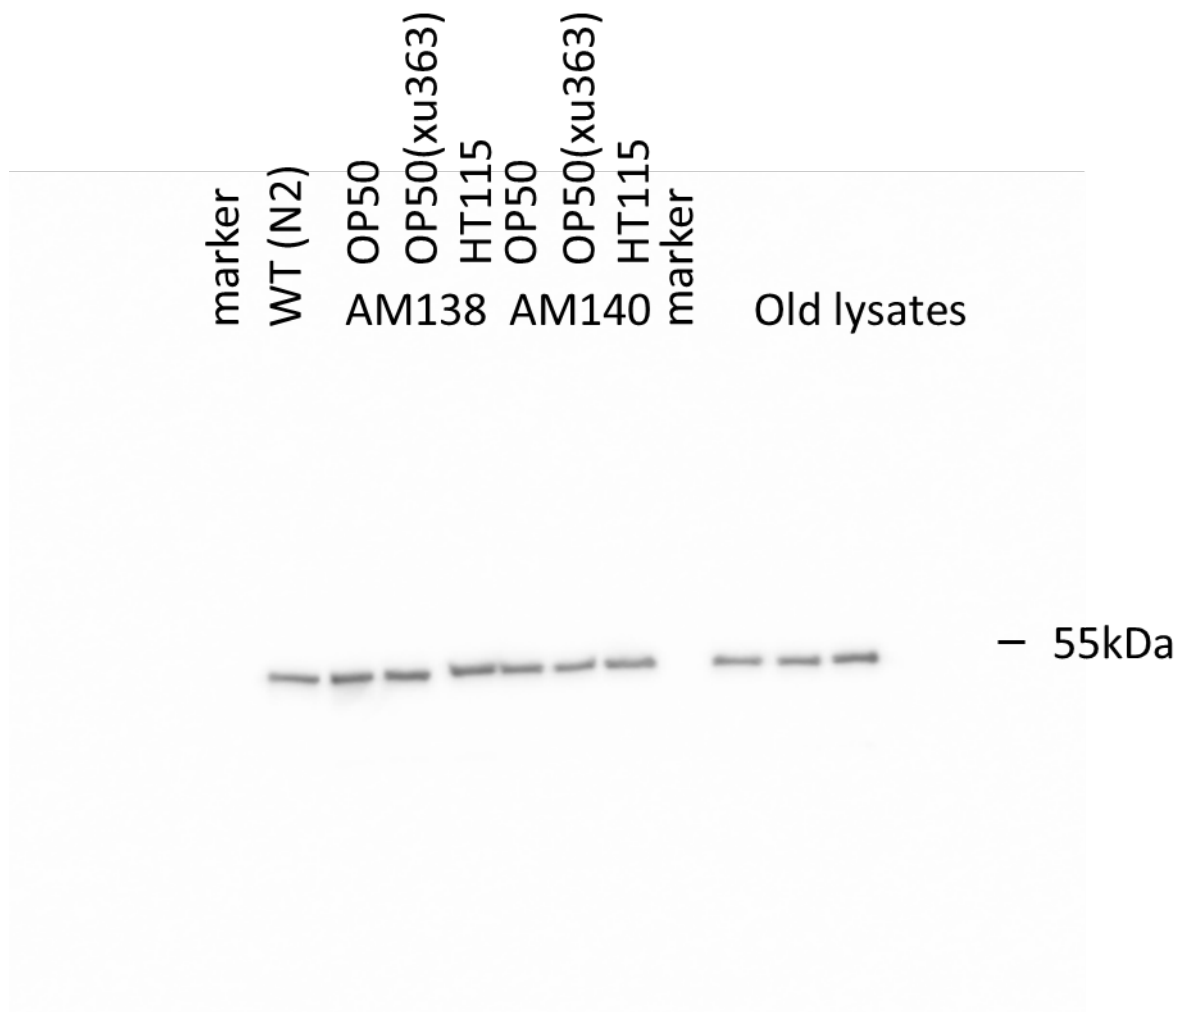

Gradient gel 8-17%

IB: anti- $\alpha$ -tubulin

Uncropped scans of the blots.

# Supplementary material for: Bacterial RNA promotes proteostasis through inter-tissue communication in C. elegans
**Source:** Nat Commun. 2025 Oct 1;16:8650. doi: 10.1038/s41467-025-63987-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Movie 1

Description: Wild type worms of advanced age, on OP50 diet.

File name: Supplementary Movie 2

Description: Wild type worms of advanced age, on HT115 diet.

File name: Supplementary Movie 3

Description: Wild type worms of advanced age, on a 1:1 mixture of OP50:HT115 diet.

File name: Supplementary Movie 4

Description: Wild type worms of advanced age, on a 1:10 mixture of OP50:HT115 diet.

# Supplementary material for: Bacterial RNA promotes proteostasis through inter-tissue communication in C. elegans
**Source:** Nat Commun. 2025 Oct 1;16:8650. doi: 10.1038/s41467-025-63987-x
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

All images were aquired with Zeiss Axioplan 2 epifluorescence microscope with Axiovision Rel 4.8 or LSM880 point scanning confocal microscope with Zen Blue; For RNAseq NextSeq 500 Illumina System; Fluorometry using the QuantiFluor ONE dsDNA System; Fluorometry using the QuantiFluor ONE dsDNA System; Exploris 480 Mass Spectrometer

Data analysis

For statistical analyses, GraphPad Software v9; MSstats R package v.4.7.3; For RNAseq data analysis, Illumina RTA version 2.11.3; CutAdapt v3.4; STAR v2.7.9; Trimmomatic v0.39; ShinyGO (ver. 0.77); STRING (ver. 12.0); For image analysis, Fiji 2.3; Spectronaut (Biognosys v17.4) for proteomic analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the main data supporting the findings of this study are available within the article and its supplementary information files. Source data are provided with this paper. RNAseq and proteomics data will be made publicly available upon publication. RNAseq data have been uploaded to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi> with accession code GSE261167. Proteomic data have been deposited to the ProteomeXchange Consortium (<https://www.proteomexchange.org/>) via the MassIVE partner repository (<https://massive.ucsd.edu/>) with MassIVE data set identifier MSV000094244 and ProteomeXchange identifier PXD050390.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Not applicable |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable |
| Population characteristics                                         | Not applicable |
| Recruitment                                                        | Not applicable |
| Ethics oversight                                                   | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen in each case according to experimental design based on previously published standard assays. Exact numbers are given in the figure legends and Table 1. |
| Data exclusions | No data was excluded from any analyses in this study.                                                                                                                          |
| Replication     | All experiments were replicated using independent biological samples. At least 3 biological replicates were performed per conditions. All experiments were reproducible.       |
| Randomization   | Worms were randomly selected for each experiment and different conditions.                                                                                                     |
| Blinding        | Blinding was not used in this study.                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The following antibodies were used in this study. Polyclonal rabbit anti-GFP (TP401; 081211, Torrey Pines, 1:5000 for WB) and monoclonal anti- $\alpha$ -tubulin (T5168; Sigma-Aldrich; 1:2000 for WB).                                                                                                                                               |
| Validation      | Both antibodies are commercially available and validated by the manufacturer. Additionally, both are extensively used in our lab and by the scientific community. For instance in <a href="https://www.nature.com/articles/s41467-022-32377-y#additional-information">https://www.nature.com/articles/s41467-022-32377-y#additional-information</a> . |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>C. elegans were used through out this study. Since the worms live approximately for 3 weeks, different ages were used within this time, depending the experiment. Strains that were used, were: N2: wild-type Bristol isolate, AM141: rmls133 [punc-54Q40::YFP], AM138: rmls130 [unc-54p::Q24::YFP], AM140: rmls132 [unc-54p::Q35::YFP], CL4176: smg-1(cc546) I; dvls27[myo-3p::A-Beta (1-42)::let-851 3'UTR] + rol-6(su1006)], MAH14: daf-2(e1370) III; adls2122 [lgg-1::GFP + rol-6(su1006)], RB1473: tli-1(ok1724) (6 times outcrossed), VP303: rde-1(ne219) V; kbls7 [nhx-2p::rde-1 + rol-6(su1006)], NR350: rde-1(ne219)V; kzl20 [hlh-1p::rde-1 + sur-5p::NLS::GFP], KP2018: egl-21(n476) IV, DA509: unc-31(e928) IV, CB1091: unc-13(e1091) I, ppw-1(tm5919), DCL569: mkcSi13 [sun-1p::rde-1::sun-1 3'UTR + unc-119(+)] II; rde-1(mkc36) V, NL3321: sid-1(pk3321) V, WM27: rde-1(ne219) V, NL3531: rde-2(pk1657) I, VC1119: dyf-2&amp;ZK520.2(gk505) III, CB193: unc-29(e193) I, CB904: unc-38(e264) I, RM1743: cha-1(md39) cho-1(tm373) IV, AY101: acIs101 [F35E12.5p::GFP + rol-6(su1006)], AU133: agIs17 [myo-2p::mCherry + irg-1p::GFP] IV, AU306: agIs44 [Pirg-4::GFP::unc-54-3'UTR; Pmyo-2::mCherry], MAH19: rrf-1(pk1417) I; myo-3(st386)V; stEx30 [myo-3p::GFP::myo-3 + rol-6(su1006)], MAH215: sqIs11 [lgg-1p::mCherry::GFP::lgg-1 + rol-6]. All strains were obtained from CGC and the S. Mitani (National Bioresource Project) in Japan, except from the ones generated in the lab (all double mutants) and the AU306 which was obtained from Read Pukkila-Worley's Lab.</p> |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on sex        | Hermaphrodite worms were used in all experimental conditions and males were used for mating purposes.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | No ethical oversight was required. C. elegans are invertebrates.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

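The data are counts from 18 sequencing libraries of E. coli, 9 of total RNA and 9 of small RNA, with 3 replicates each of OP50, OP50(xu363) and HT115 in both sets. Strain, library type and replicate number were taken from the sample titles and the paper, which give the same strains, although the sample labels name C. elegans as the organism. The table of total RNA holds 3 further columns of counts that belong to none of these samples, and they were not used here. No replicate pair held identical counts, and a chi-square test of counts over genes between replicates gave from 2.27 to 25.4 per degree of freedom, more than counting noise alone. This argues against the reads of 1 library being listed as 2 replicates, but does not show that the libraries come from separate cultures, and each was counted as a separate sample by its label.

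For total RNA, the authors depleted ribosomal RNA, made stranded libraries, mapped the reads to the Ensembl E. coli K12 DH10B genome with STAR, counted uniquely mapped reads on genes with featureCounts of the Subread package, and deposited raw counts of 4545 genes. The paper's methods do not name whether the counting used the strand, so that antisense and overlapping genes are uncertain, as are genes with near-identical copies, of which the table has 139 named as rRNA or tRNA. For small RNA, the authors trimmed the reads with CutAdapt and Trimmomatic, pooled them for an assembly with Trinity, aligned the reads of each library to the contigs with Bowtie, summarized them with featureCounts and deposited raw counts of 25556 contigs. All reads of OP50-derived strains are counted on a reference of another strain in total RNA, and a gene that a strain lacks or carries in another sequence then has few or no counts.

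The depth differs between the sets. Total counts per library ranged from 109288 to 296497 in total RNA and from 9997228 to 27772738 in small RNA. In total RNA a gene with a count of 0 in a library can hold up to 3 counts, and a fold change against a strain with at most 3 counts in every library was computed against this floor and is given as a lower bound. Reads of PCR libraries without molecular identifiers are not independent molecules, so that such floors cover counting error only.

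From the counts, the features with at least 10 reads in at least 3 libraries were kept, as in the paper's methods, which gave 3074 genes and 25531 contigs. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, with TMM scaling and the quasi-likelihood test (glmQLFit and glmQLFTest), in a fit of all 9 libraries of a set that shares the estimate of the spread among strains, without the replicate number. A gene or contig was called at more than 2-fold (a log2 fold change above 1 in size) and a Benjamini-Hochberg adjusted p of at most 0.01, the threshold of the paper's methods. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Normalized counts are counts divided by the library size scaled by TMM and multiplied by the mean of the scaled sizes. For the shares of variance and the principal components, the blind variance stabilizing transformation of DESeq2 1.42.0 was followed by prcomp without scaling, as in the paper's methods. The share of a contrast is its sum of squares over all features divided by the total, tested by exact permutation of the libraries. limma 3.58.1 was loaded as part of edgeR.

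Apart from rnc, the contigs of Table 2, the genes of the heatmap in Supplementary Fig. 10b, the ribonuclease 3 list, and ilvN, uhpA, hdeB, gadB, rrsH, rrsA and rrsB, which were named after their values were seen, the genes named in the text follow a rule set before the data were examined. It takes, for each contrast, the 3 called genes with the largest rise and the 3 with the largest fall whose libraries do not overlap between the groups and whose mean over the 6 libraries of the contrast is at least 100 normalized counts, and 2 of each for contigs. For rises in OP50(xu363) only ilvB and clpS met it. Other called genes rose more than clpS at a lower mean over the 6 libraries, among them ilvN, uhpA, StyR-44, nfo, yidQ and cpxR. A list of 13 genes cut by ribonuclease 3 or sharing its operon, taken from general knowledge, was fixed beforehand too: rnc, era, recO, pnp, rpsO, betT, bdm, proV, proW, proX, corA, rng and adhE. Because both contrasts share the OP50 libraries, all 9 libraries of each set were simulated 20 times with the mean levels of OP50 and no change between the strains, so that both contrasts shared a simulated control. Each gene or contig was drawn on its own, so that deviations of a library shared by many of them are not covered. Random draws numbered 10000 and used a fixed seed of 1.

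Data were simulated from the mean levels, spread and library sizes of these files, with 200 features changed by at least 4-fold. The edgeR test was tested on these data. It recovered 127 of 187 changed genes that passed the filter at the depth of total RNA (67.9%), with 3 false calls among 2825 genes, and 192 of 200 changed contigs at the depth of small RNA (96%), with 2 false calls among 25409. DESeq2's Wald test recovered 142 of the 187 genes (75.9%) and 189 of the 200 contigs (94.5%). Smaller changes were not simulated, so these shares do not hold for changes near the 2-fold threshold.

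Alternatives set before the data were examined were DESeq2's Wald test, DESeq2 size factors in edgeR, scaling by total count or upper quartile, stricter and looser filters and thresholds, a fit of only the strains of a contrast, the replicate number as a block, counts thinned to the smallest library, the removal of rRNA and tRNA genes, contigs summed over isoforms, other settings of the principal components, and each library left out in turn. GO terms and the match of contigs to the C. elegans genome were not analysed here, as no GO annotation and no genome sequence of these species was used. The effect of the settings is given in the closing section.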

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

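The tests of ilvB, ilvN and uhpA and those of the number of contigs were chosen after the results were seen.

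In its text on the sequencing, the paper names no gene that rose in OP50(xu363) but not in HT115, although its heatmap of genes called in both contrasts includes rbsA, rbsB, rbsC and pheA, which rose in OP50(xu363) and fell in HT115. The largest rises among the genes called between OP50(xu363) and OP50, those of ilvN and ilvB, were absent in HT115. Beside ilvB, its neighbours by locus tag, ilvN (ECDH10B_3853) and uhpA (ECDH10B_3852), were chosen after their values were seen. Their log2 fold changes between OP50(xu363) and OP50 were 5.48 for ilvB, 6.11 for ilvN and 3.83 for uhpA (standard errors 0.53, 0.67 and 0.56, adjusted p = 1.73e-05, 4.53e-05 and 0.000327 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the counts of all 3 OP50(xu363) libraries lay above those of all 3 OP50 libraries in each gene. The counts of ilvB were 628, 1254 and 517 in OP50(xu363) against 25, 8 and 8 in OP50 and 17, 18 and 12 in HT115. Those of uhpA were lower, at 31, 133 and 31 in OP50(xu363) against 5, 4 and 0 in OP50. In HT115 the log2 fold changes against OP50 were 0.24, -0.25 and 0.20 for ilvB, ilvN and uhpA, and the direct comparison of OP50(xu363) with HT115 gave 5.25, 6.36 and 3.63 (adjusted p = 1.80e-05, 3.91e-05 and 0.000524 from edgeR with Benjamini-Hochberg adjustment). The counts of ilvN in HT115 were 3, 2 and 0, which is at the floor. Its values of -0.25 and 6.36 are therefore fitted and are no measure of the size of its change.

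The tables argue against several technical explanations of these rises. With counts thinned to the smallest library, the lowest of the log2 fold changes of ilvB, ilvN and uhpA was 3.90, and over total count, upper quartile and DESeq2 size factor scaling it was 3.88, so unequal depth and scaling do not account for them. Without each OP50(xu363) library in turn it was at least 3.49, so no single library of this strain does either. A candidate explanation is a change in 1 region of the chromosome, and the genes called higher in OP50(xu363) held 2 pairs of neighbouring locus tags, where 11 random genes gave 0.0286 on average (permutation test, p = 0.0002). These pairs are formed by ilvB, ilvN and uhpA, the genes that drew attention first, and genes of an operon would give the same. The test is therefore no independent evidence, and a change in 1 region remains a hypothesis. It stays open whether the rises follow from the loss of rnC, from a second difference between OP50(xu363) and its parent, or from the handling of the cultures, which the libraries used here do not separate, and their absence in HT115 leaves the loss of rnC alone as 1 of several possibilities.

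The paper names only the contigs of Table 2, which were called between these strains and also mapped to the C. elegans genome. Its filter kept 4296 contigs. Here 2823 of 25531 contigs were called between OP50(xu363) and OP50 in small RNA, without a search for such matches. The numbers are thus not the same measure. With counts thinned to the smallest library 2735 were called, and the lowest number over the other scalings was 2816, so neither unequal depth nor scaling accounts for this number. None of the other 9 splits of the 6 libraries gave any call, and the real split was thus 1 of 10, the smallest share this design allows. In the 20 simulations of unchanged strains, with each contig drawn on its own, at most 1 contig was called in this contrast, far under the number seen. How many transcripts the contigs stand for is not known, since the contigs were not placed on a genome, and the loss of rnC and other differences between the cultures stay open.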

How the results depend on the processing

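All alternatives were set before the data were examined. For the calls of single genes and contigs, 476 of 525 values under alternatives kept their direction and their side of the threshold, 49 fell short of it and 0 changed direction. The 49 values belong to 8 results, in the genes clpS, StyR-44, csgF, yhiF, yidQ, nfo and corA, and 40 of them came from leaving out a library. Those that came without leaving out a library numbered 9. In OP50(xu363), the log2 fold changes of rnc and of the contigs of Table 2 were the same in direction and call under every alternative tried for them. The cause of the changes below was not tested unless one is given.

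The share of the first principal component in total RNA was 56.0%, and 47.8% with at least 10 reads in every library, 66.8% with the 500 genes of highest variance and 37.8% with each gene scaled to unit variance. In small RNA it was 65.1%, and 84.0% with the 500 contigs of highest variance and 42.1% with unit variance, where the share between OP50(xu363) and OP50 was 15.3% and 19.0% in place of 22.9%.

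In total RNA, DESeq2's Wald test called 23 genes higher in both contrasts in place of 3, 8 in opposite directions in place of 2, and 61 higher in OP50(xu363) in place of 14. It called 23 of the 23 genes and 8 of the 8 genes of Supplementary Fig. 10b, in place of 3 and 2, and 3 genes of the ribonuclease 3 list in HT115 in place of 1. The share of lower genes among the calls in OP50(xu363) was 94.0% with edgeR and 82.0% with DESeq2's test.

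Scaling by total count gave 9 genes higher in both, 1 opposite, 25 higher in OP50(xu363), and 8 and 1 of the 2 lists of the heatmap. Scaling by upper quartile gave 8 higher in both, 22 higher in OP50(xu363) and 8 of the 23 genes. The median log2 fold change of OP50(xu363) in total RNA was 0.09 with TMM, 0.38 with total count, 0.24 with upper quartile and 0.14 with DESeq2 size factors in edgeR, while that of HT115 was 0.00 with TMM, -0.05 with total count and -0.03 with upper quartile. In small RNA the median of HT115 was 0.00 with TMM and -0.14 with total count, where 2960 contigs were higher and 3286 lower in HT115 in place of 3452 and 2705, and 674 were higher and 756 lower in both contrasts in place of 747 and 715.

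At an adjusted p of at most 0.05 without a fold threshold, total RNA gave 1049 genes in HT115 (522 higher), 374 in OP50(xu363) (62 higher), 302 in both, 25 higher in both and 10 opposite, with 16 of the 23 and 6 of the 8 genes. Small RNA gave 11916 contigs in HT115 (6395 higher, 5521 lower), 4587 in OP50(xu363) (2502 higher, 2085 lower) and 3191 in both (1393 higher, 1337 lower, 461 opposite). Above a 4-fold change, small RNA gave 2389 contigs in HT115 (1315 higher, 1074 lower), 951 in OP50(xu363) (630 higher, 321 lower) and 513 in both (278 higher, 223 lower, 12 opposite).

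With at least 10 reads in every library, 1474 genes were left in total RNA, which takes away genes that fall to few counts in a strain: 233 were called in HT115 (111 higher, 122 lower), 81 in OP50(xu363) (4 higher, 77 lower) and 66 in both (1 higher, 65 lower, 0 opposite), with 1 of the 23 and 0 of the 8 genes. With at least 1 read in any library, 0 genes of the ribonuclease 3 list were called in HT115. With only the 2 strains of a contrast in the fit, 1 gene was higher in both, 0 were opposite, 6 were higher in OP50(xu363), 1 of the 23 and 0 of the 8 genes were called, and 2 of the ribonuclease 3 list in HT115. With counts thinned to the smallest library, 5 genes were higher in both, 1 was opposite, 1 of the 8 genes and 0 of the ribonuclease 3 list in HT115 were called.

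The replicate numbers gave no steady pairing of the libraries. The correlation of deviations of libraries with the same number across genes was 0.53, 0.31 and -0.07 between OP50(xu363) and OP50 in total RNA, and 0.09, -0.05 and 0.07 between HT115 and OP50, and in small RNA it lay from -0.06 to 0.05. With the replicate number as a block, 204 genes were called in both contrasts in total RNA, 188 of which are among the 193, 1596 contigs in small RNA, 1571 of which are among the 1585, and 2 genes of the ribonuclease 3 list in HT115 in place of 1. In this fit 2 genes were higher in both contrasts in place of 3, as yidQ lost its call in OP50(xu363).

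Leaving out each of the 9 libraries in turn gave these ranges in total RNA. The first component held from 53.2% to 63.9% and the share between OP50(xu363) and OP50 was from 18.3% to 32.3%. Calls ranged from 331 to 854 in HT115 (131 to 410 higher, 200 to 444 lower), from 120 to 261 in OP50(xu363) (4 to 33 higher, 116 to 228 lower) and from 99 to 217 in both contrasts (0 to 10 higher, 99 to 204 lower, 0 to 4 opposite). Of the 23 and the 8 genes of the heatmap, from 0 to 7 and from 0 to 3 were called, and of the ribonuclease 3 list in HT115 from 0 to 2. The log2 fold change of rnc in HT115 ranged from -0.35 to 0.17 around a value of -0.03, and was 0.17 without OP50 replicate 1 and 0.12 without HT115 replicate 1. The lowest numbers for OP50(xu363) and for both contrasts came without OP50 replicate 2, with 120 and 99 calls, and the lowest for HT115 without HT115 replicate 2. Without an OP50 library only 154 of the 193 genes passed the filter, which lowers the number called in both by construction. In small RNA the first component held from 60.0% to 69.9%, the share between OP50(xu363) and OP50 was from 19.9% to 28.2%, and 2594 to 2921 contigs were called in OP50(xu363), 5963 to 6352 in HT115 and 1498 to 1617 in both.

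At the depth, levels and spread of total RNA, the edgeR test recovered 67.9% of simulated changes of at least 4-fold, and at those of small RNA 96%. Smaller changes were not simulated, so that genes not called in total RNA can still differ.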

Differences from the paper's values

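The paper reports 23 genes that are up-regulated in both HT115 and OP50(xu363), and 3 were called higher in both with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's Wald test, which the paper's methods name for small RNA, gave 23 genes, and an adjusted p of at most 0.05 without a fold threshold gave 25. With DESeq2's test, the genes called in both contrasts numbered 271, the paper's number, against 193 with edgeR, and all 23 genes shown in the heatmap were called. None of the other alternatives reached the paper's 23.

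In the heatmap of Supplementary Fig. 10b, about 8 genes, read by eye, go in opposite directions in the contrasts, and 2 did with edgeR, csgF and yhiF. DESeq2's Wald test gave 8 and an adjusted p of at most 0.05 without a fold threshold gave 10, and the other alternatives set before the data were examined did not close the gap.

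The paper states that 4296 contigs had at least 10 reads in at least 3 samples, and 25531 contigs of the deposited table met this filter. None of the alternatives set before the data were examined closed the gap: 23191 contigs had at least 10 reads in every library and 25556 at least 1 read in any library.

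The paper reports an average of 22.5 ± 11.7 M pass-filter reads per sample for total RNA (M, mega), where the error is not named beside the value, and the deposited counts came to 0.168 ± 0.0606 M per library (SD, n = 9). The measures are not the same, since the former counts all reads of the run and the latter only uniquely mapped reads on genes, and no alternative bears on the difference.

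The paper describes few differences between the genotypes in small RNA, where its filter kept 4296 contigs. Here 2823 of 25531 contigs were called between OP50(xu363) and OP50. The paper states that a minor part of the variance in total RNA lies between OP50 and OP50(xu363). This share was 25.9%, under the 47.0% of HT115 against both OP50 strains and the 27.1% between replicates. It is thus no difference from the paper's statement.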

Other observations

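The tests of a low background in the OP50 libraries, of the ratios between OP50 libraries and of the contigs of Table 2 were chosen after the results were seen, and the others before. The first of these took the place of a test of the median change by expression level in HT115 and of a count of genes at the floor in OP50.

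Of the 191 genes called in the same direction in both contrasts of total RNA, 98.4% were lower than in OP50, which could come from the OP50 libraries rather than from both other strains. The tables argue against several technical explanations. The share was at least 94.9% under the 3 other scalings and 97.3% with counts thinned to the smallest library, so scaling and unequal depth do not account for it. In simulations of unchanged strains with a shared control at most 0 genes were lower in both and at most 0 higher. This argues against chance deviations of the shared control at the spread between replicates, where these are independent from gene to gene. OP50 libraries that all differ from the strain, or that deviate together over many genes, would not show in these simulations. A background of reads spread over all genes in the OP50 libraries would lift nearly every gene to the level of the genes lower in both. Yet of 3698 genes read in every OP50(xu363) library, 71.6% lay in OP50 under 38.5 normalized counts, the level that 90% of the genes lower in both exceed. The earlier test by level gave a median log2 fold change of OP50(xu363) of -0.62 in the lowest of 10 equal groups of genes by HT115 level and 0.40 in the highest, but genes weak in HT115 pass the filter mainly by their reads in the other strains, so that it does not bear on a background. Regulation of whole operons would make neighbouring genes fall too, but 7.53% of the neighbouring locus tags of these genes were also lower in both, against 6.13% for random genes (permutation test, p = 0.23), while for genes higher in HT115 39.4% of the neighbours were higher against 10.1% for random genes.

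A candidate explanation is reads of a common source whose amount differs between the OP50 libraries. It would keep the ratios between these libraries alike over the genes. Of the 150 genes of this set at a middle level, 149 were higher in OP50 replicate 2 than in replicate 1, and the spread of this ratio was 0.432 (median absolute deviation, log2), against 0.537 for genes lower in HT115 only and 0.694 for other genes at that level. For the ratio of OP50 replicate 3 to replicate 1 the spread was 0.334, against 0.861 and 0.808 for the same groups of genes. A call favours genes with a small spread among the OP50 libraries, so that these values do not decide. Genes under a common control would behave alike too, so this stays open, as does a difference in how the OP50 cultures were grown.

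Relabelings of the 9 libraries tested whether such numbers arise from the grouping. In total RNA, 2 of 100 drawn labelings gave as many genes in both contrasts as the real one, itself included, 3 of 100 as many higher in both and 1 of 100 as many lower in both. The largest other labeling gave 207 genes in both and 45 higher in both, with the 3 HT115 libraries as the control. In small RNA, the real labeling was the 1 of 60 drawn that gave as many contigs in both contrasts, as many higher and as many lower, and the simulations gave at most 0 contigs higher and at most 0 lower in both. For a single contrast the real split was 1 of the 10 splits with as many calls, in total RNA for OP50(xu363), where the next split gave 92 genes, and for HT115, and in small RNA for HT115. With 10 splits the share cannot fall under 0.1, so the splits alone do not decide, and in the simulations of unchanged strains at most 1 gene or contig was called in a contrast.

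The contigs of Table 2 may be part of the insertion that disrupts rnC, which HT115 and OP50(xu363) would then carry and OP50 would not. The longest run of bases that a contig shares with the start of rnC in the paper's primer was 35, in TRINITY_DN17059_c0_g1_i1, which goes on with CTGATGAATC, other bases than the primer. All of these contigs were higher than in OP50 in HT115 too, with log2 fold changes of 3.81, 2.94 and 0.74. The shared bases bear on TRINITY_DN17059_c0_g1_i1 alone, and TRINITY_DN17136_c0_g1_i1 and TRINITY_DN3492_c0_g1_i1 share at most 7. A contig of the insertion would have few reads in OP50, but the level in OP50 was 4.11% of that in OP50(xu363) for TRINITY_DN17059_c0_g1_i1, with 54 to 62 counts, and 7.98% for TRINITY_DN17136_c0_g1_i1, with 143 to 179 counts. For TRINITY_DN3492_c0_g1_i1 it was 35.0%, with 44 to 83 counts, and 59.2% of that in HT115. For TRINITY_DN17136_c0_g1_i1 and TRINITY_DN3492_c0_g1_i1, these levels go against the insertion as the only source of the reads, most of all for the latter. They do not decide whether the rises of these contigs come from it. Nor do they decide for TRINITY_DN17059_c0_g1_i1, since OP50 has an rnC of its own whose reads could fall on the shared bases. Reads of other origin on the contigs were not tested, and an effect of the loss of rnC on other transcripts stays open for TRINITY_DN17136_c0_g1_i1 and TRINITY_DN3492_c0_g1_i1.

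If OP50(xu363) had received DNA of another strain together with the mutated rnC, the genes beside it could hold more calls. Within 50 locus tags on either side of rnc there were 5 called genes of 228 with a locus tag, and 60.4% of windows of that size held as many. The calls in OP50(xu363) are thus not gathered there. This does not exclude such DNA, since genes brought in with it need not change in level.

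In total RNA, 15 genes lay at or under 3 counts in all libraries of OP50 and OP50(xu363) and had at least 10 counts in every HT115 library, among them hdeA, hdeB and gadB, the latter 2 named after their values were seen, while 3 genes showed the reverse. The set includes the rRNA genes rrsH, rrsA and rrsB, whose uniquely mapped counts are uncertain because of near-identical copies. The OP50 background could lack some of the 15 genes or carry them in a sequence whose reads do not map to the K12 reference. They held 2 pairs of neighbouring locus tags, against 0.0438 on average for random genes (permutation test, p = 0.0009), but genes of an operon would do the same without being absent, so an absent gene and a silent gene cannot be told apart by these counts.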
